# NMD is required for timely cell fate transitions by fine-tuning gene expression and regulating translation

**DOI:** 10.1101/gad.347690.120

**Published:** 2022-03-01

**Authors:** Michelle Huth, Laura Santini, Elena Galimberti, Julia Ramesmayer, Fabian Titz-Teixeira, Robert Sehlke, Michael Oberhuemer, Sarah Stummer, Veronika Herzog, Marius Garmhausen, Merrit Romeike, Anastasia Chugunova, Friederike Leesch, Laurenz Holcik, Klara Weipoltshammer, Andreas Lackner, Christian Schoefer, Arndt von Haeseler, Christa Buecker, Andrea Pauli, Stefan L. Ameres, Austin Smith, Andreas Beyer, Martin Leeb

**Keywords:** embryonic stem cells, RNA biology, cell fate regulation, exit from naïve pluripotency, nonsense-mediated mRNA decay, pluripotency, translation initiation

## Abstract

Cell fate transitions depend on balanced rewiring of transcription and translation programs to mediate ordered developmental progression. Components of the nonsense-mediated mRNA decay (NMD) pathway have been implicated in regulating embryonic stem cell (ESC) differentiation, but the exact mechanism is unclear. Here we show that NMD controls expression levels of the translation initiation factor *Eif4a2* and its premature termination codon-encoding isoform (*Eif4a2*^*PTC*^). NMD deficiency leads to translation of the truncated eIF4A2^PTC^ protein. eIF4A2^PTC^ elicits increased mTORC1 activity and translation rates and causes differentiation delays. This establishes a previously unknown feedback loop between NMD and translation initiation. Furthermore, our results show a clear hierarchy in the severity of target deregulation and differentiation phenotypes between NMD effector KOs (*Smg5* KO > *Smg6* KO > *Smg7* KO), which highlights heterodimer-independent functions for SMG5 and SMG7. Together, our findings expose an intricate link between mRNA homeostasis and mTORC1 activity that must be maintained for normal dynamics of cell state transitions.

## Abstract (precis)

Here, Huth et al. investigated the role of components of the nonsense-mediated mRNA decay (NMD) pathway in regulating embryonic stem cell (ESC) differentiation, and show that NMD controls expression levels of the translation initiation factor *Eif4a2* and its premature termination codon-encoding isoform (*Eif4a2*^*PTC*^). Their findings expose an intricate link between mRNA homeostasis and mTORC1 activity that must be maintained for normal dynamics of cell state transitions.

Mouse embryonic stem cells (ESCs) capture the developmentally transient naïve pluripotent state in vitro. ESC self-renewal can be maintained in a naïve pluripotent state using inhibitors against Mek1/2 (PD0325901) and Gsk3 (CHIR990201; collectively termed “2i”). ESC self-renewal is sustained by an interactive transcription factor (TF) network, which has been extensively characterized (Young 2011; Dunn et al. 2014). Within 24–36 h after withdrawal of 2i, ESCs shut down naïve identity and initiate differentiation by transiting into formative pluripotency (Wray et al. 2011; Kalkan et al. 2017; Lackner et al. 2021). During this transition, the naïve gene regulatory network (GRN) is extinguished and expression of formative factors such as *Otx2*, *Pou3f1* (*Oct6*), *Dnmt3a/b*, and *Fgf5* is initiated. A similar transition is evident during peri-implantation development, where the TF network maintaining naïve pluripotency dissolves between embryonic day (E) 4.5 and E5.5 (Boroviak et al. 2014; Acampora et al. 2016; Mohammed et al. 2017).

High-resolution dissection of the exit from the naïve state is facilitated by the availability of Rex1 promoter-driven destabilized GFP reporter ESC lines (Rex1::GFPd2) (Kalkan et al. 2017; Mulas et al. 2017). Rex1 is a known marker of naïve pluripotency, and Rex1-GFPd2 down-regulation is initiated within 24 h after 2i withdrawal (N24) and completed after 48 h (N48). Extinction of Rex1-GFPd2 expression coincides with functional commitment to differentiation.

Several genome-wide screens have uncovered drivers of the exit from naïve pluripotency (Betschinger et al. 2013; Leeb et al. 2014; Li et al. 2020; Lackner et al. 2021), many of which are involved in transcriptional regulation and epigenetic modification. These screens also identified a large cohort of post-transcriptional regulators. RNA modifiers such as m^6^A (Batista et al. 2014; Geula et al. 2015), negative regulators of mRNA stability such as *Pum1* (Leeb et al. 2014), and components of the nonsense-mediated mRNA decay (NMD) pathway (Leeb et al. 2014; Li et al. 2015; Lou et al. 2016; Lackner et al. 2021) have been shown to play a role in ESC differentiation. Nonetheless, how post-transcriptional regulatory mechanisms contribute to cell fate changes remains poorly understood.

NMD is a translation-coupled mechanism that is crucial to maintain cellular RNA homeostasis by promoting degradation of potentially deleterious mRNAs containing a premature termination codon (PTC) (Kurosaki et al. 2019). However, PTC-independent NMD activity has also been shown (Mendell et al. 2004; Wittmann et al. 2006; Tani et al. 2012). NMD is triggered by phosphorylation of the RNA helicase UPF1. Phosphorylated UPF1 (p-UPF1) is essential for NMD and recruits NMD downstream effectors of two distinct RNA degradation pathways (Medghalchi et al. 2001). NMD-mediated mRNA degradation can occur either by the SMG6-mediated endonucleolytic cleavage pathway or via the exonucleolytic cleavage pathway, which is mediated by a SMG5–SMG7 heterodimer (Kurosaki et al. 2019). How division of labor between the two pathways is arranged remains elusive, but transcriptome-wide analysis demonstrated that both decay pathways have highly overlapping mRNA targets (Colombo et al. 2017). SMG5, SMG6, and SMG7 have also been shown to participate in recycling of NMD components by interacting with PP2A to mediate dephosphorylation of p-UPF1 (Anders et al. 2003; Chiu et al. 2003). Notably, recent data suggest that the endonucleolytic and exonucleolytic decay pathways are not acting in a strictly independent manner, and the SMG5–SMG7 heterodimer has been shown to play an important role in the SMG6-mediated endonucleolytic decay pathway (Boehm et al. 2021).

Although NMD components constitute some of the top hits in genome-wide screens studying exit from naïve pluripotency, neither the contribution of individual NMD effector proteins (SMG5, SMG6, and SMG7) nor the key mRNA targets of NMD that lead to a delayed cell fate transition are known.

Here we identify a role for NMD in ensuring normal differentiation kinetics by facilitating establishment of proper cell state-specific gene expression programs and by controlling expression of *Eif4a2*, a key translation initiation factor. We identify an *Eif4a2*-dependent increased mTORC1 activity in NMD-deficient ESCs as a factor contributing to their inability to properly commit to differentiation.

## Results

### Graded defects in exit from naïve pluripotency in NMD-deficient ESCs

To delineate the molecular function of NMD in the exit from naïve pluripotency, we generated Rex1-GFPd2 reporter ESC lines (Wray et al. 2011; Li et al. 2018) deficient for the three NMD downstream effectors *Smg5*, *Smg6*, or *Smg7* (NMD KO ESCs), as well as corresponding rescue cell lines in which the missing NMD factor was re-expressed (NMD Flag rescue ESCs [FR]) (Supplemental Fig. S1A–C). All Smg factor KO ESCs showed normal cell cycle and growth profiles (Supplemental Fig. S1D,E). However, they all exhibited pronounced delays in the exit from naïve pluripotency. This manifested in delayed down-regulation of the Rex1-GFPd2 reporter 24 h after the onset of differentiation (N24), and significant delays in the down-regulation of components of the core naïve transcription factor network (such as *Esrrb*, *Tbx3*, and *Tfcp2l1*) (Fig. 1A,B; Supplemental Fig. S1F). Notably, the three Smg factor KOs displayed variable degrees of impairment in exit from naïve pluripotency: The strongest effect was reproducibly observed in the absence of *Smg5* and the weakest was observed in the absence of *Smg7*.

**Figure 1.**
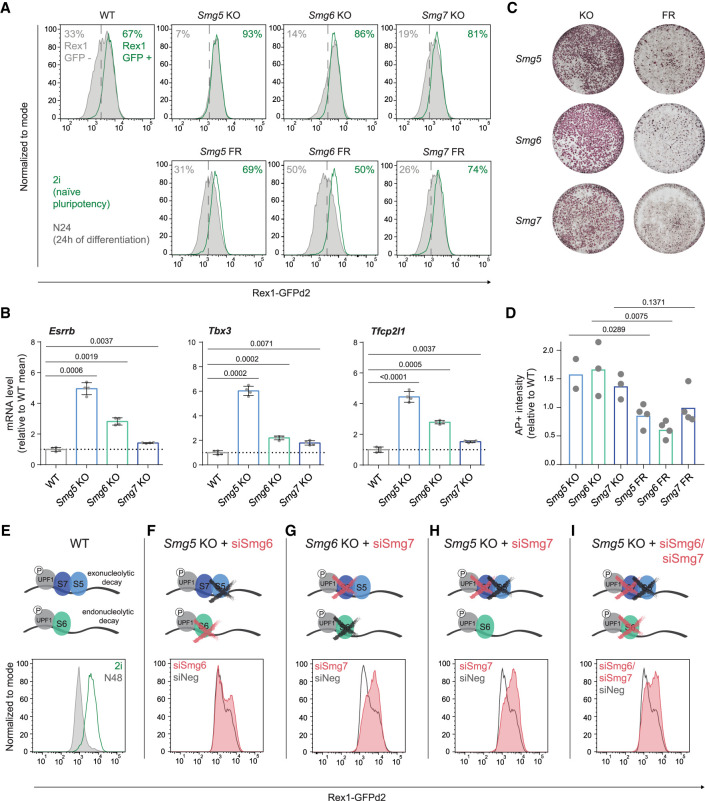
Hierarchy of defects in the exit from naïve pluripotency in NMD-deficient ESCs. (*A*) Rex1-GFPd2 analysis by flow cytometry in naïve pluripotency-supporting conditions (2i, green profiles) and 24 h after induction of differentiation by withdrawing 2i in N2B27 medium (N24, gray profiles) in WT, NMD KO, and NMD rescue ESCs (Flag rescue [FR]). The plots shown correspond to one experiment, representative for *n* = 5 independent replicates. (*B*) RT-qPCR analysis of the indicated naïve transcription factors (TFs) at N24 in WT and Smg factor KO ESCs. Mean and standard deviation (SD) are plotted for each cell line; *n* = 2 biological replicates. Expression was normalized to *β-actin*; results are shown as expression level relative to WT. Two-tailed *t*-tests were performed to compare WT with Smg factor KOs, and resulting *P*-values are indicated in the plot. (*C*) Commitment assay in NMD KO and NMD rescue ESCs. Alkaline phosphatase (AP) staining was used to visualize ESC colonies. (*D*) Quantification of commitment assays. Mean and SD are shown. Unpaired, two-tailed *t*-tests were performed to compare each Smg factor KO with its respective Flag rescue (FR) cell line. *P-*values are indicated in the plot. (*E*–*I***)** Rex1-GFPd2 flow cytometry analysis of WT cells (*E*) and Smg factor KO cells (*F*–*I*) at N48, after siRNA-mediated knockdown (KD) of *Smg6* or *Smg7*. Plots show one out of two independent experiments with consistent results.

Smg factors are known to regulate telomere maintenance (Reichenbach et al. 2003; Azzalin et al. 2007; Chawla and Azzalin 2008). However, no telomere shortening was observed in NMD KO ESCs, which exhibited either similar (*Smg6* KO) or even longer (*Smg5* and *Smg7* KOs) telomeres compared with wild-type (WT) ESCs (Supplemental Fig. S1G).

To examine later differentiation events, we assayed the ability of Smg factor KO ESCs to irreversibly exit the naïve state and commit to differentiation. We exposed them to differentiation conditions for 72 h and then reapplied 2i medium. Only cells that retain naïve identity are able to grow in 2i and form alkaline phosphatase (AP)-positive colonies. We observed a clear Smg factor KO-dependent delayed entry into commitment (Fig. 1C,D).

To monitor the effect of NMD deficiency on long-term differentiation potential, we performed 3D aggregate embryoid body (EB) differentiation throughout a 10-d time course (Keller et al. 1993). Down-regulation of naïve (*Esrrb*) and general (*Pou5f1*, also known as *Oct4*) pluripotency markers was severely impaired in NMD KO EBs (Supplemental Fig. S1H,I). Although Smg factor KO EBs up-regulated the formative marker genes *Fgf5* and *Oct6* with kinetics similar to those of WT, the subsequent shutdown of the formative program, initiated in WT cells around day 4 (d4), was impaired in NMD mutant cells. Furthermore, expression of the endo–mesoderm defining TF *Brachyury* (*T*) was not properly down-regulated after a peak of expression between d4 and d6, suggesting a general function of NMD in early cell fate decisions. In addition, teratomas derived from *Smg6* KO ESCs showed a lower degree of differentiation than WT and rescue controls (Supplemental Fig. S1J).

Together, these data show a global differentiation defect of Smg factor-deficient cells, with an unexpectedly variable and graded degree of phenotypic strengths (*Smg5* KO > *Smg6* KO > *Smg7* KO) during the exit from naïve pluripotency. This does not align with a proposed heterodimer-dependent function of SMG5 and SMG7, which would predict similar phenotypes for *Smg5* and *Smg7* KOs (Ohnishi et al. 2003; Okada-Katsuhata et al. 2012; Jonas et al. 2013). The results therefore suggest additional functions for SMG5 and SMG7 that are heterodimer-independent.

### Cooperativity between Smg factors regulates NMD function and the exit from naïve pluripotency

To investigate potential cooperativity between NMD effectors in regulating the exit from naïve pluripotency, we performed siRNA-mediated knockdowns of *Smg6* and *Smg7* in *Smg5* and *Smg6* KO ESCs (Fig. 1E–I; Supplemental Fig. S1K). Thereby, we generated cells double- and triple-depleted for the three NMD downstream effectors. WT cells showed a near-complete loss of Rex1-GFPd2 expression at 48 h of differentiation (N48) (Fig. 1E). siRNA-mediated depletion of *Smg6* in *Smg5* KO cells resulted in only a minor, nonsynergistic increase in the differentiation delay assessed in Rex1-GFPd2 reporter assays (Fig. 1F) despite the strong defects observed in both single KOs. In contrast, the depletion of *Smg7* in a *Smg6* KO background yielded a strong synergistic differentiation phenotype (Fig. 1G). Depletion of *Smg7* in *Smg5* KO ESCs also resulted in a clear synergistic effect (Fig. 1H), further highlighting heterodimer-independent functions for SMG5 and SMG7. Combined depletion of all the NMD effectors by double knockdown of *Smg6* and *Smg7* in *Smg5* KO ESCs resulted in differentiation delays on par with *Smg6/Smg7* or *Smg5/Smg7* double depletion (Fig. 1I). To assess the impact of NMD effector depletion and codepletion on NMD-specific mRNA target gene expression, we assessed expression levels of the known NMD target gene *Gadd45b* by RT-qPCR (Mendell et al. 2004). Consistent with observed differentiation delays, we observed the highest transcript levels of *Gadd45b* in *Smg6*/*Smg7* and *Smg5*/*Smg7* double-deficient cells. Double depletion of *Smg5* and *Smg6* resulted in a significantly weaker phenotype (Supplemental Fig. S1L). Together, this suggests that differentiation delays scale with the extent of NMD impairment.

To further study the cooperativity of NMD factors, we sought to generate stable NMD double-KO (dKO) ESCs. However, attempts using CRISPR–Cas9 to generate all possible dKO ESC lines yielded only *Smg5/Smg6* dKO ESCs. Neither *Smg5/Smg7* nor *Smg6/Smg7* dKOs could be established despite multiple attempts using efficient gRNAs (Supplemental Table S1). Although our inability to obtain *Smg5*/*Smg7* or *Smg6/Smg7* dKO ESCs does not rule out the feasibility of generating such dKO ESCs, our experiments indicate a strong counterselection against these double-mutant cell lines. This suggests that *Smg7* takes on a more important role for ESC self-renewal in the absence of its heterodimerization partner *Smg5* or in the absence of *Smg6.* This is also consistent with the exacerbated differentiation defects observed in *Smg5/Smg7* or *Smg6/Smg7* double-depletion experiments discussed above. *Smg5/Smg6* dKO cells showed a deficiency in down-regulating naïve TF mRNAs similar to that observed in *Smg5* single-KO cells, indicating an epistatic role of *Smg5* in regulating differentiation-relevant functions (Supplemental Fig. S1M).

Taken together, our results show that NMD effectors act synergistically during the exit from pluripotency. *Smg7* can be depleted without impacting the ESC state or strongly affecting early differentiation, but codepletion with either *Smg5* or *Smg6* results in apparently nonviable phenotypes. This suggests an important and potentially essential role for *Smg7* that is only revealed in the absence of either *Smg5* or *Smg6*.

### SMG7 alone is sufficient for p-UPF1 binding and is required for mediating the SMG5–p-UPF1 interaction

To better understand the interplay between SMG5, SMG6, and SMG7 and to identify the molecular basis for an apparent heterodimer-independent function of SMG5 and SMG7, we performed coimmunoprecipitation (co-IP) experiments. We precipitated SMG5 or SMG7 in WT and NMD KO ESCs in the presence or absence of RNA. SMG5 and p-UPF1, but not SMG6, coimmunoprecipitated with SMG7 in an RNA-independent manner in WT ESCs, suggesting protein–protein complex formation (Fig. 2A; Supplemental Fig. S2A). Interestingly, SMG7 efficiently bound p-UPF1 in the absence of its heterodimerization partner SMG5. This SMG7–p-UPF1 interaction was also maintained in *Smg5/Smg6* dKO ESCs, suggesting that SMG7 can interact with p-UPF1 independently of other downstream NMD effectors. Conversely, however, SMG5 failed to bind p-UPF1 in the absence of SMG7 (Fig. 2B; Supplemental Fig. S2B), indicating that SMG7 provides the critical docking site for p-UPF1 during NMD and that p-UPF1 binding to SMG7 is independent of *Smg5*. When we performed the same co-IP experiments in the presence of RNA, we observed an interaction between SMG5 or SMG7 with SMG6 in the absence of the respective heterodimerization partner (Supplemental Fig. S2C,D). This RNA-dependent interaction was not observed in WT cells, suggesting aberrant cobinding of components of the endonucleolytic (SMG6) and exonucleolytic (SMG5 or SMG7) branches of NMD to the same RNA molecules in *Smg5* or *Smg7* KO ESCs, albeit without SMG6–SMG7 or SMG6–SMG5 protein–protein complex formation.

**Figure 2.**
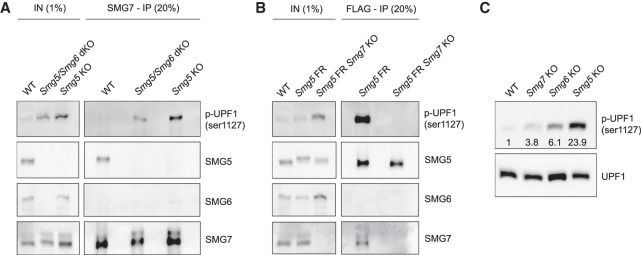
SMG7 alone is sufficient for p-UPF1 binding and is required for mediating the SMG5–p-UPF1 interaction. (*A*) Western blot analysis showing results of SMG7 co-IP in the indicated cell lines after cyanase-mediated nucleic acid removal. The antibodies used are indicated. (*B*) Western blot analysis of SMG5 co-IP (Flag antibody co-IP) in the indicated WT and *Smg5* Flag rescue (FR)-based cell lines after cyanase treatment. The antibodies used are indicated. *A* and *B* show one representative of two experiments with consistent results. (*C*) Western blot analysis for UPF1 and p-UPF1 expression in WT and NMD KO ESCs. Numbers in the plot are relative intensities compared with WT, normalized to total UPF1 levels.

Continuous NMD activity relies on cyclic phosphorylation and dephosphorylation of UPF1. We observed increased p-UPF1 levels in all NMD KO cells (Fig. 2C), in line with previous reports (Okada-Katsuhata et al. 2012). Notably, p-UPF1 levels were elevated in all three Smg factor KOs and followed the same gradient as the differentiation phenotype and deregulation of the NMD target *Gadd45b*: Their increase was strongest in *Smg5* KOs and least pronounced in *Smg7* KOs. UPF1 is phosphorylated by the kinase SMG1 upon NMD target recognition (Huang et al. 2011; Yepiskoposyan et al. 2011). *Smg1* mRNA is itself an NMD target, but in contrast to p-UPF1, *Smg1* is up-regulated to a similar extent in all three NMD KO ESCs (Supplemental Fig. S2E; Colombo et al. 2017). Therefore, the graded increase of p-UPF1 levels in NMD KOs is unlikely to be a direct effect of increased *Smg1* expression, and impaired UPF1 dephosphorylation might underlie the elevated p-UPF1 levels in NMD mutant cells.

Taken together, this confirms that SMG5 and SMG7 form a heterodimer but suggests that they have additional, biochemically separable, and heterodimer-independent roles that result in distinct phenotypes upon *Smg5* or *Smg7* depletion.

### Integrating transcriptome-wide gene expression with mRNA half-life analysis identifies relevant NMD targets during the exit from naïve pluripotency

To uncover the molecular mode of action by which NMD regulates the exit from naïve pluripotency, we applied a combinatorial approach based on the following logic: An NMD target transcript causally relevant in the context of differentiation must show elevated transcript levels, following the same graded pattern as the differentiation phenotype (fold change [FC] vs. WT: *Smg5* KO > *Smg6* KO > *Smg7* KO) and must show a concomitant increased mRNA half-life.

To identify primary phenotypically relevant NMD targets, we first performed RNA-seq of *Smg5* KO, *Smg6* KO, *Smg7* KO, and WT cells in 2i and at N24 to assess the impact of NMD factor depletion on global gene expression (Supplemental Fig. S3A; Supplemental Table S2). In 2i, we identified 881 transcripts significantly deregulated in either of the Smg factor KO ESCs compared with WT (*P*adj ≤ 0.01), 516 of which were up-regulated and 252 of which were down-regulated in all three NMD KO ESCs (Fig. 3A). This shows a strong overlap in deregulated genes between all three Smg factor KO cell lines, further supporting the notion of largely overlapping target transcripts between SMG5, SMG6, and SMG7 (Colombo et al. 2017). Of the 516 transcripts up-regulated in all three KOs, 256 showed a graded increase in deregulation (FC vs. WT: *Smg5* KO > *Smg6* KO > *Smg7* KO) (Fig. 3B; Supplemental Table S2) without necessarily exhibiting significance in all pairwise comparisons between Smg factor KO ESCs. Gene ontology (GO) analysis of these 256 graded up-regulated transcripts in 2i revealed an enrichment for, e.g., methyltransferase and helicase activity (Supplemental Fig. S3B; Supplemental Table S3). The remaining up-regulated transcripts in 2i without a graded expression pattern in the KOs showed enrichment for, e.g., telomere maintenance and helicase activity. Within genes down-regulated in 2i, we detected a GO term enrichment for transcripts involved in neural development, somite development, and other differentiation-related processes, suggesting that NMD acts to destabilize naïve pluripotent cell identity already in the ESC state.

**Figure 3.**
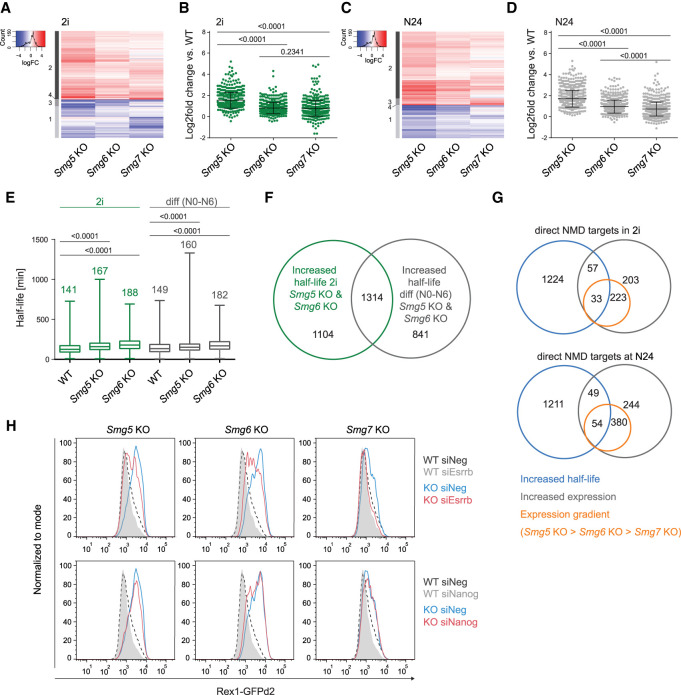
Integrating transcriptome-wide gene expression with mRNA half-life analysis identifies relevant NMD targets during the exit from naïve pluripotency. (*A*) Differentially expressed genes between WT and *Smg5*, *Smg6*, and *Smg7* KO ESCs in self-renewal (2i) (*P*adj ≤ 0.01; null hypothesis: |fold change (FC)| < 1.5). All genes fulfilling this cutoff in any of the three Smg factor KOs are shown. Clusters are indicated at the *left*. (*B*) Log_2_ fold change of deregulated transcripts in 2i belonging to clusters 2 and 4 (564 transcripts). Mean and SD are indicated in the graph. Paired, two-tailed *t*-test was used to calculate the indicated *P*-values. (*C*) Differentially expressed genes between WT and NMD KO ESCs at N24 (*P*adj ≤ 0.01; null hypothesis: |FC| < 1.5). All genes fulfilling this cutoff in any of the three Smg factor KOs are shown. (*D*) Log_2_ fold change of deregulated transcripts at N24 belonging to clusters 2 and 3 (808 transcripts). Mean and SD are indicated in the graph. Paired, two-tailed *t*-test was used to calculate *P*-values. (*E*) Half-life analysis in WT, *Smg5* KO, and *Smg6* KO ESCs in 2i and within the first 6 h after 2i withdrawal (N0–N6). Half-lives were calculated in minutes based on SLAM-seq experiments. Mean and SD are indicated in the graph. Paired *t*-test was used to calculate the indicated *P*-values. (*F*) Overlap between genes with a half-life (HL) increase of >10% in 2i and at the onset of differentiation (N0–N6) in both *Smg5* and *Smg6* KO cells. One-thousand-three-hundred-fourteen genes showed an increase in HL in all conditions. (*G*) Venn diagrams showing the overlap between the set of 1314 transcripts with increased HLs (blue), genes up-regulated in RNA-seq (gray), and genes up-regulated following the expression gradient (FC vs. WT: *Smg5* KO > *Smg6* KO > *Smg7* KO; orange) in 2i (*top* panel) or at N24 (*bottom* panel). (*H*) FACS plots showing the effects of siRNA-mediated depletion of *Esrrb* (*top*) or *Nanog* (*bottom*) on the differentiation delay exhibited by *Smg5*, *Smg6*, or *Smg7* KOs, measured by Rex1-GFPd2 flow cytometry analysis. WT profiles are shown in light gray (target siRNA) and in dashed black lines (negative control siRNA). Indicated mutant profiles are shown in blue (negative control siRNA) or red (target siRNA). One of three experiments with consistent results is shown.

At N24, we identified 1174 significantly deregulated transcripts in Smg factor KO cells compared with WT cells (deregulated in either Smg factor KO; *P*adj ≤ 0.01) (Fig. 3C). Out of the 727 transcripts up-regulated in all NMD KO ESCs, 433 were up-regulated following a graded pattern as described above (FC vs. WT: *Smg5* KO > *Smg6* KO > *Smg7* KO) (Fig. 3D; Supplemental Table S2). GO analysis of these 433 transcripts revealed enrichment for pluripotency-related terms, such as LIF response and stem cell maintenance, which was not found within the nongraded up-regulated genes (Supplemental Fig. S3C; Supplemental Table S3). Within the graded down-regulated transcripts, we detected a specific enrichment of differentiation-related terms, such as neural tube development and pattern specification. Together, this suggests that genes showing graded expression at N24 are involved in and reflect the different levels of differentiation delays observed in NMD KO cells.

Previous reports showed increased *c-Myc* levels in NMD-deficient ESCs and proposed a causative involvement of *c-Myc* in NMD KO-induced differentiation delays (Li et al. 2015). In our data sets, we did not detect increased *c-Myc* transcript levels or observe increased protein levels in any of the three Smg factor KO ESCs (Supplemental Fig. S3D,E). On the contrary, we reproducibly detected reduced levels of c-MYC upon NMD disruption in ESCs. Furthermore, genetic depletion of *c-Myc* in Smg factor KO ESCs did not rescue their differentiation delays (Supplemental Fig. S3F,G), indicating that *c-Myc* is not causally involved in the naïve-to-formative transition defects observed in *Smg5*, *Smg6*, or *Smg7* KO ESCs. We attribute this discrepancy to the different, 2i-based culture conditions in our study that facilitated the identification of differentiation-relevant NMD targets, which are obscured in more heterogeneous FCS/LIF-based culture conditions.

Elevated transcript levels of direct NMD targets are expected to result from increased half-lives, based on impairment of mRNA degradation. We presumed that the NMD-responsive part of the machinery driving the extinction of the naïve network must show sensitivity to NMD depletion in 2i and/or at the onset of differentiation. We therefore chose to measure half-lives in 2i to identify factors potentially upstream of the naïve-to-formative differentiation cascade. We further performed half-life measurements between 0 and 6 h after 2i withdrawal (N0–N6) to detect the potential impact on the down-regulation of the naïve network because, during this time window, the sharpest drop of naïve TF mRNAs can be observed (Leeb et al. 2014; Lackner et al. 2021). Using SLAM-seq (Herzog et al. 2017), we were able to calculate half-lives for 4342 transcripts in 2i and 5250 transcripts at the onset of differentiation (N0–N6) in WT and *Smg5* and *Smg6* KOs (Supplemental Fig. S3H; Supplemental Table S4). We detected a global increase of transcript half-lives in *Smg5* and *Smg6* KO ESCs compared with WT ESCs at both time points. On average, mRNA half-life was significantly longer in NMD KOs than in WT, increasing from 141 to 167 and 188 min in 2i and from 149 to 160 and 182 min between N0 and N6 in WT and *Smg5* and *Smg6* KOs, respectively (*P* < 10^−4^ for all comparisons between KO and WT) (Fig. 3E). Overall, both the identity of transcripts and amplitude of half-life changes showed a strong overlap between *Smg5* and *Smg6* KO ESCs (Supplemental Fig. S3I,J). Transcriptome-wide comparisons showed that the vast majority of genes exhibiting elevated transcript levels showed a concomitant increase in half-lives (Supplemental Fig. S3K,L). Despite a relatively low sequencing depth, this allowed us to follow a step-wise filtering approach to stringently define a set of genes that showed a consistent increase in half-lives of >10% in four direct comparisons (2i: WT vs. *Smg5* KO, WT vs. *Smg6* KO; N0–N6: WT vs. Smg5 KO, WT vs. *Smg6* KO) (Fig. 3F; Supplemental Table S4), and within this set of genes to identify those that are of potential phenotypic relevance (graded expression pattern: FC vs. WT: *Smg5* KO > *Smg6* KO > *Smg7* KO). Thereby, we identified a set of 33 candidate genes in 2i and 54 candidate genes at N24. Twenty-four of those genes fulfil all criteria in both 2i and at N24 (Fig. 3G). We detected *Esrrb* as the only naïve transcription factor encoding mRNA within the group of 54 candidate NMD target transcripts with a graded expression at N24. This prompted us to probe whether the phenotype in Smg factor KO ESCs is dependent on increased levels of *Esrrb*. Indeed, siRNA-mediated depletion of *Esrrb* but not *Nanog* resulted in a partial rescue of Rex1-GFPd2 down-regulation kinetics (Fig. 3H), suggesting that increased half-life of *Esrrb* results in increased transcript levels at N24, which in turn causes a delay in the exit from naïve pluripotency. Bona fide NMD targets show elevated transcript levels after NMD inhibition achieved through translational inhibition by cycloheximide (CHX). *Esrrb* mRNA did not exhibit this hallmark feature of an NMD target and did not react to CHX treatment (Supplemental Fig. S4A), suggesting that although *Esrrb* up-regulation is causative for the Smg factor KO phenotype, other primary targets are directly regulated by NMD to ensure proper exit from the naïve pluripotent state. We propose that the increased half-life of *Esrrb* might be due to a potential deregulation of other, NMD-independent mRNA-degradation processes in Smg factor KO ESCs.

### Eif4a2 is a bona fide NMD target in ESCs, and its NMD sensitivity is evolutionarily conserved

We reasoned that genes with functional relevance for the exit from naïve pluripotency defects of Smg factor KO ESCs will be found within the set of 24 candidate genes showing increased half-lives and graded expression in 2i and at the onset of differentiation (Supplemental Fig. S4B). We tested how many of these were bona fide NMD targets and displayed increased transcript levels upon treatment with CHX. Indeed, 14 out of 18 evaluated transcripts within this group showed significant increases in transcript levels after CHX treatment (Supplemental Fig. S4C). Among these, our attention was drawn to the RNA helicase *Eif4a2,* a component of the eIF4F translation initiation complex, which mediates 5′ cap recognition by the small ribosomal subunit (Yoder-Hill et al. 1993; Li et al. 2001). Several layers of evidence suggest *Eif4a2* as a bona fide and phenotypically relevant NMD target: First, *Eif4a2* is a highly expressed gene (FPKM in WT in 2i = 150), and its graded increase in both 2i and at N24 combined with a consistent increase in half-life indicates that it can be of primary relevance for the exit from naïve pluripotency delay in NMD-deficient ESCs (Supplemental Figs. S3M, S4D). Second, the *Eif4a2* locus encodes for two splice isoforms: one full-length protein (eIF4A2^FL^) and one predicted PTC-containing isoform (eIF4A2^PTC^) (Fig. 4A). Third, *Eif4a2* mRNA levels were significantly increased after translation inhibition by CHX treatment (Fig. 4B), similar to the known NMD target *Gadd45b*. *Eif4a2*^*PTC*^ showed an even more pronounced sensitivity to CHX treatment, indicating that both *Eif4a2*^*FL*^ and *Eif4a2*^*PTC*^ mRNAs are NMD targets. Graded *Eif4a2*^*PTC*^ up-regulation in NMD mutant cells in 2i and at N24 was confirmed by RT-qPCR validation (Supplemental Fig. S4E). Furthermore, *Eif4a2*^*PTC*^ up-regulation is directly caused by the absence of Smg factors and hence is rescued by re-expression of the missing NMD effector in the respective KO cells.

**Figure 4.**
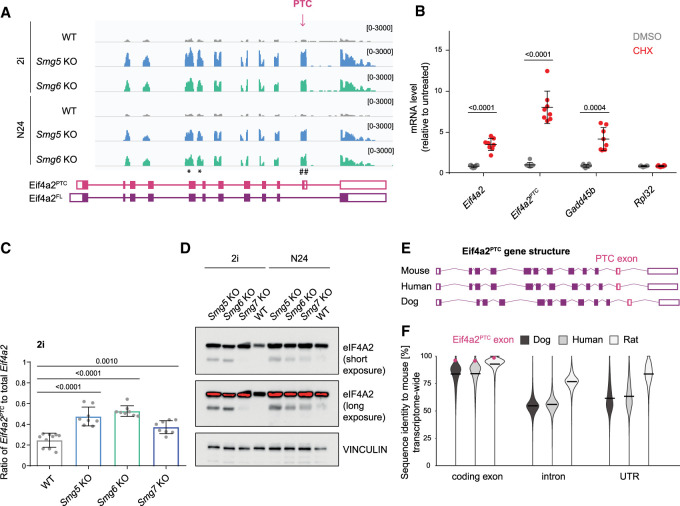
*Eif4a2* is a bona fide NMD target in ESCs. (*A*) Genome browser view of the *Eif4a2* locus visualizing RNA-seq results in WT, *Smg5* KO, and *Smg6* KO in 2i and at N24. (*) RT-qPCR primers amplifying all *Eif4a2* isoforms; (#) RT-qPCR primers amplifying the *Eif4a2*^*PTC*^ isoform. (*B*) Expression levels of the indicated genes after treatment with cycloheximide (CHX) or DMSO in WT ESCs, measured by RT-qPCR. Data shown are normalized to untreated WT ESCs. Mean and SD are plotted; *n* = 4 biological replicates. Unpaired, two-tailed *t*-test was performed between the DMSO and CHX comparison for each gene, and the resulting *P*-values are indicated in the plot. (*C*) Plots showing expression levels of *Eif4a2*^*PTC*^ as a fraction of total *Eif4a2* expression in WT and Smg factor KO ESCs, measured by RT-qPCR. Data from *n* = 4 independent experiments are shown. Unpaired, two-tailed *t*-test was performed to compare WT with Smg factor KOs. *P*-values are shown in the plot. (*D*) Western blot analysis for eIF4A2 protein levels in WT and NMD KO ESCs in self-renewal (2i) and at N24. Vinculin was used as a loading control. (*E*) Schematic representation of the *Eif4a2* gene structure in mice, humans, and dogs. (*F*) The percentage of transcriptome-wide sequence identity of the indicated genomic features (coding exon, intron, and untranslated region [UTR]) between mice, dogs, humans, and rats. Pink indicates the relative position of the *Eif4a2* PTC-containing exon, and black lines indicate the mean identity.

*Eif4a2*^*PTC*^ transcript levels in WT cells are ∼20% of total *Eif4a2* transcript (Fig. 4C). In *Smg5* and *Smg6* KO ESCs, levels rise to 50%60%. eIF4A2^FL^ protein levels were increased in Smg factor KO cells in 2i and at N24 (Fig. 4D; Supplemental Fig. S4F). The *Eif4a2*^*PTC*^ isoform produced a protein that was weakly detected by Western blot analysis in WT and NMD rescue cells (Fig. 4D; Supplemental Fig. S4H) and strongly increased in all three Smg factor KO ESCs, reaching up to 50% of full-length protein levels in *Smg5* and *Smg6* KO cells (Fig. 4D; Supplemental Fig. S4G). The up-regulation of *Eif4a2* was unique among eIF4F complex members, since the others, including the close homolog *Eif4a1*, showed neither increased expression (Supplemental Fig. S4D,I) nor significantly longer half-lives in Smg factor KOs (Supplemental Table S4), and did not react to CHX treatment (Supplemental Fig. S4J). Taken together, this identifies *Eif4a2* as a bona fide NMD target in ESCs and shows that NMD disruption leads to the production of a specific eIF4A2^PTC^ protein.

The linkage of NMD to *Eif4a2* expression appears to be conserved in evolution. The gene structure of *Eif4a2* is strikingly similar and the exact position of the PTC in the PTC-containing exon is identical between mice, dogs, and humans (Fig. 4E). In a transcriptome-wide comparison, the *Eif4a2* PTC exon showed high conservation at the nucleotide level despite being under no apparent selective pressure to maintain protein-coding potential (only two amino acids are encoded in this exon before the PTC) (Fig. 4F): Less than 5% of all exons and <3% of all untranslated regions (UTRs) showed higher conservation rates between mice and rats than the *Eif4a2*^*PTC*^ exon (Supplemental Fig. S4K). In the comparisons with humans and dogs, these percentages were even lower (3.4% and 1.1% in humans, 1.3% and 0.7% in dogs, respectively). Hence, the sequence identity of the *Eif4a2* PTC-containing exon and therefore the potential of *Eif4a2* to be regulated by NMD are features that appear to be conserved in mammalian evolution.

### *Eif4a2*^*PTC*^ up-regulation is causative for defects in exit from naïve pluripotency in *Smg5*-deficient ESCs

To delineate a potential causative relationship between increased *Eif4a2* levels and the differentiation defect observed in NMD-deficient cells, we generated *Eif4a2* KO cells and *Smg5*/*Eif4a2* or *Smg6*/*Eif4a2* double-deficient cells by deletion of either all potential *Eif4a2* isoforms (*Eif4a2* KO) or, specifically, *Eif4a2*^*PTC*^ (*Eif4a2*^*PTC*^ KO) (Fig. 5A; Supplemental Fig. S5A,B). Notably, deletion of the PTC exon resulted in a clear increase in full-length eIF4A2 protein levels in WT and NMD KO ESCs (Fig. 5B). Both the complete absence of *Eif4a2* and specific deletion of *Eif4a2*^*PTC*^ accelerated Rex1-GFPd2 down-regulation kinetics and down-regulation of naïve marker transcripts at N24 in WT cells (Fig. 5C,D). In *Smg5* mutants, deletion of *Eif4a2* or *Eif4a2*^*PTC*^ partially restored normal Rex1-GFPd2 down-regulation (Fig. 5C). Furthermore, transcript levels of *Esrrb*, *Klf4*, and *Nanog* were significantly reduced compared with *Smg5* single mutants at N30 (Fig. 5D), without, however, reaching WT levels, suggesting an incomplete rescue in *Smg5*/*Eif4a2* and *Smg5*/*Eif4a2*^*PTC*^ dKO cells. The differentiation defect observed in *Smg6* KO ESCs did not show a clear dependence on *Eif4a2*, suggesting that other mechanisms deregulated in *Smg6* KO ESCs are contributing to the differentiation phenotype to a larger extent than the up-regulation of *Eif4a2*^*PTC*^.

**Figure 5.**
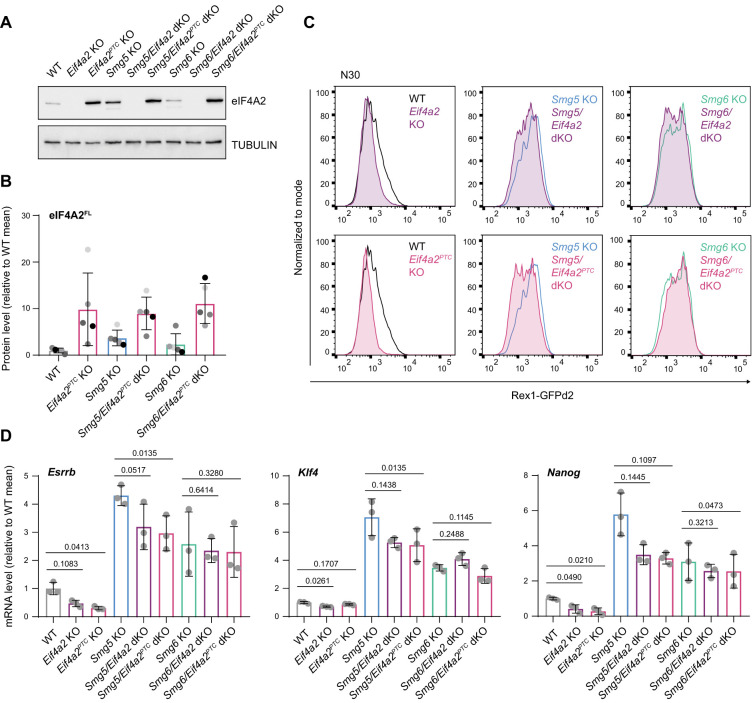
*Eif4a2* is causative for defects in exit from naïve pluripotency in *Smg5*-deficient ESCs. (*A*) Western blot analysis for eIF4A2 expression in the indicated cell lines. Tubulin was used as a loading control. (*B*) Quantification of eIF4A2^FL^ protein expression upon *Eif4a2*^*PTC*^ deletion in WT and NMD KO ESCs, measured by quantitative Western blot analysis. Expression levels were normalized to GAPDH; results are shown as expression levels relative to the WT mean. Mean and SD for *n* = 5 independent experiments are shown. (*C*) Rex1-GFPd2 flow cytometry analysis at N30 in WT, *Smg5* KO, and *Smg6* KO ESCs deleted for *Eif4a2* (purple) or *Eif4a2*^*PTC*^ (pink). Parental cell lines are shown for comparison. (*D*) RT-qPCR analysis of *Esrrb*, *Nanog*, and *Klf4* in the indicated cell lines. Expression was normalized to *Rpl32*; results are shown as expression levels relative to the WT mean. Mean and SD for *n* = 3 independent experiments are shown. A paired, two-tailed *t*-test was performed to compare each parental cell line with its respective *Eif4a2* or *Eif4a2*^*PTC*^ KO. *P-*values are indicated in the plot.

To further confirm the specificity of *Eif4a2* depletion in restoring differentiation potential in a *Smg5*-deficient ESC background, we compared the differentiation potential of *Tcf7l1* KO and *Eif4a2/Tcf7l1* dKO ESCs. *Tcf7l1* encodes for an HMG-box transcription factor and is a strong positive regulator of the exit from naïve pluripotency (Hoffman et al. 2013; Lackner et al. 2021). TCF7L1 is a transcriptional corepressor and acts downstream from the Wnt signaling cascade*. Tcf7l1* KO ESCs showed defects in exit from naïve pluripotency on par with NMD KOs but exhibited an NMD-independent, Gsk3 inhibition-like phenotype (Lackner et al. 2021). *Tcf7l1* KO cells were insensitive to codepletion of *Eif4a2* (Supplemental Fig. S5C,D), suggesting that *Eif4a2* is a specific genetic interactor of NMD in regulating differentiation.

In sum, the phenotypic rescue in *Smg5*/*Eif4a2*^*PTC*^ double-KO cells, in which eIF4A2^FL^ protein levels are even further increased, supports the proposition that *Eif4a2*^*PTC*^, rather than the full-length isoform, is a major mediator of the observed exit from naïve pluripotency defect, at least in *Smg5*-deficient ESCs.

To test the sufficiency of *Eif4a2* up-regulation to cause a differentiation delay, we overexpressed Flag-tagged *Eif4a2*^*FL*^ or *Eif4a2*^*PTC*^ in WT ESCs (Supplemental Fig. S5E). Indeed, at N24, *Eif4a2*^*PTC*^-overexpressing cells showed increased transcript levels for the naïve TFs *Klf4*, *Esrrb*, *Tfcp2l1*, and *Nanog* and increased protein levels for NANOG (Supplemental Fig. S5F–H). Cells overexpressing *Eif4a2*^*FL*^ exhibited a weaker effect and no up-regulation of NANOG protein levels (Supplemental Fig. S5H). This is in accord with an increase of *Eif4a2*^*PTC*^ rather than *Eif4a2*^*FL*^ having a major impact on the exit from naïve pluripotency. Notably, the differentiation delays elicited by increasing expression levels of *Eif4a2* isoforms did not reach the intensity observed in NMD KO ESCs, suggesting that factors in addition to *Eif4a2* contribute to the failure to properly shut down naïve pluripotency in NMD-deficient ESCs.

### *Eif4a2*-mediated differentiation delay is functionally linked to *Eif4a2*^*PTC*^-dependent regulation of mTORC1 activity and translation

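RNA immunoprecipitation followed by sequencing (RIP-seq) recovers RNA together with a tagged protein through an antibody against the tag, and sequences it beside input RNA, which did not go through the antibody. The data analysed here come from *Eif4a2* KO ESCs re-expressing Flag-eIF4A2 FL and from *Eif4a2* KO ESCs carrying the empty vector (EV), which contain no Flag-tagged protein. An input and an anti-Flag RIP were sequenced from each, which made 4 groups of 2 libraries: input EV, input eIF4A2 FL, RIP EV, and RIP eIF4A2 FL. RIP-seq of Flag-eIF4A2 PTC was not analysed here. Cells were harvested 2 d after plating in medium with 2i, and immunoprecipitations ran for 3 h with 5 µg of antibody. The libraries were made with the QuantSeq kit, which sequences a tag near the 3′ end of polyadenylated RNA, so that 1 transcript gives about 1 tag whatever its length. The paper's methods state that reads were trimmed, mapped to the mm10 genome with STAR (version 2.5.3a), and counted per gene with HTSeq-count (version 0.11.2). The deposited values are these counts, without normalization; the annotation release and the strand setting of the counting are not given in the sources used here. The sample labels name the re-expressed gene without its isoform, which was taken from the paper. In 1 field, the label of replicate 2 of the RIP eIF4A2 FL group names *Eif4a3*, while its other fields name *Eif4a2*, as does the paper. The legend of Supplemental Fig. S6A says that 2 clones of each re-expressed isoform served as biological replicates. For the EV libraries the text does not say whether they came from separate clones or cultures, so that p-values against them measure only the spread between these libraries, which may be technical. Tags on *Eif4a2* were present in every library (53.8 and 94.2 CPM in the EV inputs, 86.8 and 69.1 CPM in the eIF4A2 FL inputs). Counts per gene do not show where these tags lie relative to the edited part of the gene, so they do not check the knockout.

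Reads counted on genes came to 7269765 and 3204369 in the input EV libraries, 4620862 and 6225787 in the input eIF4A2 FL libraries, 2044853 and 3345151 in the RIP EV libraries, and 11206420 and 9976801 in the RIP eIF4A2 FL libraries. Of all reads in the table, 68.2% and 68.1% lay on genes in the RIP eIF4A2 FL libraries, against 19.9% and 29.9% in the RIP EV libraries and 30.0% to 46.4% in the inputs. Reads that aligned uniquely but outside annotated exons made up 45.8% and 29.7% in the RIP EV libraries, 3.30% and 4.13% in the RIP eIF4A2 FL libraries, and 8.58% to 17.6% in the inputs. Of 10754 transcripts with CPM of at least 1 in all 4 inputs, 10721 and 10698 had at least 1 read in the RIP eIF4A2 FL libraries, and 6086 and 8200 in the RIP EV libraries. The spread between replicates differed accordingly. The biological coefficient of variation that edgeR estimated within a group was 30.0% for input EV, 28.0% for input eIF4A2 FL, 23.0% for RIP eIF4A2 FL, and 159% for RIP EV. Counts were compared with edgeR's quasi-likelihood test on TMM-normalized libraries, with all 8 libraries in 1 fit that shares an estimate of the spread, and p-values were adjusted by the Benjamini-Hochberg method. The same comparisons were also made with DESeq2, the tool of the paper, and with fits limited to the 4 libraries compared. These alternatives were set before the data were examined. The choice of libraries that share a spread changed the counts of transcripts past the threshold.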

To identify potential direct eIF4A2^FL^ and eIF4A2^PTC^ targets, we performed RIP-seq (Keene et al. 2006) using *Eif4a2* KO ESCs engineered to only express either Flag-tagged eIF4A2^PTC^ or eIF4A2^FL^ (*Eif4a2*^*PTC*^ FR and *Eif4a2*^*FL*^ FR) (Supplemental Fig. S6A). Expression levels of eIF4A2^FL^ closely matched endogenous levels and the PTC isoform was weakly detectable, similar to the levels in WT. As expected for a translation initiation factor, we identified non-protein-coding transcripts such as *Meg3*, *Rian*, and *Malat1* as depleted in Flag-eIF4A2^FL^ RIP samples, indicating the specificity of the assay (Supplemental Table S5). 

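*Meg3* lies on chromosome 12 of mm10 (109541001 to 109571726, plus strand) and is annotated as a lincRNA. Its level was 294 ± 73.7 CPM (SD, n = 2) in the RIP eIF4A2 FL libraries, 6028 ± 1274 CPM (SD, n = 2) in the RIP EV libraries, and 679 ± 147 CPM (SD, n = 2) in the eIF4A2 FL inputs. Against RIP EV the log2 fold change was −4.63 (standard error 0.357, adjusted p = 0.00662 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between −4.82 and −4.26 with each RIP library left out in turn. *Rian* lies downstream on the same chromosome (109603940 to 109661716, plus strand). It was at 2.02 ± 0.168 CPM (SD, n = 2) in RIP eIF4A2 FL, 87.2 ± 60.7 CPM (SD, n = 2) in RIP EV, and 23.9 ± 0.204 CPM (SD, n = 2) in the eIF4A2 FL inputs, and its log2 fold change against RIP EV was −5.71 (standard error 0.794, adjusted p = 0.00662 from the same edgeR test). *Malat1* (chromosome 19, 5795690 to 5802672, minus strand) was at 34.0 ± 20.4 CPM (SD, n = 2), 1253 ± 220 CPM (SD, n = 2), and 467 ± 407 CPM (SD, n = 2) in RIP eIF4A2 FL, RIP EV, and the eIF4A2 FL inputs, which gave a log2 fold change of −5.47 against RIP EV (standard error 0.869, adjusted p = 0.00666 from the same edgeR test). With a library left out, the change of *Rian* ran from −6.18 (without RIP EV replicate 2) to −4.68 (without RIP EV replicate 1), and that of *Malat1* from −6.18 (without RIP eIF4A2 FL replicate 2) to −4.83 (without RIP eIF4A2 FL replicate 1).

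Each of these RNAs was lower in both RIP eIF4A2 FL libraries than in both eIF4A2 FL inputs. The log2 fold changes against input were −3.85 for *Rian* and −4.09 for *Malat1*, and that of *Meg3* lay between −1.77 and −1.22 with each library left out. Left out in the same way, *Rian* stayed between −3.88 and −3.75, while *Malat1* ran from −4.87 to −2.67, the latter without input eIF4A2 FL replicate 1. None of them passed the threshold in edgeR's fit of 8 libraries with Benjamini-Hochberg adjustment (adjusted p = 0.202 for *Meg3*, 0.170 for *Rian*, and 0.189 for *Malat1*), while DESeq2 on the same libraries gave adjusted p = 0.00235, 3.07e-06, and 1.44e-04. Across all alternatives with 8 or 4 libraries, the adjusted p against input ranged from 9.00e-05 to 0.343 for *Meg3*, from 2.30e-14 to 0.355 for *Rian*, and from 1.41e-05 to 0.403 for *Malat1*. Without either RIP EV library, settings chosen after seeing the data, each of them passed in edgeR's fit. *Meg3* and *Malat1* also stood higher in both RIP EV libraries than in both EV inputs, so that their depletion against RIP EV is larger than against input. When edgeR was fitted to the 4 RIP libraries alone, where the spread of the RIP EV libraries is not shared with the other groups, the adjusted p against RIP EV was 0.0650 for each of these RNAs; over the alternatives it was 3.42e-32 to 0.0650 for *Meg3*, 8.98e-15 to 0.0868 for *Rian*, and 3.64e-17 to 0.125 for *Malat1*.

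**Figure D1:**
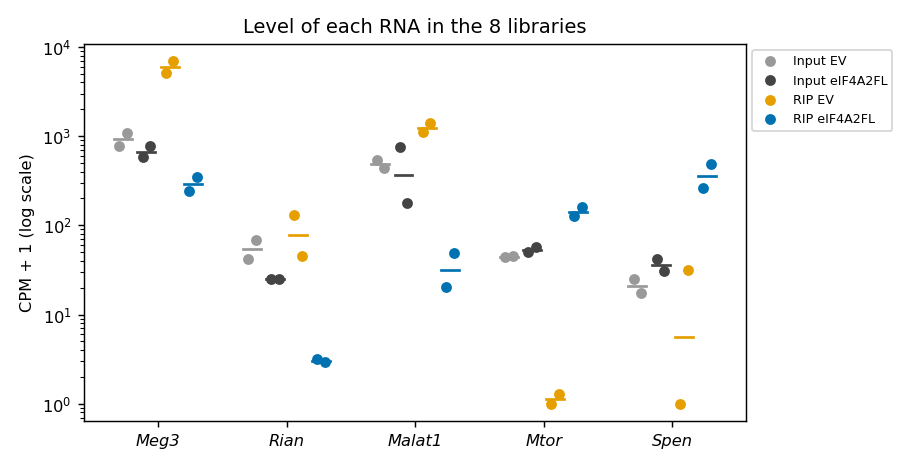
Levels of *Meg3*, *Rian*, *Malat1*, *Mtor*, and *Spen* in CPM plus 1 on a log axis; each point is 1 of the 8 libraries, coloured by group, and each bar is the mean of the 2 libraries of a group on the log scale. The non-protein-coding RNAs lie lower in RIP eIF4A2 FL than in RIP EV, and *Mtor* and *Spen* lie higher, with the RIP EV libraries apart for *Spen*.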

Out of 9812 expressed transcripts (CPM > 1 in all input samples), we detected 2601 transcripts bound by eIF4A2^FL^ significantly stronger than in empty vector (EV) control cells (*P*adj ≤ 0.05, log_2_FC > 0), which was confirmed by RT-qPCR on a selected set of candidates (Supplemental Fig. S6B). 

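With CPM computed on the reads counted on genes, 10754 transcripts had a CPM of at least 1 in all 4 input libraries; on all reads in the table it was 9235 transcripts, and on uniquely mapped reads 10287, both totals chosen after seeing the data. Of the 10754, 2664 were higher and 587 were lower in RIP eIF4A2 FL than in RIP EV by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. By CPM, both RIP eIF4A2 FL libraries lay above both RIP EV libraries for 5581 transcripts and below both for 1296. Chance gives 16.7% of transcripts in each direction only where all libraries vary alike. In counts simulated without any change, but with the spread of each group as measured, both lay above for 5134 to 5244 transcripts and below for 702 to 791. With all RIP libraries kept, the counts of calls moved most in the fit of edgeR to the 4 RIP libraries alone, which called 0 higher and 0 lower, with 2578 higher and 571 lower at an unadjusted p under 0.05. DESeq2 called 3270 higher and 1128 lower with all 8 libraries and 806 higher and 523 lower with the 4 RIP libraries. Of the 2664 transcripts called higher, 2636 were also called higher by DESeq2 on all 8 libraries. The counts also depended on single RIP EV libraries: 4467 transcripts were called higher without replicate 1 and 6248 without replicate 2, with the remaining library assumed to vary like the other groups. In the same simulated counts the fit of 8 libraries still called 1853 to 1982 transcripts higher and 148 to 190 lower in RIP eIF4A2 FL.

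Among the 2664 transcripts called higher, 1827 (68.6%) had 0 counts in both RIP EV libraries, 407 had 0 in 1 of them, and 430 had counts in both. Over the 10754 expressed transcripts, 1961 had 0 counts in both. For a transcript with 0 counts, the RIP EV libraries together allow a level of up to 0.557 CPM (3 counts over both libraries, for counting error only, since the reads carry no molecular identifiers). The largest fitted log2 rises among transcripts called and ordered the same way in all RIP libraries were those of *March9*, *Gdf15*, and *Ddit4*. Each had 0 counts in both RIP EV libraries, and against this floor they were 242-fold, 226-fold, and 199-fold higher. These limits cover counting error alone and are not lower bounds in a group with so wide a spread. Among transcripts with an input CPM of at least 10, 23.1% had 0 counts in 1 RIP EV library and at least 10 in the other. The fit does not rank measured folds. *Mtor*, with 1 read in RIP EV, had a pooled ratio of 764 and stood at rank 505. These limits fell to 150, 140, and 123 without RIP EV replicate 1, and to 91.9, 85.8, and 75.4 without replicate 2. *Gdf15* and *Ddit4* also stood higher in the eIF4A2 FL inputs (104 and 114 CPM) than in the EV inputs (20.0 and 37.0 CPM). These are log2 fold changes of 2.37 and 1.61, so that expression may account for part of their rises. Their changes from input to RIP still differed between the cell lines by 10.0 and 10.6 on the log2 scale (adjusted p = 0.0176 for each from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For these genes, that argues against expression as the whole cause, although the fitted differences rest on 0 counts in RIP EV. With all libraries kept, the largest falls were those of the pseudogenes *Gm9625* and *Gm21056* and the lincRNA *Gm17300*. The mitochondrial ribosomal RNA *mt-Rnr1* stayed between −6.82 and −6.43 with a library left out, so the place of *Gm9625* rested on RIP EV replicate 1. *Gm9625* had 3912 counts in RIP EV replicate 1 and 10 in replicate 2, and its log2 fold change ran from −11.76 to −2.51 with a library left out, the latter without RIP EV replicate 1. *Gm21056* had 102 and 2 counts there and 0 in both RIP eIF4A2 FL libraries (at least 136-fold lower, with a floor of 3 counts over both). That limit was 4.22-fold without RIP EV replicate 1, 352-fold without replicate 2, and 64.2-fold and 72.1-fold without RIP eIF4A2 FL replicates 1 and 2. *Gm17300* had 1052 and 306 counts in RIP EV, with a log2 fold change of −9.30 (−9.97 to −7.53 with a library left out; adjusted p = 0.00662 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

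**Figure D2:**
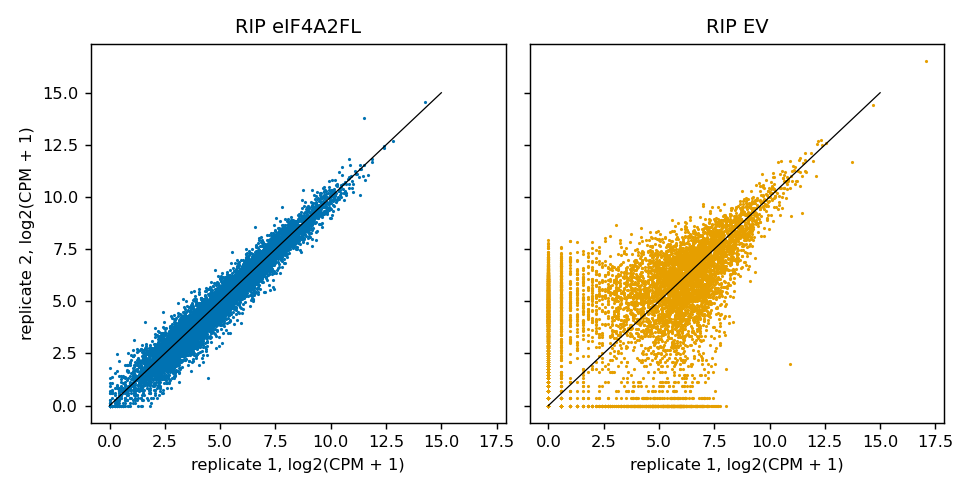
Replicate 2 against replicate 1 of the RIP eIF4A2 FL libraries (left) and of the RIP EV libraries (right), in log2(CPM + 1); each point is 1 of the 10754 expressed transcripts and the line marks equal values. The RIP eIF4A2 FL points follow the line (Pearson r = 0.973 across transcripts), whereas many RIP EV points lie on an axis, with reads in only 1 library (r = 0.624).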

The vast majority of mRNAs showed a close correlation between expression level and eIF4A2^FL^ binding, as expected for a general translation initiation factor. 

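Expression level was taken as the mean log2(CPM + 1) of the inputs and binding as the same mean of the RIP libraries, over the 10754 expressed transcripts. In eIF4A2 FL cells the 2 measures had a Pearson r of 0.911 and a Spearman rho of 0.917. In EV cells, where no Flag-tagged protein was present, they had an r of 0.773 and a rho of 0.755. These are correlations across transcripts, which are not independent replicates, and no p-value is given. For comparison, the 2 replicates had an r of 0.957 among the eIF4A2 FL inputs and 0.950 among the EV inputs. Among the RIP libraries it was 0.973 for eIF4A2 FL and 0.624 for EV. A wide spread in RIP EV lowers any r with it, so the gap between the cell lines need not reflect the tagged protein. RIP and input levels lay within 2-fold of each other for 75.8% of transcripts in eIF4A2 FL cells and for 33.3% in EV cells, while the 2 libraries of 1 group lay within 2-fold for 95.2% of transcripts in RIP eIF4A2 FL, 91.0% in input eIF4A2 FL, and 46.4% in RIP EV. The r in EV cells moved most when RIP EV replicate 2 was left out, to 0.652. In eIF4A2 FL cells the filter on low counts moved it most: with every transcript that had at least 1 count, the r was 0.967. In its line of reasoning, the paper takes the depletion of non-protein-coding RNAs as a sign that the assay is specific, calls the transcripts past its threshold over EV bound by eIF4A2 FL, and reads the relation of binding to expression level as that of a general translation initiation factor.

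**Figure D3:**
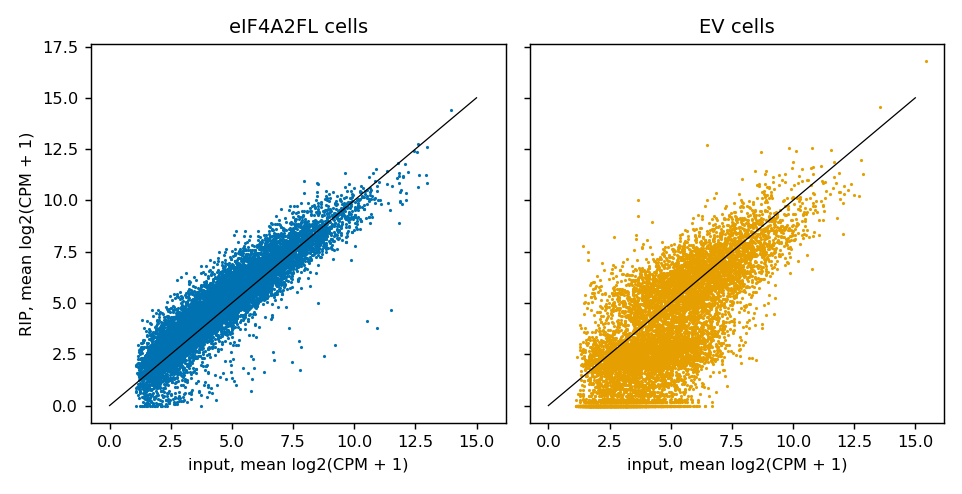
Mean log2(CPM + 1) in the RIP against the input for eIF4A2 FL cells (left) and EV cells (right); each point is 1 expressed transcript, with n = 2 libraries per mean, and the line marks equal values. Points in eIF4A2 FL cells lie along the line (r = 0.911), and those in EV cells are wider spread (r = 0.773), with many at 0 in the RIP.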

Only 31 transcripts showed eIF4A2^FL^ enrichment significantly higher than expected based on transcript abundance. 

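Binding beyond abundance was measured as the change from input to RIP in eIF4A2 FL cells. The paper's text does not give the rule behind its own count, so the measures may differ. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on all 8 libraries, 0 transcripts were higher in the RIP than in the input and 6 were lower, while 331 were higher and 632 lower at an unadjusted p under 0.05. This count followed the libraries that shared an estimate of the spread. In counts simulated with the spread of each group, this fit found 0% of 4-fold changes between RIP eIF4A2 FL and input. In such counts without change, it gave 10 to 14 higher and 3 to 7 lower at an unadjusted p under 0.05, fewer than the 331 and 632. Its count of 0 therefore does not show that no transcript was enriched. With only the 4 libraries compared, edgeR called 908 higher and 910 lower, and DESeq2 called 997 higher and 1098 lower. In edgeR's fit of the other 7 libraries, a setting chosen after seeing the data, 780 were higher and 845 lower without RIP EV replicate 1, and 868 and 777 without RIP EV replicate 2, although neither library is part of the comparison; without either input EV library it was 0 and 0 (235 and 236 higher, 517 and 515 lower at an unadjusted p under 0.05). DESeq2 on all 8 libraries called 274 higher and 430 lower, which included each of the 6. The balance of rises and falls depended on the scaling. By CPM on library totals, both RIP libraries lay above both inputs for 4920 transcripts and below both for 2007, and with TMM for 3412 and 3216, where chance gives 16.7% of transcripts in each direction for libraries that vary alike. On library size alone, 620 transcripts were higher and 382 lower by edgeR at an unadjusted p under 0.05. The largest falls among the called transcripts were mitochondrial. *mt-Cytb* (positions 14145 to 15288 of the mitochondrial genome) was at 12.6 ± 1.77 CPM (SD, n = 2) in the RIP and 2025 ± 630 CPM (SD, n = 2) in the input, a log2 fold change of −7.62 (standard error 0.494, adjusted p = 0.0232 from the same edgeR test). It was followed by *mt-Nd4* with a log2 fold change of −7.11 and the ribosomal RNA *mt-Rnr1* with −7.03 (adjusted p = 0.0484 and 0.0293 from the same edgeR test). With any 1 of the 4 libraries compared left out, 0 transcripts passed edgeR's adjusted threshold in the fit that shares the spread (76 to 171 higher and 298 to 408 lower at an unadjusted p under 0.05); the log2 fold change of *mt-Cytb* then lay between −7.89 and −7.30.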

Among those was *Mtor*, the core component of both the mTORC1 and mTORC2 complexes (Supplemental Table S5). In contrast, RIP-seq of Flag-eIF4A2^PTC^ resulted in only minimal enrichments on RNA, possibly owing to the low protein levels of eIF4A2^PTC^ protein.

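*Mtor* lies on chromosome 4 of mm10 (148448611 to 148557683, plus strand). Its level was 52.4 ± 4.94 CPM (SD, n = 2) in the eIF4A2 FL inputs and 143 ± 25.5 CPM (SD, n = 2) in the RIP eIF4A2 FL libraries, where it had 1397 and 1604 counts. Both RIP libraries lay above both inputs, with a log2 fold change of 1.15 (standard error 0.545), which did not pass the threshold in edgeR's quasi-likelihood fit of 8 libraries with Benjamini-Hochberg adjustment (adjusted p = 0.636). DESeq2 on the same libraries gave an adjusted p of 0.00556, DESeq2 on the 4 libraries compared 0.00653, and edgeR on these 4 libraries 0.0234, and edgeR's adjusted p was 0.0201 and 0.0175 without RIP EV replicates 1 and 2, settings chosen after seeing the data; over all alternatives the adjusted p ran from 0.00556 to 1. With each of the 4 left out in turn, the log2 fold change was 0.97 to 1.37. By the size of this change *Mtor* stood at rank 930 of the 10754 expressed transcripts. In RIP EV, *Mtor* had 0 counts in replicate 1 and 1 count in replicate 2, whereas the EV inputs held 43.7 ± 0.891 CPM (SD, n = 2). The pooled RIP eIF4A2 FL level was 764 times the pooled RIP EV level, with a 95% interval from 137 to 30170 that covers counting error alone and takes each read as a separate molecule, although it rests on 1 read in the group with the widest spread. Without RIP EV replicate 1 the ratio was 474, and without replicate 2, where no read is left, it was at least 96.6 for counting error alone. The fitted log2 fold change against RIP EV ran from 8.57 to 12.70 with a RIP library left out. Without RIP EV replicate 2 it is a fit over 0 counts, where the reads give only that limit of 96.6-fold for counting error. The adjusted p against RIP EV was 0.00662 in edgeR's fit of 8 libraries with Benjamini-Hochberg adjustment and 0.0650 in its fit of the 4 RIP libraries.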

To understand the protein–protein interaction landscape of both eIF4A2 isoforms in ESCs, we performed co-IP followed by mass spectrometry. To compensate for the highly unstable nature of eIF4A2^PTC^, which is suggested by the discrepancy between *Eif4a2*^*PTC*^ transcript and eIF4A2^PTC^ protein levels relative to the respective full-length counterpart, we performed sample preparation after short-term treatment with the irreversible proteasome inhibitor epoxomicin (Supplemental Fig. S6C; Meng et al. 1999). Thereby, we identified 254 and 306 proteins specifically bound by eIF4A2^FL^ or eIF4A2^PTC^, respectively, over Flag-only control immunoprecipitation (IP) in EV cells (Fig. 6A; Supplemental Table S6).

**Figure 6.**
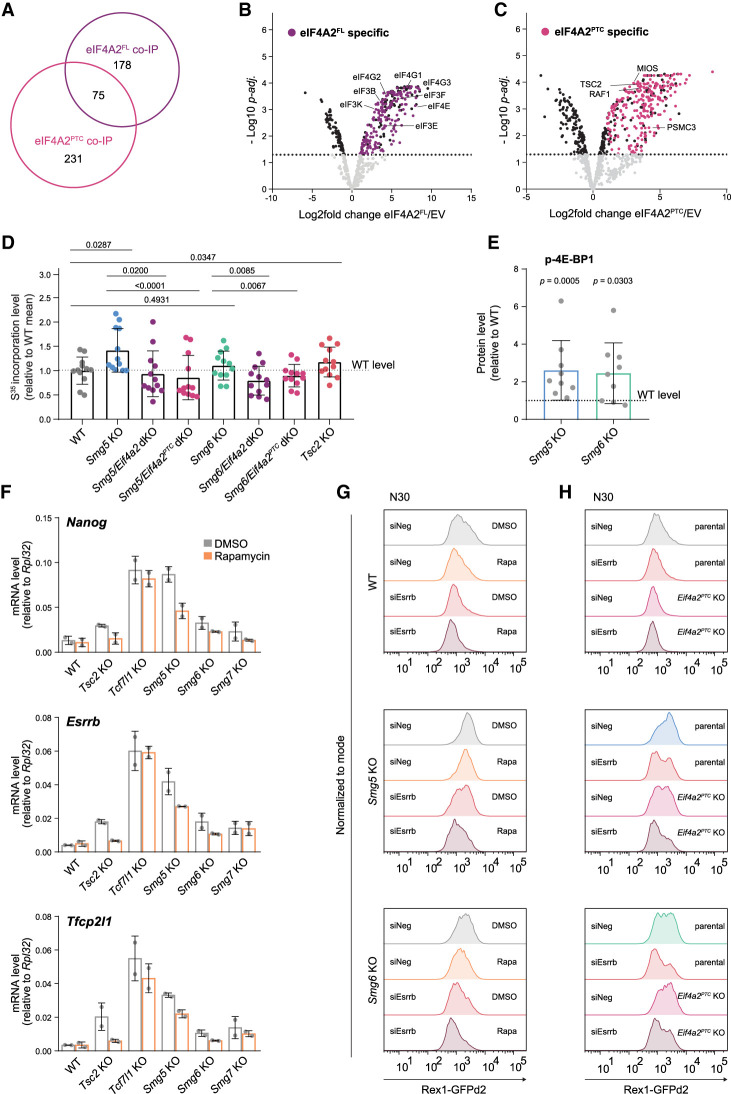
*Eif4a2*-mediated differentiation delay is caused by PTC isoform-dependent regulation of translation. (*A*) Venn diagram showing the overlap between eIF4A2^FL^- and eIF4A2^PTC^-bound proteins. Seventy-five proteins coprecipitate with both isoforms. (*B*) Volcano plot showing proteins detected by mass spectrometry after eIF4A2^FL^ coimmunoprecipitation. Black dots represent significantly enriched or depleted proteins (compared with empty vector [EV] co-IP), and purple dots represent proteins specifically enriched only in eIF4A2^FL^ co-IP (178 proteins; see *A*). (*C*) Volcano plot showing proteins detected by mass spectrometry after eIF4A2^PTC^ coimmunoprecipitation. Black dots represent significantly enriched or depleted proteins, and pink dots represent proteins specifically enriched only in eIF4A2^PTC^ co-IP (231 proteins; see *A*). (*D*) Translation initiation measured in ES-DMEM-2i medium by S^35^ incorporation into WT, Smg factor KO, Tsc2 KO, and Smg factor KO ESCs deficient for *Eif4a2* or *Eif4a2*^*PTC*^. Results are shown as incorporation levels relative to the WT mean. Mean and SD are plotted; *n* = 4 independent experiments with three biological replicates each. A two-tailed, paired *t*-test was used to calculate *P*-values. (*E*) Quantification of p-4E-BP1 protein expression in 2i in WT and Smg factor KO ESCs, measured by Western blot analysis. Expression was normalized to GAPDH; results are shown as expression levels relative to WT (dotted line). Mean and SD for *n* = 9 independent experiments are shown. Paired, two-tailed *t*-tests were performed to compare WT with Smg factor KO ESCs. *P*-values are indicated in the plot. (*F*) Expression levels of *Nanog*, *Esrrb*, and *Tfcp2l1* measured in WT, Smg factor KO, *Tsc2* KO, and *Tcf7l1* KO ESCs at N30 after treatment with DMSO or 20 nM rapamycin, measured by RT-qPCR. Expression levels are normalized to *Rpl32*. Mean and standard error of the mean (SEM) are shown; *n* = 2 independent experiments. (*G*) Rex1-GFPd2 analysis by flow cytometry at N30 in WT, *Smg5* KO, and *Smg6* KO ESCs transfected with control (siNeg) or siRNAs targeting *Esrrb* (siEsrrb) and treated with DMSO or 20 nM rapamycin (Rapa). (*H*) Rex1-GFPd2 profiles of WT, *Smg5* KO, and *Smg6* KO upon concomitant depletion of *Eif4a2*^*PTC*^ (*Eif4a2*^*PTC*^ KO) and siRNA-mediated *Esrrb* down-regulation (siEsrrb). Parental cell lines and control siRNA transfections (siNeg) are shown for comparison.

Among the 178 proteins specifically bound to eIF4A2^FL^ and not to the PTC isoform were all eIF4G isoforms and several components of the eIF3 complex (Fig. 6B). This highlights the integration of eIF4A2^FL^ but not eIF4A2^PTC^ into a functional translation initiation complex.

Among the 75 proteins that coprecipitated with both isoforms, we identified several negative regulators of mRNA stability and regulation, such as AGO2, IGFBP1, IGFBP3, PUM1, TRIM71, CNOT, and the NMD components SMG6, SMG7, and UPF1 (Supplemental Fig. S6D). The interaction of eIF4A2 with SMG6 and SMG7 is consistent with previous reports (Schweingruber et al. 2016; Wilczynska et al. 2019). Together, this supports an intricate link between eIF4A2 and the mRNA destabilization machinery, which is potentially maintained in its PTC isoform. In addition, the GATOR complex member and mTOR regulator WDR59 precipitated with both isoforms (Supplemental Fig. S6D). eIF4A1 did not coprecipitate with either eIF4A2 isoform, suggesting that eIF4A1 and eIF4A2 participate in distinct, biochemically separable complexes.

Among the 231 proteins specifically associated with the PTC isoform and not the full-length protein, we detected a large cohort of chaperones, illustrating the unstable nature of eIF4A2^PTC^. However, we also detected interactions with the FGF/ERK pathway component RAF1, the GATOR complex member MIOS, and the key mTORC1 regulator TSC2 (Fig. 6C).

Taken together, these results show that eIF4A2^FL^ is mainly involved in translation initiation but also interacts with mRNA-destabilizing proteins, including NMD factors, CCR4–NOT components, and the RISC member AGO2. In contrast, eIF4A2^PTC^ protein showed little association with translation initiation complex members but still binds mRNA binding proteins and shows interaction with the negative mTORC1 pathway regulator TSC2.

eIF4A2 is part of the eIF4F complex, which integrates signals from the mTORC1 pathway to regulate translation levels (Sonenberg and Hinnebusch 2009). Together, the identification of several components of the mTORC1 complex and TSC2 as eIF4A2^FL^ and eIF4A2^PTC^ interactors and the detection of *Mtor* as a transcript enriched for eIF4A2 binding prompted us to ask whether increased levels of *Eif4a2* and *Eif4a2*^*PTC*^ in Smg factor KO cells impact on translational homeostasis in ESCs. To this end, we performed radioactive S^35^-based translation assays in *Smg5* or *Smg6* KO ESCs and corresponding *Eif4a2* and *Eif4a2*^*PTC*^ dKOs (Fig. 6D). We detected a significant *Eif4a2*^*PTC*^-dependent increase in translation rates in *Smg5* KO ESCs, similar in magnitude to that observed in *Tsc2* KOs, in which deregulated mTORC1 activity leads to an increase in translation (Grabole et al. 2016). Although increased translation rates in *Smg6* KO ESCs were not observed at a statistically significant level, we detected significant reductions of translation levels upon *Eif4a2*^*PTC*^ or *Eif4a2* depletion in *Smg6* KO ESCs. Because full-length eIF4A2 levels increase upon PTC isoform KO (Fig. 5B), these results permit the conclusion that increased translation rates in *Smg5* KO cells are mainly dependent on the PTC isoform of *Eif4a2*.

In line with a possible intersection of *Eif4a2* function with the mTOR pathway, increased mTORC1 activity was evident by significantly increased p-4E-BP1 levels in *Smg5* (*P* = 0.0005) and in *Smg6* (*P* = 0.0303) KO ESCs (Fig. 6E). Increased levels of p-4E-BP1 are dependent on eIF4A2^PTC^, as shown by a reduction of p-4E-BP1 levels upon codeletion of *Smg5* or *Smg6* with *Eif4a2*^*PTC*^ (Supplemental Fig. S6E). To determine the extent to which increased mTORC1 activity is causative for the observed differentiation defects in *Smg5*, *Smg6*, and *Smg7* KO ESCs, we treated differentiating cells with the mTORC1 inhibitor rapamycin (Betschinger et al. 2013; Villegas et al. 2019). As expected, in *Tsc2* KO ESCs, which exhibit an mTORC1-dependent phenotype, we detected a complete restoration of the down-regulation kinetics of the naïve markers *Nanog*, *Esrrb*, and *Tfcp2l1* as well as Rex1-GFPd2 levels upon rapamycin treatment, whereas the mTORC1-unrelated *Tcf7l1* mutants exhibited strong differentiation delays in both the presence and absence of rapamycin (Fig. 6F; Supplemental Fig. S6F–H). In contrast, rapamycin rescued differentiation defects of *Smg5*, *Smg6*, and *Smg7* KO ESCs, and mRNA levels of naïve TFs were clearly reduced upon rapamycin treatment in all Smg factor KO cells. Together, this shows that elevated mTORC1 activity is a key factor determining the differentiation delays of Smg factor-deficient ESCs. In *Smg5* KO ESCs treated with rapamycin, naïve TF expression was still clearly elevated compared with WT, indicating that deregulation of mTORC1-independent mechanisms also contributes to the delayed differentiation phenotype.

We therefore tested whether treatment of *Smg5* or *Smg6* KO cells with rapamycin together with concomitant destabilization of the naïve TF network is sufficient to restore normal differentiation kinetics. Indeed, simultaneous siRNA-mediated depletion of *Esrrb* with inhibition of mTORC1 activity resulted in WT-like Rex1-GFPd2 differentiation kinetics in both *Smg5* and *Smg6* KO cells (Fig. 6G). Similarly, deletion of *Eif4a2*^*PTC*^ combined with siRNA-mediated depletion of *Esrrb* could restore near-WT-like Rex1-GFPd2 down-regulation kinetics in Smg factor KO ESCs (Fig. 6H).

In summary, deregulation of a feedback circuit between NMD and translation initiation, encoded in a PTC-containing isoform of *Eif4a2*, results in elevated mTORC1 activity and increased translation rates in NMD-deficient ESCs. Although the relative contribution of *Eif4a2* to the translation state might differ between *Smg5* and *Smg6* KO ESCs, increased mTORC1 activity appears to be a crucial contributor to both KO phenotypes. We conclude that, in combination, the perturbance in RNA homeostasis, including increased levels of naïve pluripotency-specific transcripts, and the deregulation of translation through eIF4A2^PTC^ are the major contributors to NMD-associated differentiation defects in ESCs.

## Discussion

Depletion of *Smg5*, *Smg6*, or *Smg7* results in a graded impairment of NMD activity and causes corresponding delays in the exit from naïve pluripotency. Differentiation defects of *Smg5*, *Smg6*, and *Smg7* KOs scale with deregulation of known NMD target genes and levels of p-UPF1 (*Smg5* KO > *Smg6* KO > *Smg7* KO), indicating that NMD defects directly translate to differentiation delays at the exit from naïve pluripotency.

The striking difference in NMD target regulation and extent of differentiation delays between *Smg5* and *Smg7* KOs (*Smg5* KO ≫ *Smg7* KO) together with the strong synergistic effects after codepletion are difficult to reconcile with the proposed obligatory heterodimer dependence of these two factors (Ohnishi et al. 2003; Jonas et al. 2013). Our data suggest a model in which a division of labor between SMG5 and SMG7 is causative for the different effects observed in the respective KOs (Fig. 7). Smg factors have a dual role in triggering RNA degradation and in mediating UPF1 dephosphorylation; p-UPF1 increase in all three Smg factor KOs is in accord with such a role of Smg factors in PP2A recruitment (Ohnishi et al. 2003; Okada-Katsuhata et al. 2012). Our data suggest that SMG7 acts as the main adapter or recruiter for p-UPF1, at least in naïve pluripotent ESCs. However, by itself it is unable to efficiently dephosphorylate UPF1, as evidenced by high p-UPF1 levels in *Smg5* KO ESCs, where SMG7 binding to p-UPF1 is unaffected. We propose that SMG7 binding to p-UPF1 without later UPF1 dephosphorylation by SMG5 results in jamming of the dephosphorylation cycle and the ensuing stalling of the mRNA degradation circuit in *Smg5* KO ESCs. Aberrant recruitment of SMG6 to mRNA targets already bound by SMG7 and p-UPF1 cannot properly restore NMD function in *Smg5* KOs. SMG5 alone in *Smg7* KOs is unable to bind p-UPF1. This suggests that the main role of SMG5 lies in its dephosphorylation activity, whereas recruitment to p-UPF1 is SMG7-dependent. This is consistent with the strongest increase of p-UPF1 levels and consequently the strongest differentiation delays in *Smg5* KO ESCs.

**Figure 7.**
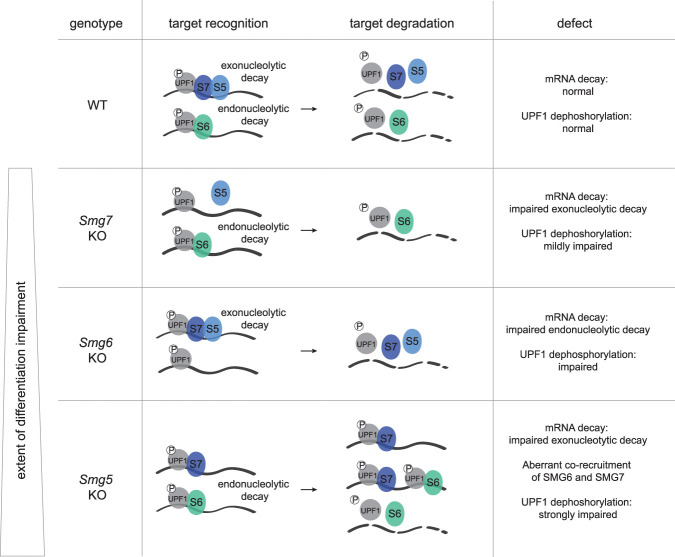
Schematic model of Smg factor activity resulting in a graded impairment of NMD and differentiation in *Smg5* KO, *Smg6* KO, and *Smg7* KO ESCs. Schematic illustration of the proposed interactions between NMD effectors and p-UPF1 dephosphorylation in WT, *Smg5* KO, *Smg6* KO, and *Smg7* KO ESCs that lead to graded defects in NMD and in the exit from naïve pluripotency.

The relatively weaker phenotype in *Smg7* KOs is consistent with recent reports that SMG5 can compensate for the loss of SMG7 and that the presence of either SMG5 or SMG7 is sufficient to support SMG6-mediated endonucleolytic decay of NMD targets (Boehm et al. 2021). Notably, our observations of a weak *Smg7* KO phenotype without impact on cell proliferation and cell fitness are distinct from those recently made in HEK293 cells (Boehm et al. 2021) but are in accordance with the observation that *Smg6* depletion results in stronger NMD defects than *Smg7* deficiency (Colombo et al. 2017). It remains unclear whether the differences in cell fitness are due to distinct roles of *Smg7* between mice and humans or between ESCs, somatic cells, and established immortalized human cell lines.

Our data support a model in which SMG5 recruitment to p-UPF1-bound mRNAs is dependent on SMG7. Hence, in *Smg7* KO ESCs, the exonucleolytic decay pathway is completely inactive, but *Smg6* and the endonucleolytic pathway can largely compensate for loss of *Smg7* activity, resulting in only mild NMD defects in *Smg7* KO cells. However, SMG6 is unable to compensate for the complete absence of the SMG5–SMG7 heterodimer, suggested by the apparent loss of viability in a *Smg5/Smg7* dKO situation. This is consistent with the recent finding that the SMG5–SMG7 heterodimer is critical for NMD, even for SMG6-mediated endonucleolytic decay (Boehm et al. 2021), and our data further support an essential and partially redundant function of either SMG5 or SMG7 in the endonucleolytic decay pathway. Our results are consistent with this function being UPF1 dephosphorylation, which is also required in the SMG6-mediated endonucleolytic mRNA decay axis.

It is a conundrum that despite the weak defects in *Smg7* KO cells, facultative essentiality for *Smg7* is revealed in the absence of either *Smg5* or *Smg6*, and that *Smg7* alone, in the simultaneous absence of *Smg5* and *Smg6,* is sufficient to sustain minimal NMD activity required for survival. This suggests that SMG7 can either interact with potentially novel interactors in the absence of its normal interaction partners or act as a jack of all trades, fulfilling minimal roles in target recognition, recruitment of the degradation machinery, and UPF1 dephosphorylation. Taken together, the mode of action described above explains both the graded p-UPF1 levels and the graded impact on NMD of *Smg5*, *Smg6*, and *Smg7* KOs (Fig. 7). This model remains, in part, speculative but is fully in line with genetic and biochemical data.

We propose that the exit from naïve pluripotency defect in NMD mutant ESCs cannot be attributed to a single NMD target but results from a combination of strong impact on transcript levels with a major, not previously recognized influence of NMD on mTORC1 activity and the translation state of ESCs. Our data link the NMD-controlled *Eif4a2*^*PTC*^ genetically and biochemically to translation and mTORC1 activity. Consistent with our co-IP mass spectrometry results, a direct protein–protein interaction between eIF4A2 and TSC2 has been reported in *Drosophila* (Tsokanos et al. 2016); our data indicate that in mammalian cells, this interaction occurs between TSC2 and the eIF4A2^PTC^ isoform. Together, this supports the conclusion that NMD deficiency results in a dysbalanced translational state that is dependent on increased levels of eIF4A2^PTC^ protein and the likely resulting elevated mTORC1 activity. Control of protein synthesis rates is known to be fundamental for maintenance of self-renewal and differentiation (Bornelöv et al. 2019; Di Stefano et al. 2019) and for maintaining an ESC-specific chromatin state (Bulut-Karslioglu et al. 2018; Corsini et al. 2018). ESCs require down-regulation of translation rates and ribosome biogenesis to successfully differentiate (You et al. 2015; Corsini et al. 2018).

Although we can assign the main responsibility for the differentiation defect observed in NMD-deficient ESCs to increased mTORC1 activity and the NMD-responsive *Eif4a2*^*PTC*^ isoform, our data reveal a complex phenotype of NMD-deficient ESCs. The relative contribution of elevated *Eif4a2*^*PTC*^ to the overall differentiation defect differs between *Smg5* and *Smg6* KO cells. Whereas the differentiation defect of *Smg5* KO ESCs depends, to a large extent, on elevated *Eif4a2*^*PTC*^ expression, such dependence could not be detected in *Smg6* KOs. However, the deregulation of the naïve pluripotency circuitry in Smg factor KO ESCs was dependent on their significantly increased mTORC1 activity. This indicates that NMD controls mTORC1 activity and translation at various levels, not exclusively through regulation of *Eif4a2*^*PTC*^ expression.

We note that our mass spectrometry analysis detected the core pluripotency transcription factor proteins SOX2 and OCT4 as high-confidence interactors of eIF4A2^FL^ and eIF4A2^PTC^, respectively (Supplemental Table S6). However, without further experimentation, it cannot be ruled out that an interaction of cytoplasmic eIF4A2 with known nuclear factors is an artefact introduced after cell lysis before co-IP, although both OCT4 and SOX2 have been reported as RNA binding proteins before (Castello et al. 2012; He et al. 2016; Holmes et al. 2020).

NMD is triggered during translation. NMD-mediated regulation of *Eif4a2*, and specifically its PTC-containing isoform, provides a link back from NMD to translation initiation, thereby establishing a feedback circuit. We speculatively suggest that such a mechanism embedded in an NMD-responsive PTC-containing *Eif4a2* isoform can be used as a rheostat to balance NMD with translational activity. *Eif4a2* up-regulation upon NMD dysfunction increases translation initiation activity, which in turn directly increases the chances of triggering NMD in successive rounds of eIF4A2-initiated translation. Because *Eif4a1* is not subject to regulation by NMD, such a mechanism could also be used to shift the balance between levels and activity of eIF4A1 and eIF4A2. This is interesting because eIF4A1 and eIF4A2 have been proposed to have distinct cellular functions: Both are involved in cap-dependent translation initiation, but eIF4A2 appears also to play a role in translation inhibition through interaction with the CCR4–NOT complex (Meijer et al. 2013; Wilczynska et al. 2019). In line with the latter observation, our mass spectrometry data show interaction of both eIF4A2^FL^ and eIF4A2^PTC^ with several components of the CCR4–NOT complex and with AGO2.

These models remain speculation without further knowledge of the specific role of eIF4A2^PTC^ and its potential biochemical interaction with the translation initiation machinery and also with its full-length twin eIF4A2^FL^. Underscoring the importance of the *Eif4a2*^*PTC*^ isoform, it shows an unexpectedly high level of evolutionary conservation in various mammalian species, including humans. The exact function of eIF4A2^PTC^ and how it integrates into the translation machinery remain interesting questions for future research.

In conclusion, we show that maintenance of proper NMD activity is essential for restructuring of gene regulatory networks during the naïve-to-formative transition. In NMD-deficient cells, multiple transcripts, including naïve transcription factor mRNAs and most prominently those of the translation initiation factor *Eif4a2*, show increased transcription levels. Our results place NMD as a central player in shaping transcriptomes to maintain proper cellular identity. We provide evidence for an intricate feedback circuit between NMD and translation. NMD susceptibility is hardwired in an evolutionarily conserved fashion into the *Eif4a2* gene structure and sequence. This direct link between NMD and a translation initiation factor will need to be considered when studying NMD-associated phenotypes. Our results are also relevant for improving therapeutic interventions and provide a rationale for choosing the appropriate Smg factor in pharmacological approaches to inhibiting NMD activity, depending on the desired strength and extent of NMD inactivation (Kurosaki et al. 2019; Pawlicka et al. 2020).

## Materials and methods

### Cloning

gRNAs were designed using http://crisprscan.org. Annealed oligos were cloned in a gRNA-expressing vector (Addgene 41824) using a BsaI site (Mali et al. 2013; Lackner et al. 2021). gRNA sequences are indicated in Supplemental Table S7. For generating rescue cell lines, the coding sequence of the gene of interest was amplified by PCR and cloned into a pCAG-3xFlag-empty-pgk-hph vector (Betschinger et al. 2013).

### Teratoma assay

Paraffin-embedded teratoma tissue blocks were cut on a rotary microtome RM2255 (Leica). The 3-µm sections were then stained for hematoxylin and eosin in the automated slide stainer Gemini AS (Histocom) and mounted in Eukitt. Slides were scanned on a VS120 (Olympus) slide scanner.

### Cell culture

Mouse embryonic stem cells (ESCs) containing a Rex1-GFPd2-IRES-BSD reporter construct carrying a Cas9 transgene (RC9) (Wray et al. 2011; Li et al. 2018) were used as a parental cell line for all of the knockout cells generated in this study. A list of the primers used to perform genotyping PCRs in the derived KO cell lines is in Supplemental Table S7. ESCs were cultured on 0.2% gelatin-coated (Sigma-Aldrich G1890) plates in DMEM high-glucose (Sigma-Aldrich D5671) supplemented with 15% FBS (Gibco 10270-106), 2 mM L-glutamine (Sigma-Aldrich G7513), 0.1 mM NEAA (Sigma-Aldrich M7145), 1 mM sodium pyruvate (Sigma-Aldrich S8636), 10 µg/mL penicillin–streptomycin (Sigma-Aldrich P4333), 55 µM β-mercaptoethanol (Fisher Scientific 21985-023), 2i (1.5 μM CHIR99021 and 0.5 μM PD0325901), and 10 ng/mL LIF (batch tested, in-house; ES-DMEM + 2i medium). All cell lines were regularly negatively tested for mycoplasma infection.

### Monolayer differentiation

For differentiation, ESCs were plated on gelatin-coated plates at a density of 1 × 10^4^ cells/cm^2^ in basal medium (N2B27) composed of a 1:1 mix of DMEM/F12 (Gibco 21331020) and neurobasal medium (Gibco 21103049) supplemented with N2 (homemade), B27 serum-free supplement (Gibco 17504-044), 2 mM L-glutamine (Sigma-Aldrich G7513), 0.1 mM NEAA (Sigma-Aldrich M7145), 10 µg/mL penicillin–streptomycin (Sigma-Aldrich P4333), 55 µM β-mercaptoethanol (Fisher Scientific 21985-023), and 2i (3 μM CHIR99021 and 1 μM PD0325901; N2B27 + 2i medium). The following day, N2B27 + 2i medium was withdrawn, and cells were washed once with PBS and then differentiated for the indicated time in N2B27.

### Rapamycin treatment

ESCs were plated on gelatin-coated plates in N2B27 + 2i + DMSO (Sigma-Aldrich D2650) or N2B27 + 2i + 20 nM rapamycin (Enzo Life Sciences BML-A275-0005). The following day, N2B27 + 2i medium was removed and cells were differentiated in N2B27 + DMSO or N2B27 + 20 nM rapamycin for the indicated time after one wash with PBS.

### Commitment assay

ESCs were plated on gelatin-coated plates in N2B27 + 2i medium at a density of 2 × 10^3^ cells/cm^2^. The following day, N2B27 + 2i medium was withdrawn and cells were differentiated for 3 d in N2B27. After 72 h, medium was changed to N2B27 + 2i + blasticidin (BSD, Invivogen), and medium was refreshed every 2 d. Alkaline phosphatase staining was performed after 4 d in N2B27 + 2i + BSD (Sigma-Aldrich 86R). Plates were then imaged using an Olympus Cell-Sense microscope (Olympus).

### EB differentiation assay

EBs were formed as hanging drops in ESC culture medium without LIF and 2i (200 cells/20 µL drop). After 2 d, EBs were collected in a 10-cm Petri dish; medium was changed every 2 d. Cells were harvested every 2 d and RNA was extracted using the ExtractMe kit (LabConsulting EM09).

### Generation of knockout cell lines

Cells (2 × 10^5^) were reverse-transfected in a gelatin-coated six-well plate in ES-DMEM + 2i using Lipofectamine 2000 (Fisher Scientific 11668-027). Two gRNAs were used for each gene (1 µg of each) together with 0.5 µg of pCAG-dsRed. dsRED/GFP-double-positive cells were sorted using a BD FACS Aria III flow cytometer. Sorted cells were plated at clonal density in ES-DMEM + 2i and single-cell-derived colonies were manually picked 1 wk after sorting. Colonies were then trypsinized, and half of the cell suspension was plated in a 96-well plate for expansion. The remaining cells were lysed and DNA was extracted for PCR genotyping (Lackner et al. 2021). Clonal rescue cell lines were generated using piggyBac-based transgenesis. Clones with stable expression of rescue transgenes were isolated and used for further analysis. A correct karyotype (modal average of 40 chromosomes) was confirmed for all ESC lines, and cultures were regularly tested negative for mycoplasma infection.

### RNAi assay

In a gelatin-coated 12-well plate, 1.5 × 10^4^ cells/cm^2^ were transfected in N2B27 + 2i using DharmaFECT 1 (Fisher Scientific T-2001). For RNAi assays, esiRNA for *Esrrb* and *Nanog* (Sigma-Aldrich) and FlexiTube siRNAs for *Smg6* and *Smg7* (Qiagen) were used at a final concentration of 20 nM. The following day, medium was changed to N2B27 after two PBS washes and cells were differentiated for the indicated time. For the *Esrrb* RNAi assay combined with rapamycin treatment, 1 × 10^4^ cells/cm were transfected with 200 ng of esiRNA targeting *Esrrb* (Sigma-Aldrich EMU015811) in N2B27 + 2i medium. The day after, cells were treated for 4 h with either DMSO or 20 nM rapamycin in N2B27 + 2i medium before being differentiated in N2B27 + DMSO or N2B27 + 20 nM rapamycin for the indicated time. A PBS wash was performed after the removal of 2i, before switching to differentiation medium.

### Cell cycle analysis

ESCs were plated in gelatin-coated plates in ES-DMEM + 2i at a density of 1 × 10^4^ cells/cm^2^. After 2 d, cells were harvested and fixed in 70% ethanol. Cells were then incubated with 100 μg/mL RNase A solution (Qiagen 19101). Propidium iodide solution (50 mg/L; Sigma-Aldrich P4170) was added to the cells. Cell cycle profiles were recorded on a LSRFortessa flow cytometer (BD bioscience).

### Flow cytometry

Cells were harvested using 0.25% trypsin/EDTA, and trypsin was neutralized using ES-DMEM. Rex1-GFPd2 expression levels were measured with a LSRFortessa flow cytometer (BD bioscience). High-throughput measurements were acquired using a 96-well plate HTS unit. Data analysis was performed using FlowJo software (BD Bioscience).

### Translation inhibition assay

ESCs were plated in gelatin-coated plates in ES-DMEM-2i at a density of 2 × 10^4^ cells/cm^2^. The following day, cells were treated for 8 h with 100 µg/mL either DMSO or cycloheximide (CHX; Sigma-Aldrich 01810) and then harvested for RNA extraction.

### Telomere quantification

For telomere quantification, genomic DNA was extracted from cells using the Puregene core kit A (Qiagen). DNA was quantified using PicoGreen assay for dsDNA (Fisher Scientific P11496) on a NanoDrop 3300 Fluorospectrometer (Fisher Scientific). PCR reactions were performed on a CFX384 Touch real-time PCR detection system (Bio-Rad) using telomere-specific primers and primers for the single-copy gene 36B4. For each primer pair, a standard curve was created with known amounts of DNA to determine primer efficiency.

### RNA analysis

RNA was extracted using the ExtractMe kit (LabConsulting EM09) according to the manufacturer's protocol. cDNA was generated from 0.3–1 µg of RNA using the SensiFAST cDNA synthesis kit (Bioline BIO-65054). Real-time PCR was performed on the CFX384 Touch real-time PCR detection system (Bio-Rad) using the Sensifast SYBR no Rox kit (Bioline BIO-98020). All RT-qPCR primers used in this study are listed in Supplemental Table S7.

### Protein analysis

Proteins were extracted using RIPA buffer (Sigma-Aldrich 20-188) supplemented with Complete Mini EDTA-free protease inhibitor cocktail (Roche 04693159001) and PhosSTOP (phosphatase inhibitor cocktail [Roche 04906845001]). Five percent BSA was used for blocking for phospho antibodies, and 5% milk was used for all other antibodies. Primary antibodies were incubated overnight at 4°C or for 1 h at room temperature. Washes were performed using PBS-T (Sigma-Aldrich P4417). Secondary antibodies were incubated for 1 h at room temperature. Primary antibodies were used at a dilution of 1:250 for anti-SMG5 (rabbit; Abcam ab33033), 1:1000 for anti-SMG6 (rabbit; Abcam ab87539), 1:2000 for anti SMG7 (rabbit; NovusBio NBP1-22967), 1:1000 for anti-p-UPF1 (rabbit; Millipore 07-1016), 1:1000 for anti-UPF1 (D15G6; rabbit; Cell Signaling 12040S), 1:1000 for anti-Flag M2 (mouse; Sigma-Aldrich F1804), 1:1000 for anti-c-MYC (D84C12; rabbit; Cell Signaling 5605T), 1:1000 for anti-TCF7L1 (rabbit; Fisher Scientific PA5-40327), 1:1000 for anti-eIF4A2 (rabbit; Abcam ab31218), 1:1000 for anti-eIF4A1 (rabbit; Cell Signaling 2490T), 1:1000 for anti-NANOG (rabbit; NovusBio NB100-58842), 1:1000 for anti-p-4E-BP1(Ser65; rabbit; Cell Signaling 9451T), 1:5000 for anti-Tubulin (mouse; Sigma-Aldrich T8203), 1:5000 for anti-GAPDH (mouse; Sigma-Aldrich G8795), and 1:5000 for anti-Vinculin (E1E9V; rabbit; Cell Signaling 13901T). Secondary antibodies were used at a dilution of 1:10,000 for antirabbit IgG (Amersham NA934) and 1:15,000 for goat antimouse IgG (Santa Cruz Biotechnology sc-2064). Chemiluminescence signal from antibody binding was detected using ECL Select detection kit (GE Healthcare GERPN2235) with a ChemiDoc system (Bio-Rad). Western quantification was performed using ImageJ or ImageLab.

### Immunoprecipitation

Cells were plated in ES-DMEM + 2i, and after 2 d were harvested in IP lysis buffer (10 mM Tris Base, 10 mM NaCl, 2 mM EDTA, 0.5% Triton X-100) supplemented with Complete Mini EDTA-free protease inhibitor cocktail (Roche 04693159001) and PhosSTOP (phosphatase inhibitor cocktail [Roche 04906845001]). One milligram of lysate was used for the immunoprecipitation. Briefly, Dynabeads (Fisher Scientific 10004D) were coated with 5 µg of anti-Flag M2 antibody (mouse; Sigma-Aldrich F1804) for 1 h. For RNA-free IP, lysates were treated with 50 U/mL cyanase (Süd-Laborbedarf SLG CY1000) and 0.5 µL/mL 2 M MnSO_4_ and incubated for 10 min on ice. Lysates were cleared by centrifugation at 16,000*g* for 15 min at 4°C, and 10% of each lysate was kept as input. NaCl was added to a final concentration of 150 mM. Dynabeads were washed three times with wash buffer (137 mM NaCl, 20 mM Tris base, 0.5% [v/v] Tergitol-type NP-40) and one time with lysis buffer before incubation with the lysates for 3 h at 4°C. Dynabeads were washed three times with wash buffer supplemented with Complete Mini EDTA-free protease inhibitor cocktail (Roche 04693159001) and PhosSTOP (phosphatase inhibitor cocktail [Roche 04906845001]). Samples were eluted in 2× NuPAGE sample buffer.

For the immunoprecipitation coupled with mass spectrometry, cells were plated in ES-DMEM + 2i. The following day, they were treated with 1 µM epoxomicin (Gentaur 607-A2606) for 3 h. Cells were harvested and lysed in IP lysis buffer. One milligram of lysate was used for the immunoprecipitation. Immunoprecipitation protocol was followed (see above) with the addition of the cross-linking of the anti-Flag M2 antibody to the Dynabeads using dimethyl pimelimidate (DMP) (Sigma-Aldrich D-8388). Briefly, after antibody coupling, Dynabeads were washed three times with 200 mM sodium borate (pH 9) and then incubated for 30 min with DMP–sodium borate solution. They were washed with the following buffers: three times with 250 mM Tris (pH 8.0), twice with 100 mM glycine (pH 2), three times with TBS-T, and once with lysis buffer. Beads were then incubated with the lysates for 2 h at 4°C. Five washes were performed with wash buffer (137 mM NaCl, 20 mM Tris base).

### Sample preparation for mass spectrometry analysis

Beads with cross-linked antibodies were transferred to new tubes and resuspended in 30 µL of 2 M urea in 50 mM ammonium bicarbonate (ABC). Disulfide bonds were reduced with 10 mM dithiothreitol for 30 min at room temperature before adding 25 mM iodoacetamide and incubating for 15 min at room temperature in the dark. The remaining iodoacetamide was quenched by adding 5 mM DTT, and the proteins were digested with 150 ng of trypsin (Trypsin Gold, Promega) for 90 min at room temperature. The supernatant was transferred to a new tube, the beads were washed with another 30 µL of 2 M urea in 50 mM ABC, and the wash was combined with the supernatant. After diluting to 1 M urea with 50 mM ABC, an additional 150 ng of trypsin was added and incubated overnight at 37°C in the dark. The digest was stopped by addition of trifluoroacetic acid (TFA) to a final concentration of 0.5%, and the peptides were desalted using C18 Stagetips (Rappsilber et al. 2007). Peptides were separated on an Ultimate 3000 RSLC nano-flow chromatography system (Thermo Fisher) using a precolumn for sample loading (Acclaim PepMap C18, 2 cm long × 0.1-mm diameter, 5-μm particle size, Thermo Fisher) and a C18 analytical column (Acclaim PepMap C18, 50 cm long × 0.75-mm diameter, 2-μm particle size, Thermo Fisher), applying a segmented linear gradient from 2% to 35% and finally 80% solvent B (80% acetonitrile, 0.1% formic acid; solvent A: 0.1% formic acid) at a flow rate of 230 nL/min over 120 min. Eluting peptides were analyzed on a Q Exactive HF-X Orbitrap mass spectrometer (Thermo Fisher), which was coupled to the column with a customized nano-spray Easy-Spray ion source (Thermo Fisher) using coated emitter tips (New Objective).

### mRNA half-life measurement

ESCs were plated in N2B27 + 2i at a density of 2 × 10^4^ cells/cm^2^. The day after, the medium was changed to N2B27 + 2i + 100 µM 4SU (Carbosynth NT06186) and cells were cultured in this condition for 12 h. After a PBS wash, cells were incubated with N2B27 or N2B27 + 2i medium + 10 mM uridine (Sigma-Aldrich U6381) for 3 and 6 h. RNA extraction was carried out using Trizol (Fisher Scientific 10296-010) following the manufacturer's instruction with the addition of 0.1 mM DTT during the isopropanol precipitation. RNA was resuspended in 1 mM DTT. Five micrograms of RNA was treated with 10 mM iodoacetamide (Sigma-Aldrich I1149) followed by ethanol precipitation (Herzog et al. 2017). Two nanograms of RNA was used for library preparation. Libraries were prepared using the QuantSeq 3′mRNA-seq library preparation kit for Illumina FWD (Lexogen R3142) and were analyzed on a HiSeqV4 SR100.

### RNA immunoprecipitation

Cells (3 × 10^6^) were plated in ES-DMEM + 2i. After 2 d, cells were harvested and lysed using the Magna-RIP kit (Millipore 17-700) according to the manufacturer's protocol. Briefly, cells were lysed by a freeze and thaw cycle and lysates were stored at −80°C. Immunoprecipitations were performed for 3 h at 4°C using 5 µg of an anti-Flag M2 antibody (mouse; Sigma-Aldrich F1804). For RIP-seq, libraries were prepared using the QuantSeq 3′mRNA-seq library preparation kit for Illumina FWD (Lexogen R3142) and analyzed on a HiSeqV4 SR50. Relative binding to input and empty vector control was calculated.

### Translation rate measurement using S^35^ incorporation

ESCs were cultured in ES-DMEM + 2i and 100 µCi S^35^ (Hartmann IS-103) was added to the culture medium for 30 min (Yamasaki et al. 2009). Cells were washed twice in PBS and lysed in RIPA buffer (Sigma-Aldrich 20-188) supplemented with Complete Mini EDTA-free protease inhibitor cocktail (Roche 04693159001) as described above. Proteins were acetone-precipitated and resuspended in RIPA buffer after two rounds of acetone washes. Protein measurements were performed using a micro BCA protein assay kit (Thermo Fisher 23235). Seven microliters of protein extracts was then spotted on a nitrocellulose membrane and exposed to a BAS storage phosphor screen (GE Healthcare). After 6–12 h, the signal was acquired using a Typhoon scanner (GE Healthcare). Radioactive signal was quantified using the ImageQuant software.

### RNA-seq differential analysis

RNA-seq data and analysis used in this study were obtained from a previous study (Lackner et al. 2021). In brief, quality control was performed using FastQC (version 0.11.5). Transcripts were mapped to the mm10 mouse reference genome and counts were determined using STAR (version 2.5.3). RPKM values were calculated using DESeq2 (version 1.20.0). Differential expression analysis was carried out using limma (version 3.30.13). *P*-values were corrected for multiple testing using the Benjamini–Hochberg method (FDR). Clustering was performed using all genes significantly regulated (*P*adj < 0.01) in at least one of the Smg factor mutant cells using hclust. Cluster numbers are indicated in Figure 3, A and C. For RNA-seq, we used two independently derived KO cell lines for each of the Smg factors.

### GO enrichment analysis

GO annotations were obtained from the R package org.Mm.eg.db (version 3.4.0). For the enrichment of GO terms in the different gene lists, we only considered terms with 5–500 genes assigned to them. Significance of the enrichment was determined using Fisher's exact test with all expressed genes as background (Lackner et al. 2021). GO terms that did not differ in more than five genes were clustered, and one representative term for each cluster was defined (using the R base function hclust on the L1 distance of the binary membership matrix). As a representative GO term for each cluster, we chose the term with the lowest number of annotated genes. Multiple hypothesis testing was executed using the Benjamini–Hochberg method on all representative terms to calculate adjusted *P*-values.

### Quantification of mRNA half-lives

QuantSeq data were analyzed using SLAM-DUNK (version 0.2.4). For calculation of RNA half-lives, transcripts with CPM ≥ 2 were considered. Briefly, background (no 4SU treatment) was subtracted to calculate T > C conversion rates of transcripts of 4SU and 3- and 6-h uridine time points. Half-lives were calculated by plotting T > C conversion rates of 4SU and 3- and 6-h uridine as a single exponential fit to a decay model (Herzog et al. 2017).

### Exon conservation

Pairwise whole-genome alignments of mouse GRCm38/mm10 against dog canFam3, rat RGSC6.0/rn6, and human GRCh38/hg38 from UCSC (http://hgdownload.cse.ucsc.edu/downloads.html) were used for the analysis. With the Ensembl annotation of the mouse genome, we extracted the respective regions of the genes (introns, exons, and UTRs) and calculated their sequence identities compared with the other organism in the pairwise alignment (number of matching nucleotide pairs in the alignment) × 100/length). As gene region annotation can be ambiguous due to variations in transcript splicing, we used the following definitions: Everything that was annotated as coding sequence in any protein-coding transcript we counted as coding exon. UTR was everything that was annotated as UTR in any protein-coding transcript except if it was also annotated as coding sequence, in which case it was counted as coding exon. Regions not covered by the above definitions were counted as introns.

### RIP-seq analysis

Quality control of the transcripts from input and RIP samples was performed using FastQC. Reads were trimmed using bbduk (version 38.57). Reads were mapped to the mm10 mouse reference genome with STAR (version 2.5.3a). Afterward, indexing was performed using SAMtool (version 1.5), and reads in transcripts were counted with HTSeq-count (version 0.11.2). Transcripts that had CPM ≥ 1 in all the input samples were considered for the differential analysis. Differential analysis was performed using DESeq2 (version 1.24.0). 

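The rule with a CPM of at least 30 was applied to both RIP eIF4A2 FL libraries, together with an absolute log2 fold change of at least 1 and an adjusted p of at most 0.05 against either the input or RIP EV. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment on 8 libraries, 904 transcripts met it. DESeq2 gave 1573 transcripts with all 8 libraries and 1575 with fits limited to the 4 libraries of each comparison. These near-equal totals rest on different calls. Against RIP EV, DESeq2 called 3270 higher and 1128 lower with 8 libraries, and 806 and 523 with 4. Against input it called 274 and 430 with 8 libraries, and 997 and 1098 with 4. With 4 libraries edgeR gave 963, all from calls against input, since it made 0 calls against RIP EV. With the mean of the RIP eIF4A2 FL libraries held to a CPM of at least 30, in place of each library, 984 transcripts met the rule. The count was 2347 without RIP EV replicate 1 and 3072 without replicate 2, and 432 and 517 without RIP eIF4A2 FL replicates 1 and 2.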

To identify significantly enriched transcripts in eIF4A2^FL^ RIP, we considered only the 1231 transcripts with CPM ≥ 30 in eIF4A2^FL^ RIP and either log fold change eIF4A2^FL^ input/eIF42^FL^ RIP ≥ 1, RIP ≤ −1 (*P*adj ≤ 0.05), log fold change eIF4A2^FL^ RIP/EV RIP ≥ 1, or RIP/EV RIP ≤ −1 (*P*adj ≤ 0.05).

### Mass spectrometry data acquisition and analysis

The mass spectrometer was operated in data-dependent acquisition mode (DDA), and survey scans were obtained in a mass range of 375–1500 *m/z* with lock mass activated, at a resolution of 1.2 × 10^5^ at 200 *m/z* and an AGC target value of 3 × 10^6^. The eight most intense ions were selected with an isolation width of 1.6 *m/z* and fragmented in the HCD cell at 28% collision energy, and the spectra were recorded for a maximum of 250 msec at a target value of 1 × 10^5^ and a resolution of 3 × 10^4^. Peptides with a charge of +1 or more than +7 were excluded from fragmentation, the peptide match feature was set to preferred, the exclude isotope feature was enabled, and selected precursors were dynamically excluded from repeated sampling for 30 sec.

Raw data were processed using the MaxQuant software package (version 1.6.0.16) (Tyanova et al. 2016), the UniProt mouse reference proteome (January 2019, http://www.uniprot.org) and target sequences, and a database of the most common contaminants. The search was performed with full trypsin specificity and a maximum of two missed cleavages at a protein and peptide spectrum match false discovery rate of 1%. Carbamidomethylation of cysteine residues was set as fixed, and oxidation of methionine and N-terminal acetylation were set as variable modifications. For label-free quantification the “match between runs” feature and the LFQ function were activated; all other parameters were left at default.

MaxQuant output tables were further processed in R (https://www.R-project.org). Reverse database identifications, contaminant proteins, protein groups identified only by a modified peptide, protein groups with less than three quantitative values in one experimental group, and protein groups with less than two razor peptides were removed from further analysis. Due to differences in overall contaminant levels between samples, LFQ values were renormalized using the sample median of the “background” protein subset (as identified in controls). Missing values were replaced by randomly drawing data points from a normal distribution modeled on the whole data set (data mean shifted by −1.8 standard deviations, width of distribution of 0.3 standard deviations). Differences between groups were statistically evaluated using the limma package (Ritchie et al. 2015) at 5% FDR (Benjamini–Hochberg). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository (Pérez-Riverol et al. 2019) under the accession number PXD019588. NGS data have been deposited on GEO (GSE153457).

## Supplementary Material

Supplemental Material

# Supplementary material for: NMD is required for timely cell fate transitions by fine-tuning gene expression and regulating translation
**Source:** Genes Dev. 2022 Mar 1;36(5-6):348–67. doi: 10.1101/gad.347690.120
**Supplement:** Supplemental Material

NMD is required for timely cell fate transitions by fine-tuning gene expression and regulating translation — Supplemental Material 

# NMD is required for timely cell fate transitions by fine-tuning gene expression and regulating translation

## Supplemental Material

- Supplemental\_Table\_1\_Summary\_dKO\_generation.xlsx
- Supplemental\_Table\_2\_RNAseq.xlsx
- Supplemental\_Table\_3\_GO\_terms.xlsx
- Supplemental\_Table\_4\_Half\_life\_analysis.xlsx
- Supplemental\_Table\_5\_RIPseq.xlsx
- Supplemental\_Table\_6\_Mass\_spec.xlsx
- Supplemental\_Table\_7\_gRNAs\_and\_primers.xlsx
- Supplemental\_figures\_Huth\_347690.pdf

# Supplementary material for: NMD is required for timely cell fate transitions by fine-tuning gene expression and regulating translation
**Source:** Genes Dev. 2022 Mar 1;36(5-6):348–67. doi: 10.1101/gad.347690.120
**Supplement:** Supplemental Material

# Supplemental Information

## NMD is required for timely cell fate transitions by fine-tuning gene expression and regulating translation

Michelle Huth,<sup>1,13</sup> Laura Santini,<sup>1,2,13</sup> Elena Galimberti,<sup>1,13</sup> Julia Ramesmayer,<sup>1</sup> Fabian Titz-Teixeira,<sup>3</sup> Robert Sehlke,<sup>3</sup> Michael Oberhuemer,<sup>1</sup> Sarah Stummer,<sup>1</sup> Veronika Herzog,<sup>4</sup> Marius Garmhausen,<sup>3</sup> Merrit Romeike,<sup>1,2</sup> Anastasia Chugunova,<sup>5</sup> Friederike Leesch,<sup>2,5</sup> Laurenz Holcik,<sup>1,2,6</sup> Klara Weipoltshammer,<sup>7</sup> Andreas Lackner,<sup>1</sup> Christian Schoefer,<sup>7</sup> Arndt von Haeseler,<sup>1,6,8</sup> Christa Buecker,<sup>1</sup> Andrea Pauli,<sup>5</sup> Stefan L. Ameres,<sup>1,4</sup> Austin Smith,<sup>9,10</sup> Andreas Beyer,<sup>3,11,12</sup> Martin Leeb<sup>1</sup>

<sup>13</sup> These authors contributed equally to this work.

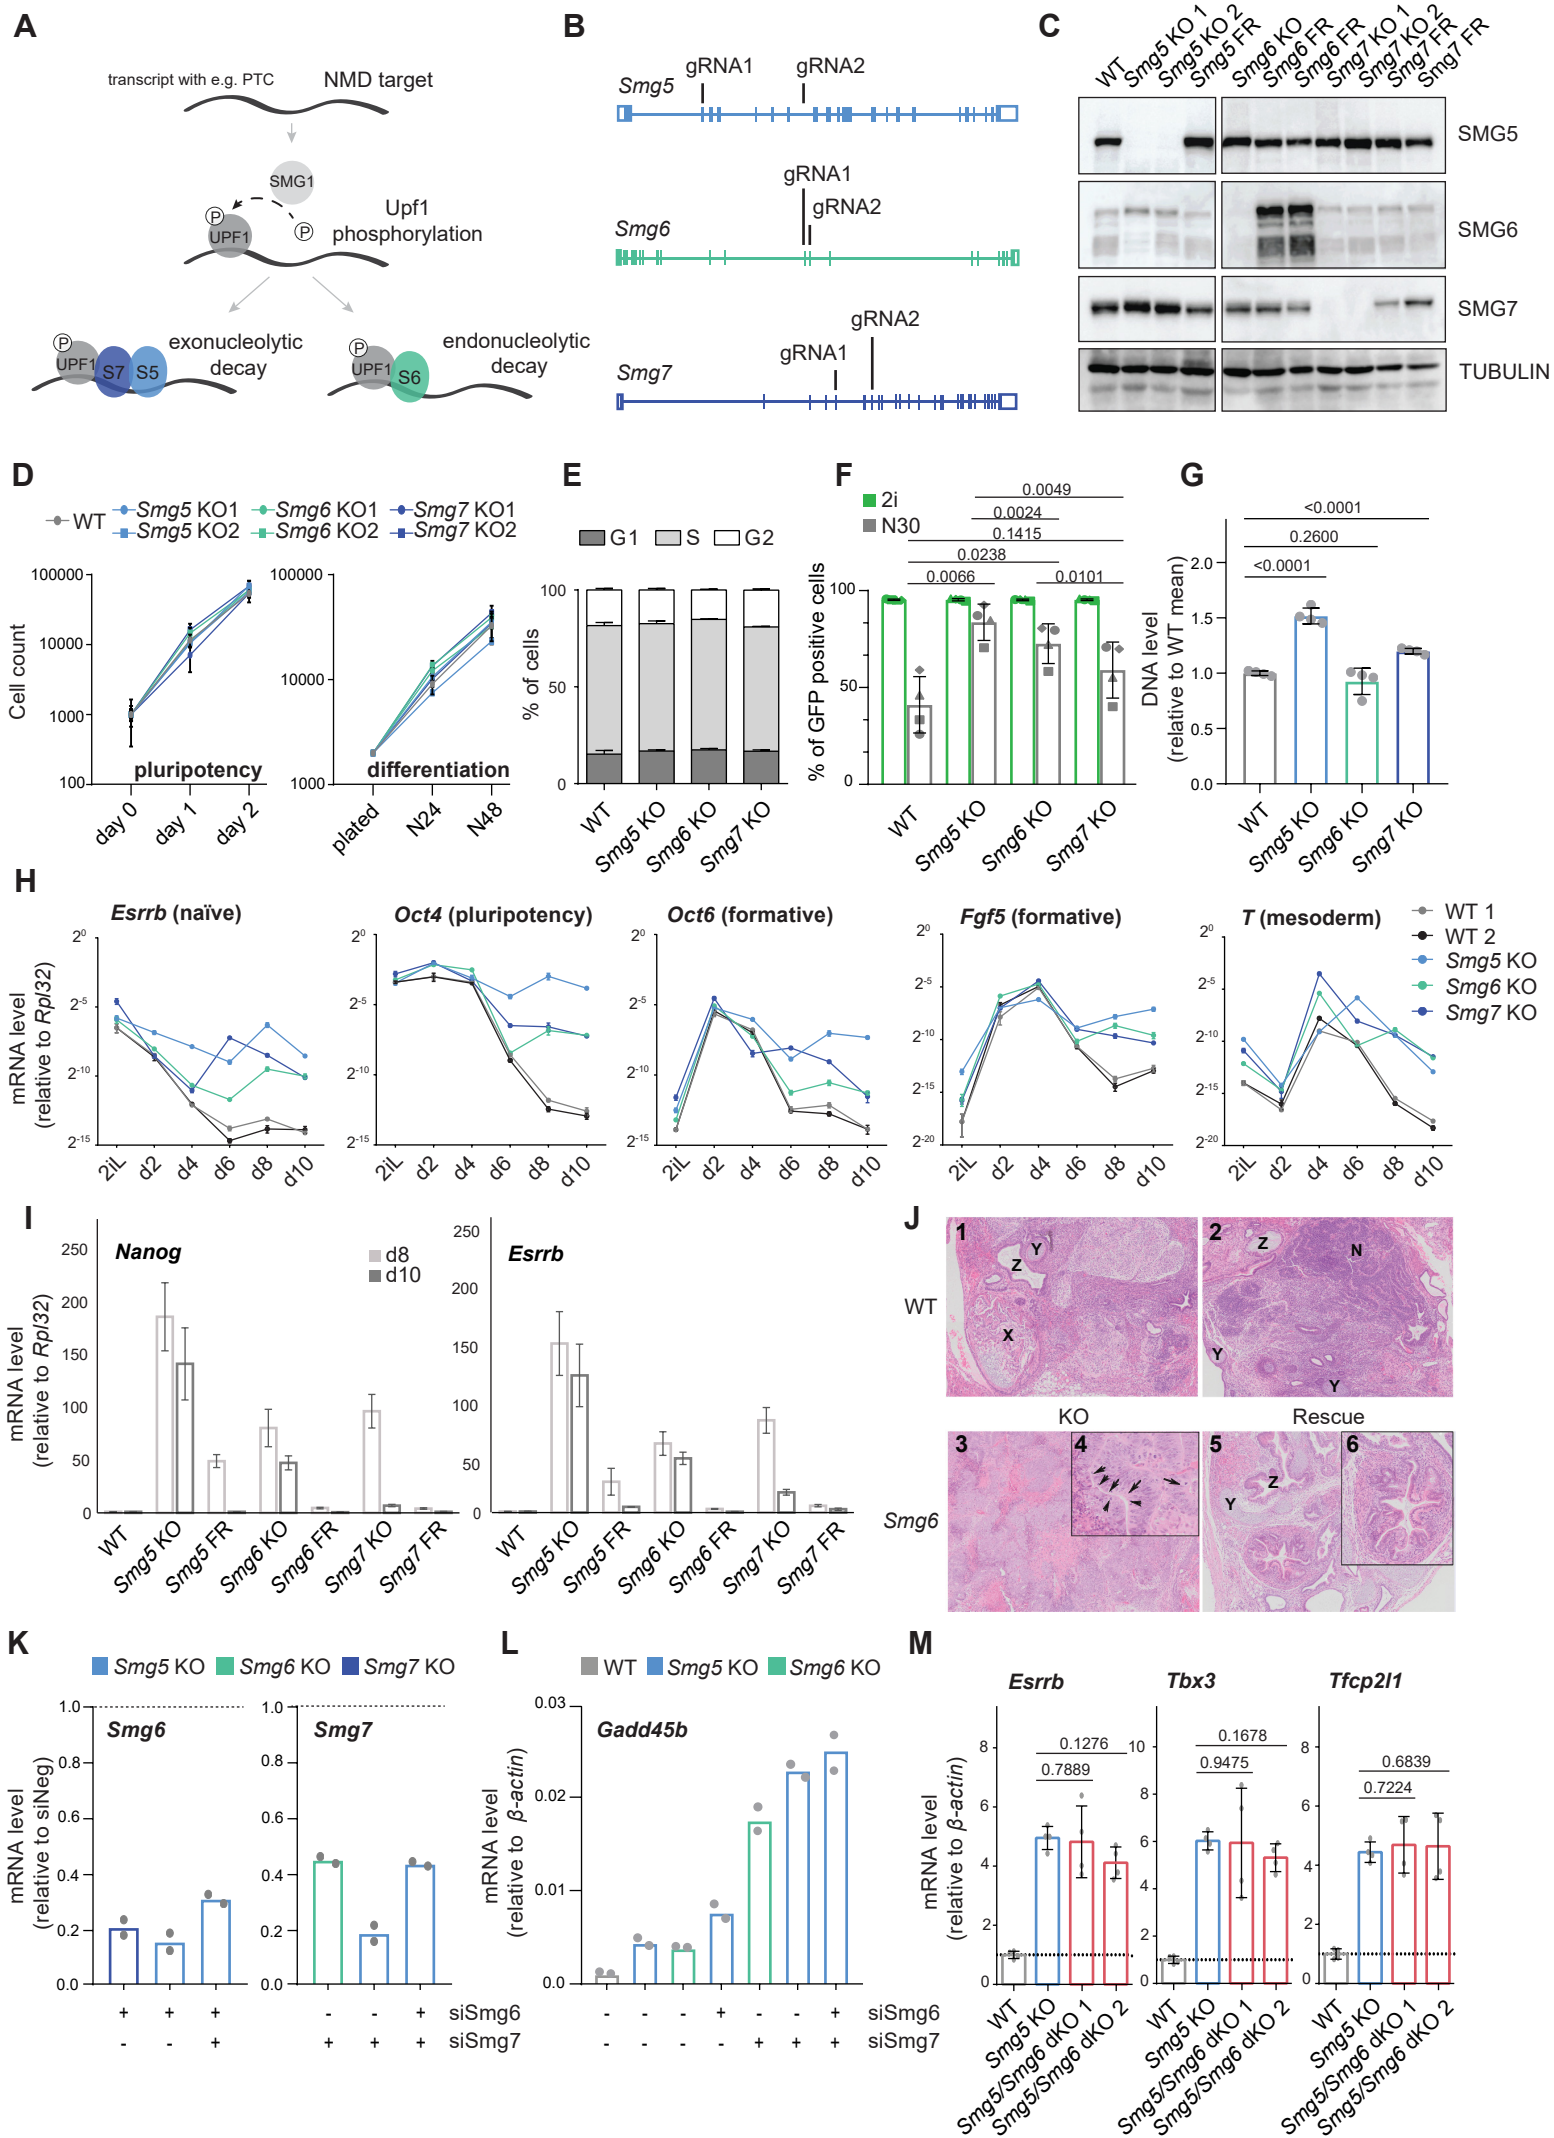

Supplemental Figure 1

**Supplemental Fig. 1 | Hierarchy of defects in exit from naïve pluripotency in NMD-deficient ESCs.** **A**, Illustration of the endo- and exonucleolytic branches of NMD, and involved key factors. **B**, Illustration of the strategy adopted to generate NMD KO ESCs utilizing CRISPR-Cas9. Gene structures of *Smg5*, *Smg6* and *Smg7* are shown. The position of each individual gRNA is indicated. **C**, Western blot analysis in WT, NMD KO and NMD rescue ESCs (Flag-rescue (FR)) using the indicated antibodies. TUBULIN was used as loading control. **D**, Growth curve of WT and NMD KO ESCs in naïve pluripotency supporting conditions (ES-DMEM + 2i, left panel) and during differentiation in N2B27 medium (right panel). Mean and standard deviation (SD) are plotted; n=3 biological replicates. Multiple t-tests were performed to compare WT to Smg-factor KO at each time point. Only *Smg6* KO2 and *Smg7* KO2 at N24 showed significantly different growth from WT cells. For all other comparisons, *p* values were > 0.05. **E**, Cell cycle analysis of WT and NMD KO ESCs. Propidium iodide was used to stain the cells and the Watson Pragmatic model was used to calculate the percentage of cells in each cell cycle phase. Mean and standard error of the mean (SEM) are plotted for each cell cycle phase; n=3 biological replicates. No statistically significant aberrations were detected by an ANOVA test. **F**, Quantification of Rex-GFPd2 positive cell populations in WT and *Smg*-factor KO ESCs; n=4 biological replicates. Paired, two-tailed t-test was performed. *p* values are indicated in the plot. **G**, Telomere length analysis in WT and NMD KO ESCs. Results were normalized to the 36B4 single copy gene. Mean and SD of n=4 technical replicates are plotted for each cell line. Unpaired, two-tailed t-test was performed to compare WT to NMD KO ESCs. *p* values are indicated in the plot. **H**, Expression kinetics of the indicated genes during a 10-day embryoid body (EB) differentiation assay measured by RT-qPCR. Mean and SD of technical replicates are plotted for each time point. Expression levels were normalized to *Rpl32*. The assay was performed twice. One representative experiment is shown. **I**, Rescue cell lines analysed in an EB differentiation time course at day 8 and 10 of differentiation by RT-qPCR. *Nanog* and *Esrrb* expression is shown. Normalisation was performed against *Rpl32*, and expression levels are shown relative to WT. Mean and standard error of the mean (SEM) for n=2 biological replicates are shown. **J**, Teratomas derived from WT, *Smg6* KO and *Smg6* rescue ESCs. **1-2**: areas of WT-derived teratoma showing well differentiated tissues of mesodermal (e.g., X enchondral ossification; Y cartilage), endodermal (e.g., Z), and ectodermal (neuronal rosettes; N) origin. **3**: Area of *Smg6* KO-derived teratomas showing abundant poorly differentiated neuronal tissue; poorly differentiated endodermal and mesodermal tissues are present at lower abundance (not shown). Abundant mitotic structures present in neuronal tissue (arrows) demonstrate high proliferative capacity (**4**). **5**: Area of *Smg6* rescue-derived teratomas showing examples of well differentiated endodermal (Z) and mesodermal (Y: cartilage) tissues. Higher power magnification shows an endodermal duct with different, well developed epithelial cell types (**6**). **K**, RT-qPCR analysis confirming the siRNA-mediated knockdown of NMD components. Mean and

SD of technical replicates are plotted for each cell line. Expression was normalized to *Rpl32*; results are shown as expression levels relative to siNeg (dashed line). **L**, Expression levels of *Gadd45b* in the indicated cell lines after siRNA-treatment measured by RT-qPCR. Expression was normalized to  $\beta$ -actin. Mean and SD of replicates are plotted for each cell line (n=2 biological replicates). **M**, RT-qPCR analysis of the indicated genes at N24 in WT, *Smg5* KO and *Smg5/Smg6* dKO cell lines. Expression was normalized to  $\beta$ -actin; results are shown as expression levels relative to WT. Mean and SD are plotted; n=2 biological replicates. A paired, two-tailed t-test was performed to compare *Smg5* KO with *Smg5/Smg6* dKOs. *p* values are indicated in the plot.

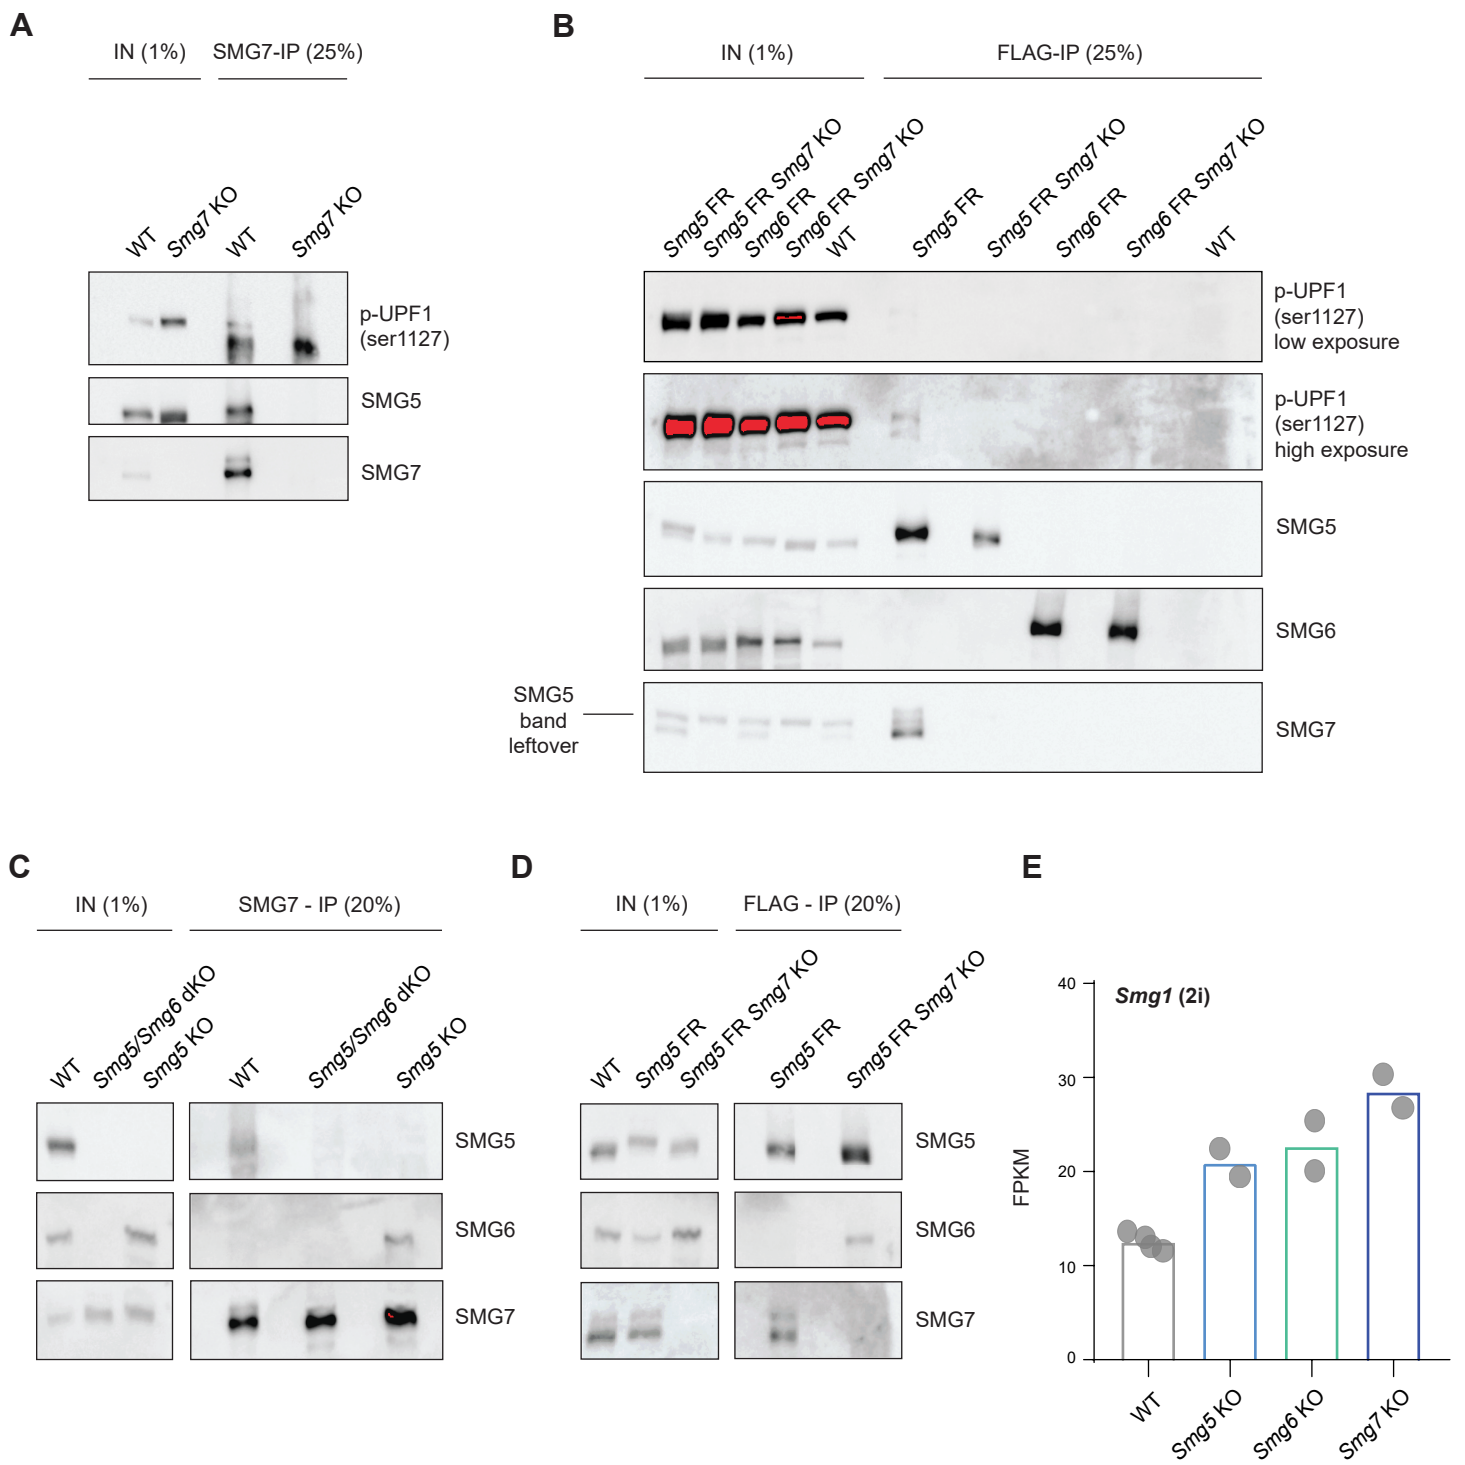

**Supplemental Fig. 2 | SMG7 alone is sufficient for p-UPF1 binding and required for mediating the SMG5-p-UPF1 interaction.** **A**, Western blot analysis of SMG7 co-IP in the indicated cell lines without cyanase treatment. Antibodies used are indicated in the Figure. **B**, Western blot analysis of SMG5 co-IP (flag antibody co-IP) in the indicated cell lines without cyanase treatment. Antibodies used are indicated in the figure. A and B show control experiments for the Western blots shown in Figures 2A and 2B. There is no unspecific co-precipitation by the antibodies used. **C**, Western blot analysis after SMG7 co-IP in the indicated cell lines without cyanase treatment. Antibodies used are indicated in the figure. **D**, Western blot analysis of SMG5 co-IP (flag antibody co-IP) in the indicated cell lines without cyanase treatment. Antibodies used are indicated in the figure. C and D show experiments performed in parallel to those shown in Figures 2A and 2B and show one representative of two experiments with consistent results. **E**, Expression levels (FPKM) of *Smg1* derived from RNA-Seq analysis in WT and NMD KO ESCs in 2i. Mean values between biological replicates are plotted.

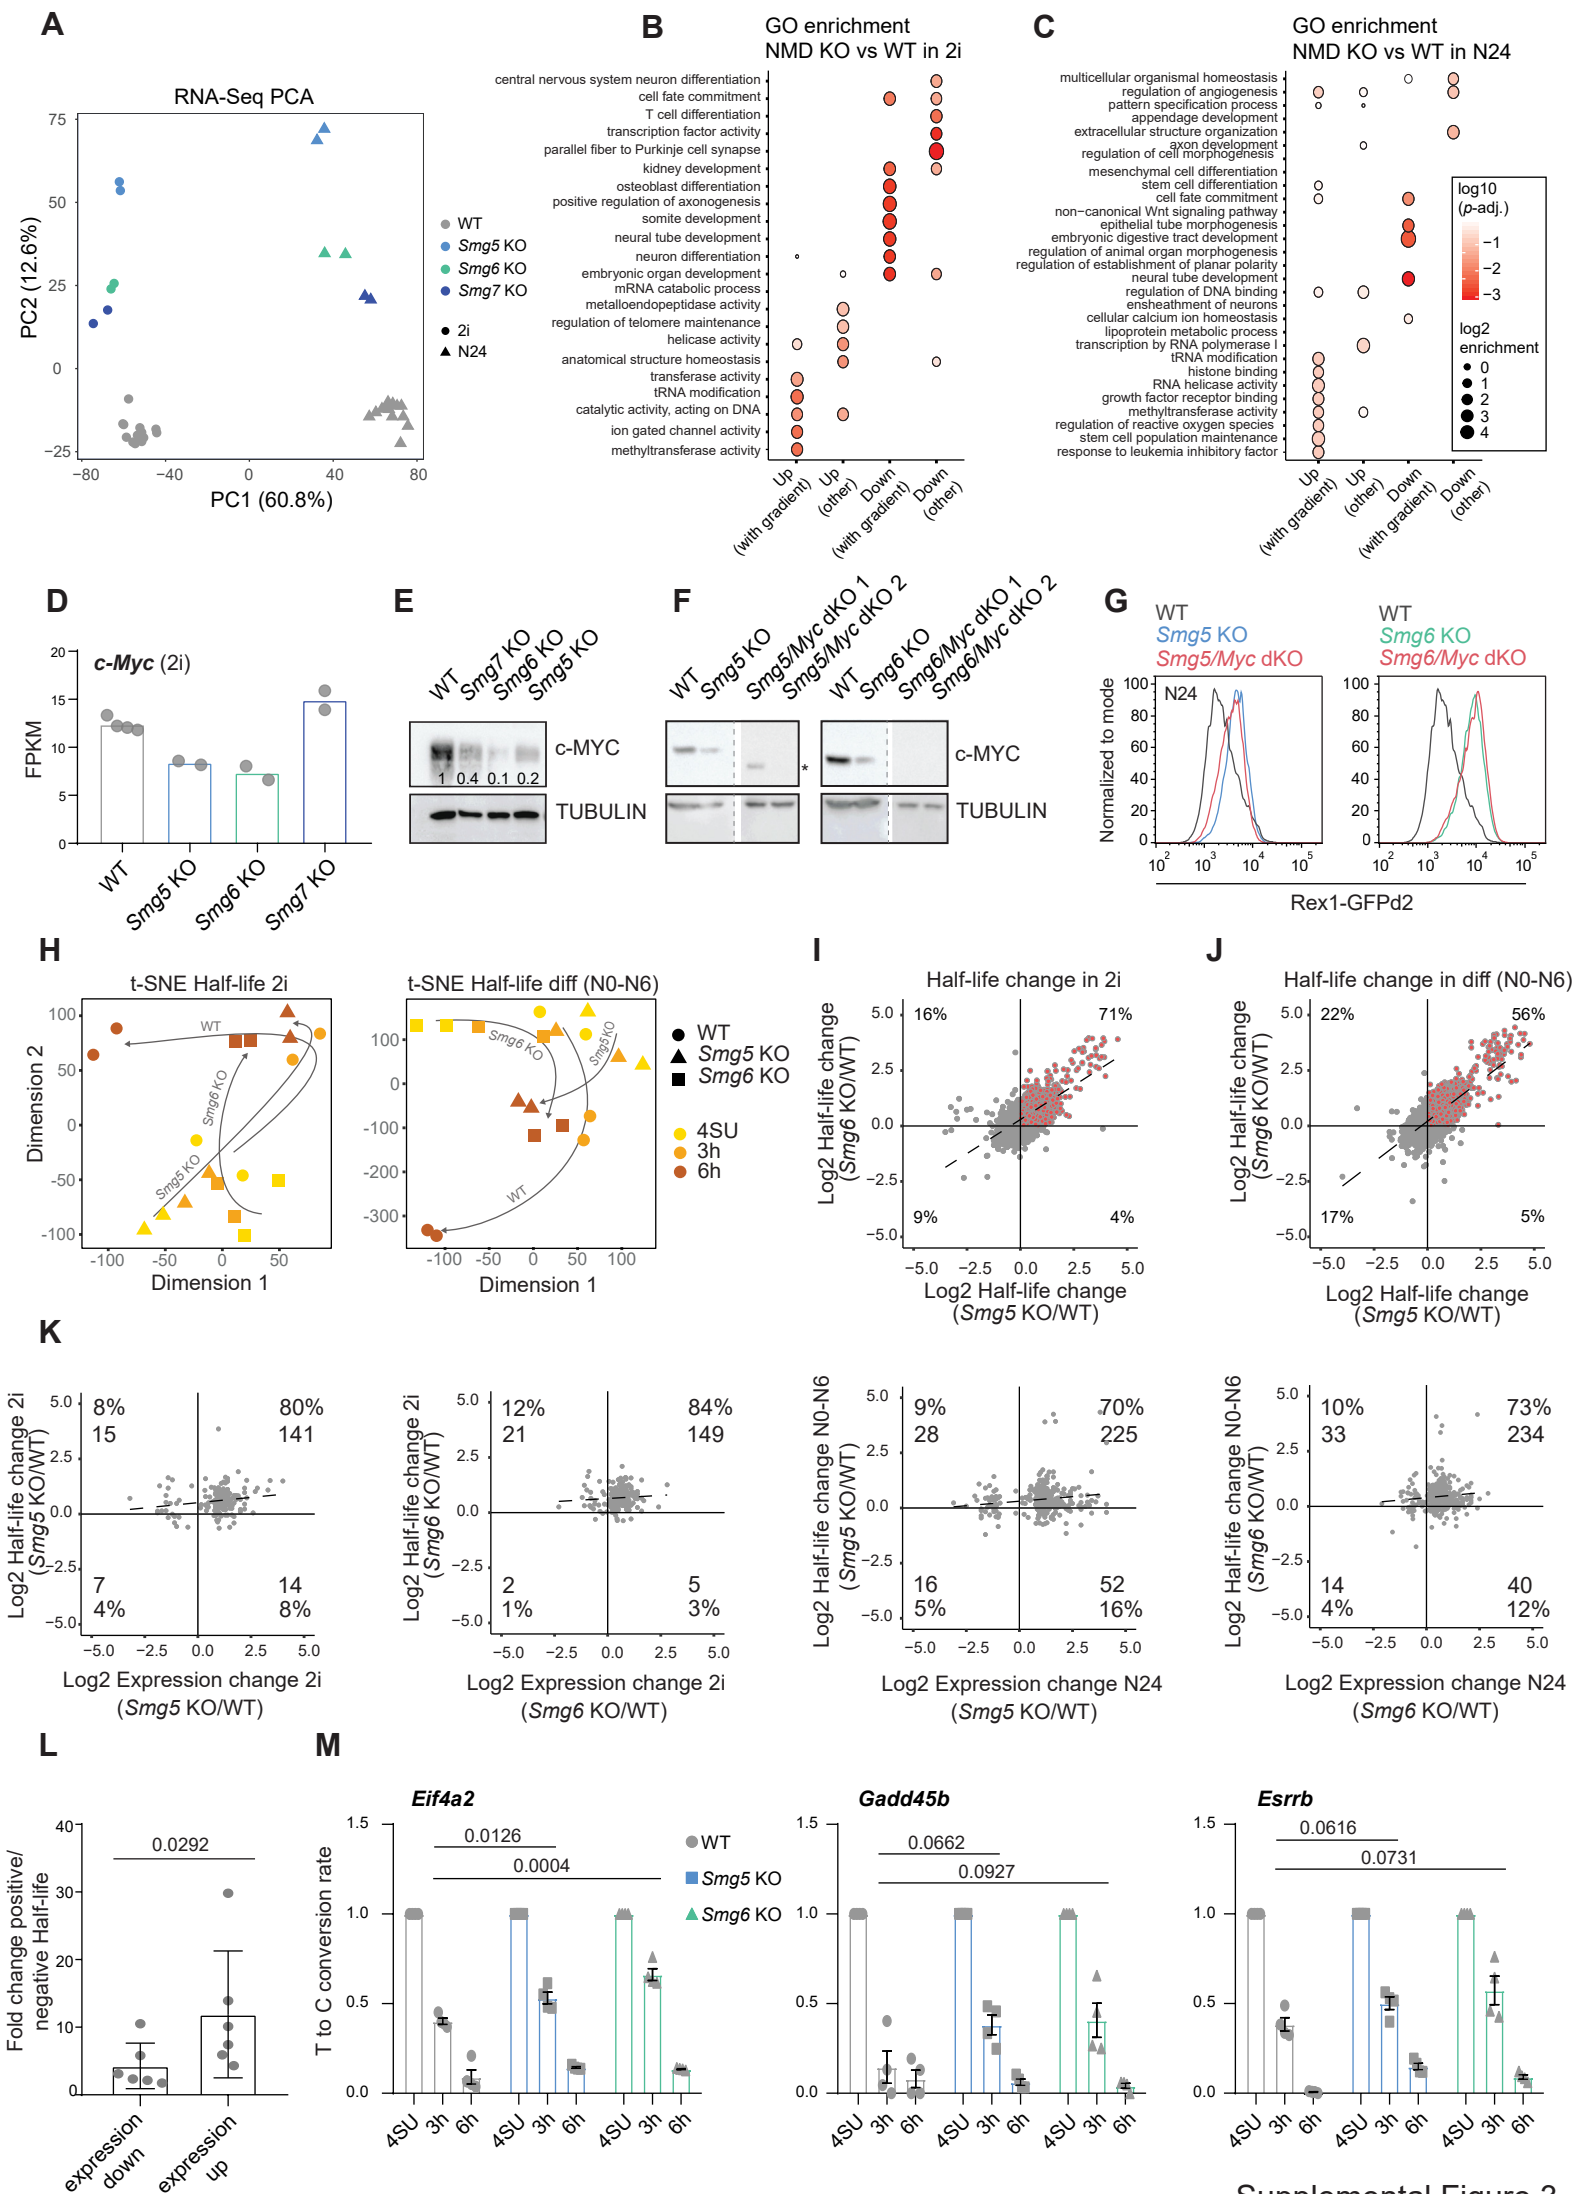

Supplemental Figure 3

**Supplemental Fig. 3 | Integrating transcriptome-wide gene expression with mRNA half-life analysis identifies relevant NMD targets during the exit from naïve pluripotency.** **A**, PCA plot based on RNA-Seq data of WT and Smg-factor KO ESCs in 2i and 24h after 2i withdrawal (N24). Each symbol indicates one specific sample as indicated in the legend. **B**, Significantly enriched GO terms of differentially expressed transcripts in Smg-factor KO cells in 2i, as indicated on the x-axis. **C**, Similar to B for differentially expressed transcripts at N24. **D**, Expression levels (FPKM) of *c-Myc*, derived from RNA-Seq in WT and Smg-factor KO ESCs in 2i. Mean values between biological replicates are plotted. Statistical analysis between WT and Smg-factor KO ESCs showed no significant increase in *c-Myc* expression levels. **E**, Western blot analysis for c-MYC expression in WT and NMD KO ESCs. TUBULIN was used as loading control. **F**, Western blot analysis confirming absence of c-MYC protein in *Smg5* or *Smg6/c-Myc* dKO ESCs. TUBULIN was used as loading control. \* band corresponds to a potential truncated protein. **G**, Rex1-GFPd2 flow cytometry profiles at N24 in WT, Smg-factor KO and *Smg5* or *Smg6/c-Myc* dKO cells. **H**, t-SNE plot showing SLAM-Seq data. Colors indicate timepoints and symbols indicate genotypes. Arrows were manually added and show the trajectory during the chase. **I**, Comparison of half-life (HL) changes between *Smg5* and *Smg6* KO cells in 2i. **J**, As in I for HL changes at the onset of differentiation (N0-N6). **K**, Correlation between differential expression and HL changes. All genes which are significantly deregulated in 2i or at N24 in RNA-Seq for which half-lives could be calculated are plotted. The first two panels show a comparison between HL changes in 2i and expression changes in 2i for *Smg5* KO cells (first) and *Smg6* KO (second). The third and fourth panels show a comparison between HL changes at the onset of differentiation (N0-N6) for *Smg5* KO cells (third) and *Smg6* KO (fourth) and expression changes at N24. **L**, Plot showing quantification of correlation of HL and transcription. The ratio between positive and negative HL changes is plotted for upregulated and downregulated transcripts. Each dot corresponds to one comparison shown in K, additionally including the comparison between HL changes in 2i and expression changes at N24. Mean and SD are indicated in the graph. A paired t-test was used to calculate *p* values. **M**, Quantification of T to C conversion rates on selected targets in WT, *Smg5* and *Smg6* mutant cell lines throughout a 4SU-based pulse chase experiment (SLAM-Seq). Mean and SD are indicated in the graph. Unpaired t-test was used to calculate *p* values for the 3h timepoint. Data obtained in 2i and at N0-N6 were merged as *bona-fide* replicates in these plots.

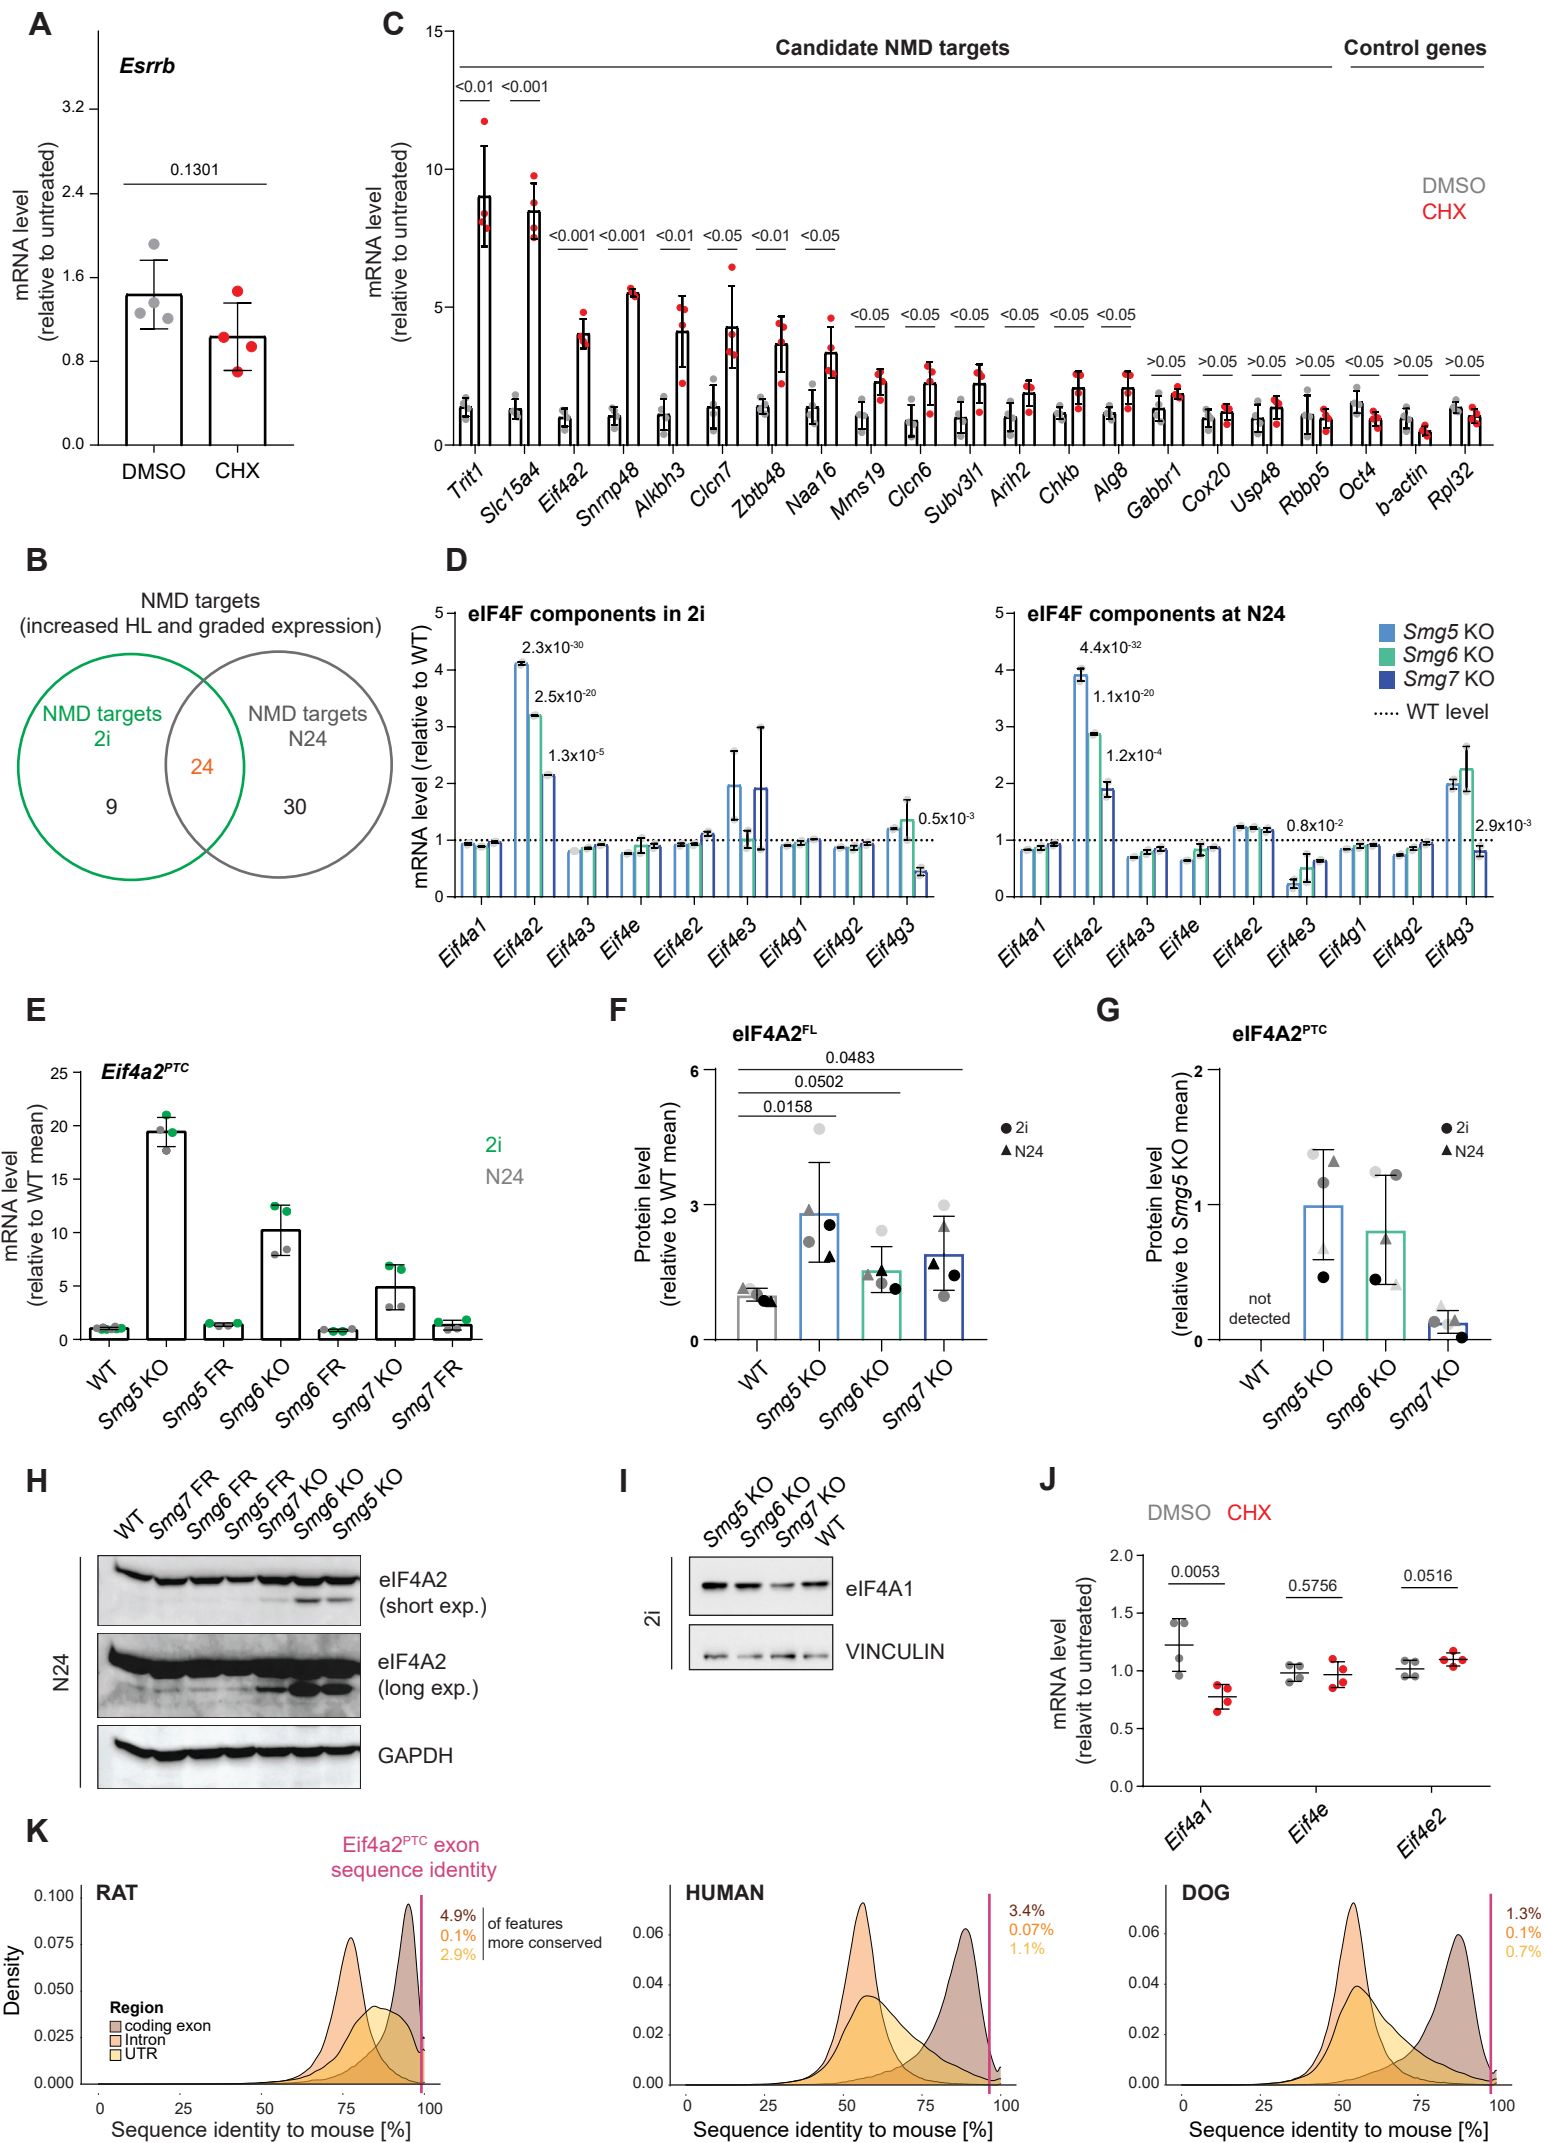

Supplemental Figure 4

**Supplemental Fig. 4 | *Eif4a2* is a *bona-fide* NMD target in ESCs.** **A**, RT-qPCR results showing *Esrrb* expression after treatment with cycloheximide (CHX) or DMSO in WT ESCs. Data shown is normalized to untreated WT ESCs. Mean and SD are plotted; n=4 biological replicates. Unpaired, two-tailed t-test was performed to compare DMSO and CHX treatments and the resulting *p* value is shown in the plot. **B**, Overlap of transcripts belonging to the 'Increased HL in 2i and at N0-N6 in *Smg5* and *Smg6* KOs' group (see Fig. 3F) and showing graded upregulation either in 2i ('NMD targets 2i', green) or at N24 ('NMD targets N24', grey). **C**, Transcript levels of indicated candidate NMD targets (18 out of 24 candidates identified in B) and controls after treatment with DMSO or CHX in WT ESCs measured by RT-qPCR. Data shown is normalized to untreated WT ESCs. Mean and SD are plotted; n=4 biological replicates. Unpaired, two-tailed t-test was performed between DMSO and CHX comparison for each gene, and the resulting *p* values are shown in the plot. **D**, Expression level (based on FPKM derived from RNA-Seq analysis) of eIF4F complex components in Smg-factor KO ESCs relative to WT ESCs in self-renewal (2i, left) and at N24 (right). Mean and SEM of biological duplicates are plotted. Statistically significantly differential expression following a graded pattern was only detected for total *Eif4a2* (including all transcript variants). *p* values are indicated in the plots. **E**, RT-qPCR data showing expression levels of *Eif4a2*<sup>PTC</sup> in WT, Smg-factor KO and NMD rescue cell lines in 2i and at N24. Expression levels were normalized to *Rpl32*; results are shown as expression levels relative to the WT mean. Mean and SD for n=2 technical replicates for each time point are shown. **F**, Quantification of eIF4A2<sup>FL</sup> protein expression in WT and Smg-factor KO ESCs in 2i and at N24 measured by Western blot analysis. Expression was normalized to VINCULIN; results are shown as expression levels relative to the WT mean. Mean and SD for n=3 (2i) and n=2 (N24) independent experiments (distinguished by different grayscale colors) are shown. Paired, two-tailed t-tests were performed to compare WT with each Smg-factor KO. *p* values are indicated in the plot. **G**, Quantification of eIF4A2<sup>PTC</sup> protein expression in WT and NMD KO ESCs in 2i and at N24 measured by Western blot analysis. Expression was normalized to VINCULIN; results are shown as expression levels relative to the *Smg5* KO mean. Mean and SD for n=3 (2i) and n=2 (N24) independent experiments (distinguished by different grayscale colors) are shown. **H**, Western blot analysis for eIF4A2 protein levels in WT, NMD KO and NMD rescue ESCs (Flag-rescue (FR)) at N24. GAPDH was used as loading control. **I**, Western blot analysis for eIF4A1 expression in WT and NMD KO ESCs. VINCULIN was used as loading control. **J**, Expression levels of the indicated genes measured by RT-qPCR after treatment with CHX or DMSO in WT ESCs. Data shown is normalized to untreated WT ESCs. Mean and SD are plotted; n=4 biological replicates. Unpaired, two-tailed t-test was performed between DMSO and CHX comparison for each gene, and the resulting *p* values are shown in the plot. **K**, Densities of the distribution of the sequence identities of indicated regions of the mouse transcriptome compared to rat, human and dog. The pink line indicates the level

of sequence identity of the PTC-containing *Eif4a2* exon. Percentage of genomic features with higher conservation than the *Eif4a2* PTC-exon are indicated in the graphs.

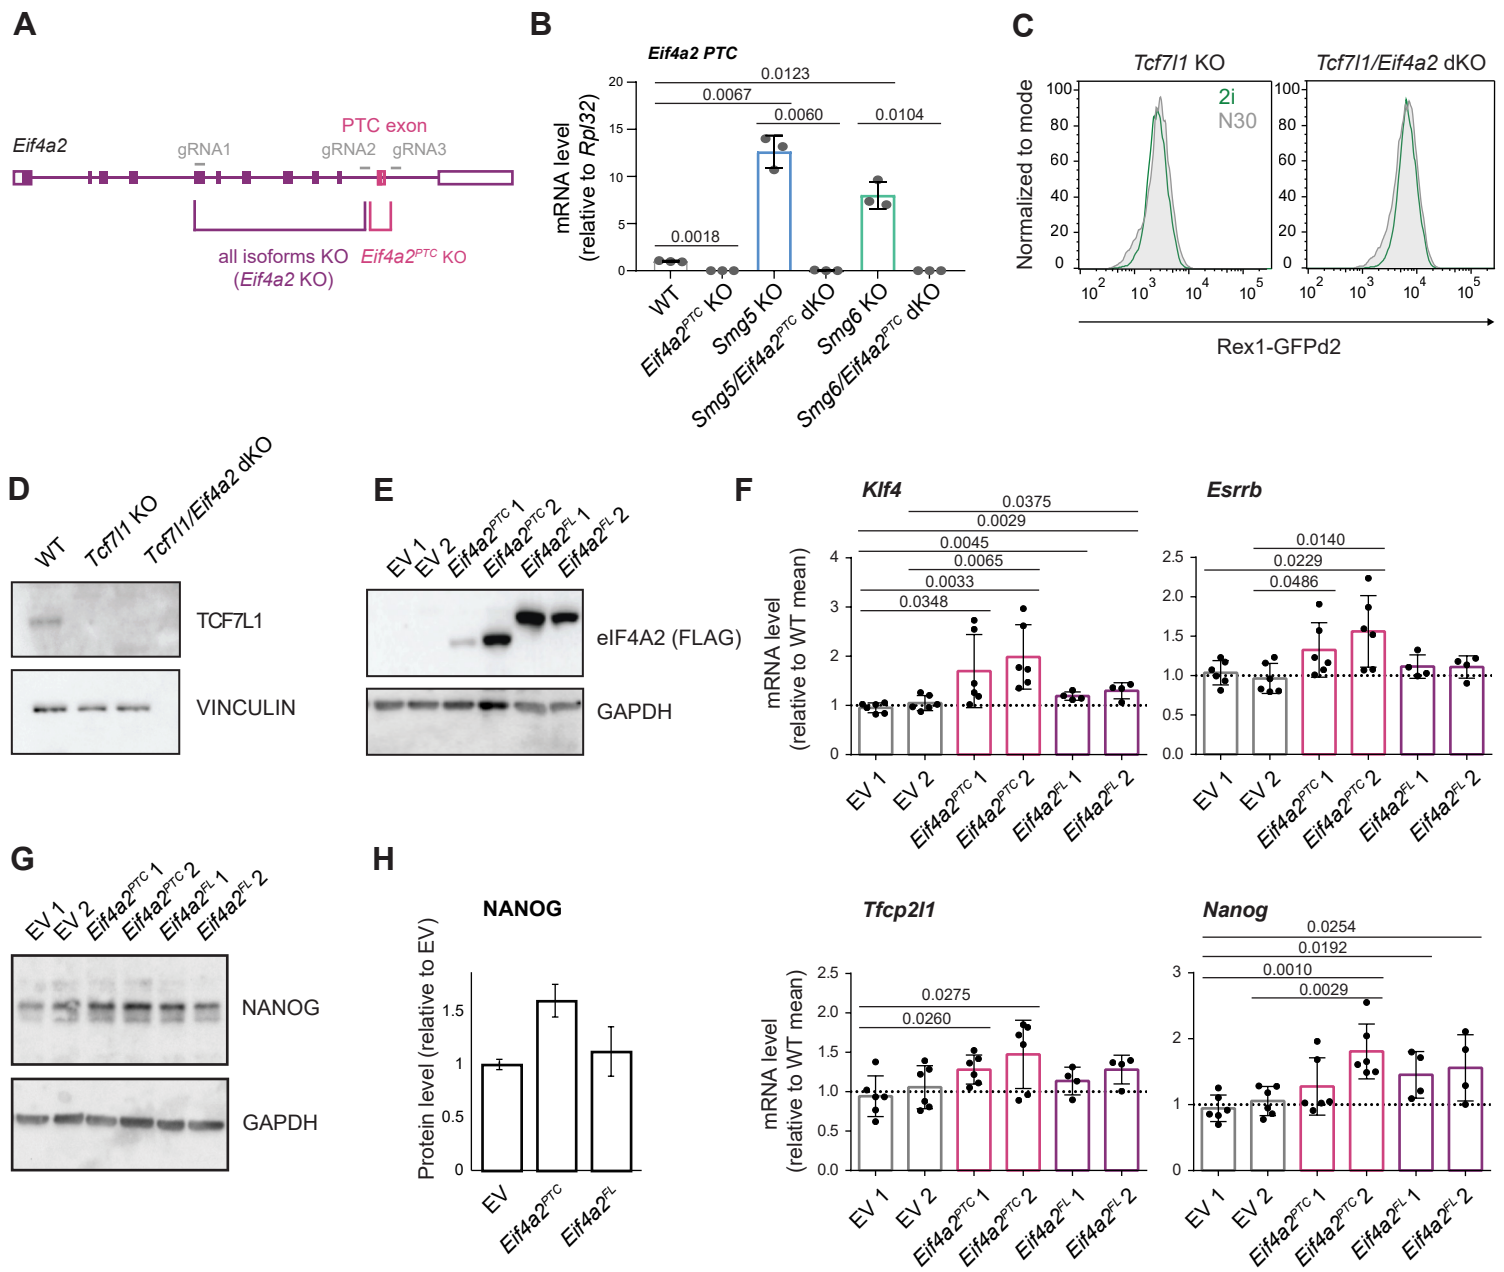

**Supplemental Fig. 5 | *Eif4a2* is causative for defects in exit from naïve pluripotency in *Smg5*-deficient ESCs.** **A**, Illustration of the strategy to generate *Eif4a2* and *Eif4a2*<sup>PTC</sup> KO ESCs utilizing CRISPR-Cas9. The *Eif4a2* gene structure is shown, and the position of each individual gRNA is indicated. gRNA1 and gRNA3 were used in combination to delete all *Eif4a2* isoforms. gRNA2 and gRNA3 were used in combination to delete the *Eif4a2*<sup>PTC</sup> isoform. **B**, RT-qPCR using *Eif4a2*<sup>PTC</sup>-specific primers. Expression was normalized to *Rpl32*. Mean and SD for n=3 independent experiments are shown. Paired, two-tailed t-test was used to calculate *p* values. **C**, Rex1-GFPd2 flow cytometry profile in *Tcf7l1* KO and *Tcf7l1/Eif4a2* dKO ESCs in 2i (green) and at N30 (grey). **D**, Western blot analysis for TCF7L1 expression in the indicated cell lines. VINCULIN was used as loading control. **E**, Western blot analysis showing eIF4A2<sup>FL</sup> and eIF4A2<sup>PTC</sup> protein levels upon overexpression of 3xFLAG-eIF4A2<sup>FL</sup> or 3xFLAG-eIF4A2<sup>PTC</sup> in WT. WT cells transfected with an empty vector (EV) show no signal. GAPDH was used as loading control. **F**, RT-qPCR analysis of the indicated genes at N30 in EV, eIF4A2<sup>FL</sup>- and eIF4A2<sup>PTC</sup>-overexpressing cell lines shown in E. Expression was normalized to *Rpl32*; results are shown as expression levels relative to untransfected WT cells (dotted line). Mean and SD are plotted for each cell line, n=3 biological replicates. Unpaired, two-tailed t-test was used to calculate *p* values. **G**, Western blot analysis for NANOG expression in the indicated cell lines at N24. GAPDH was used as loading control. **H**, Bar graph showing quantification of NANOG protein levels in eIF4A2<sup>FL</sup>- and eIF4A2<sup>PTC</sup>-overexpressing cell lines relative to EV, normalized to GAPDH. Mean and SEM are shown.

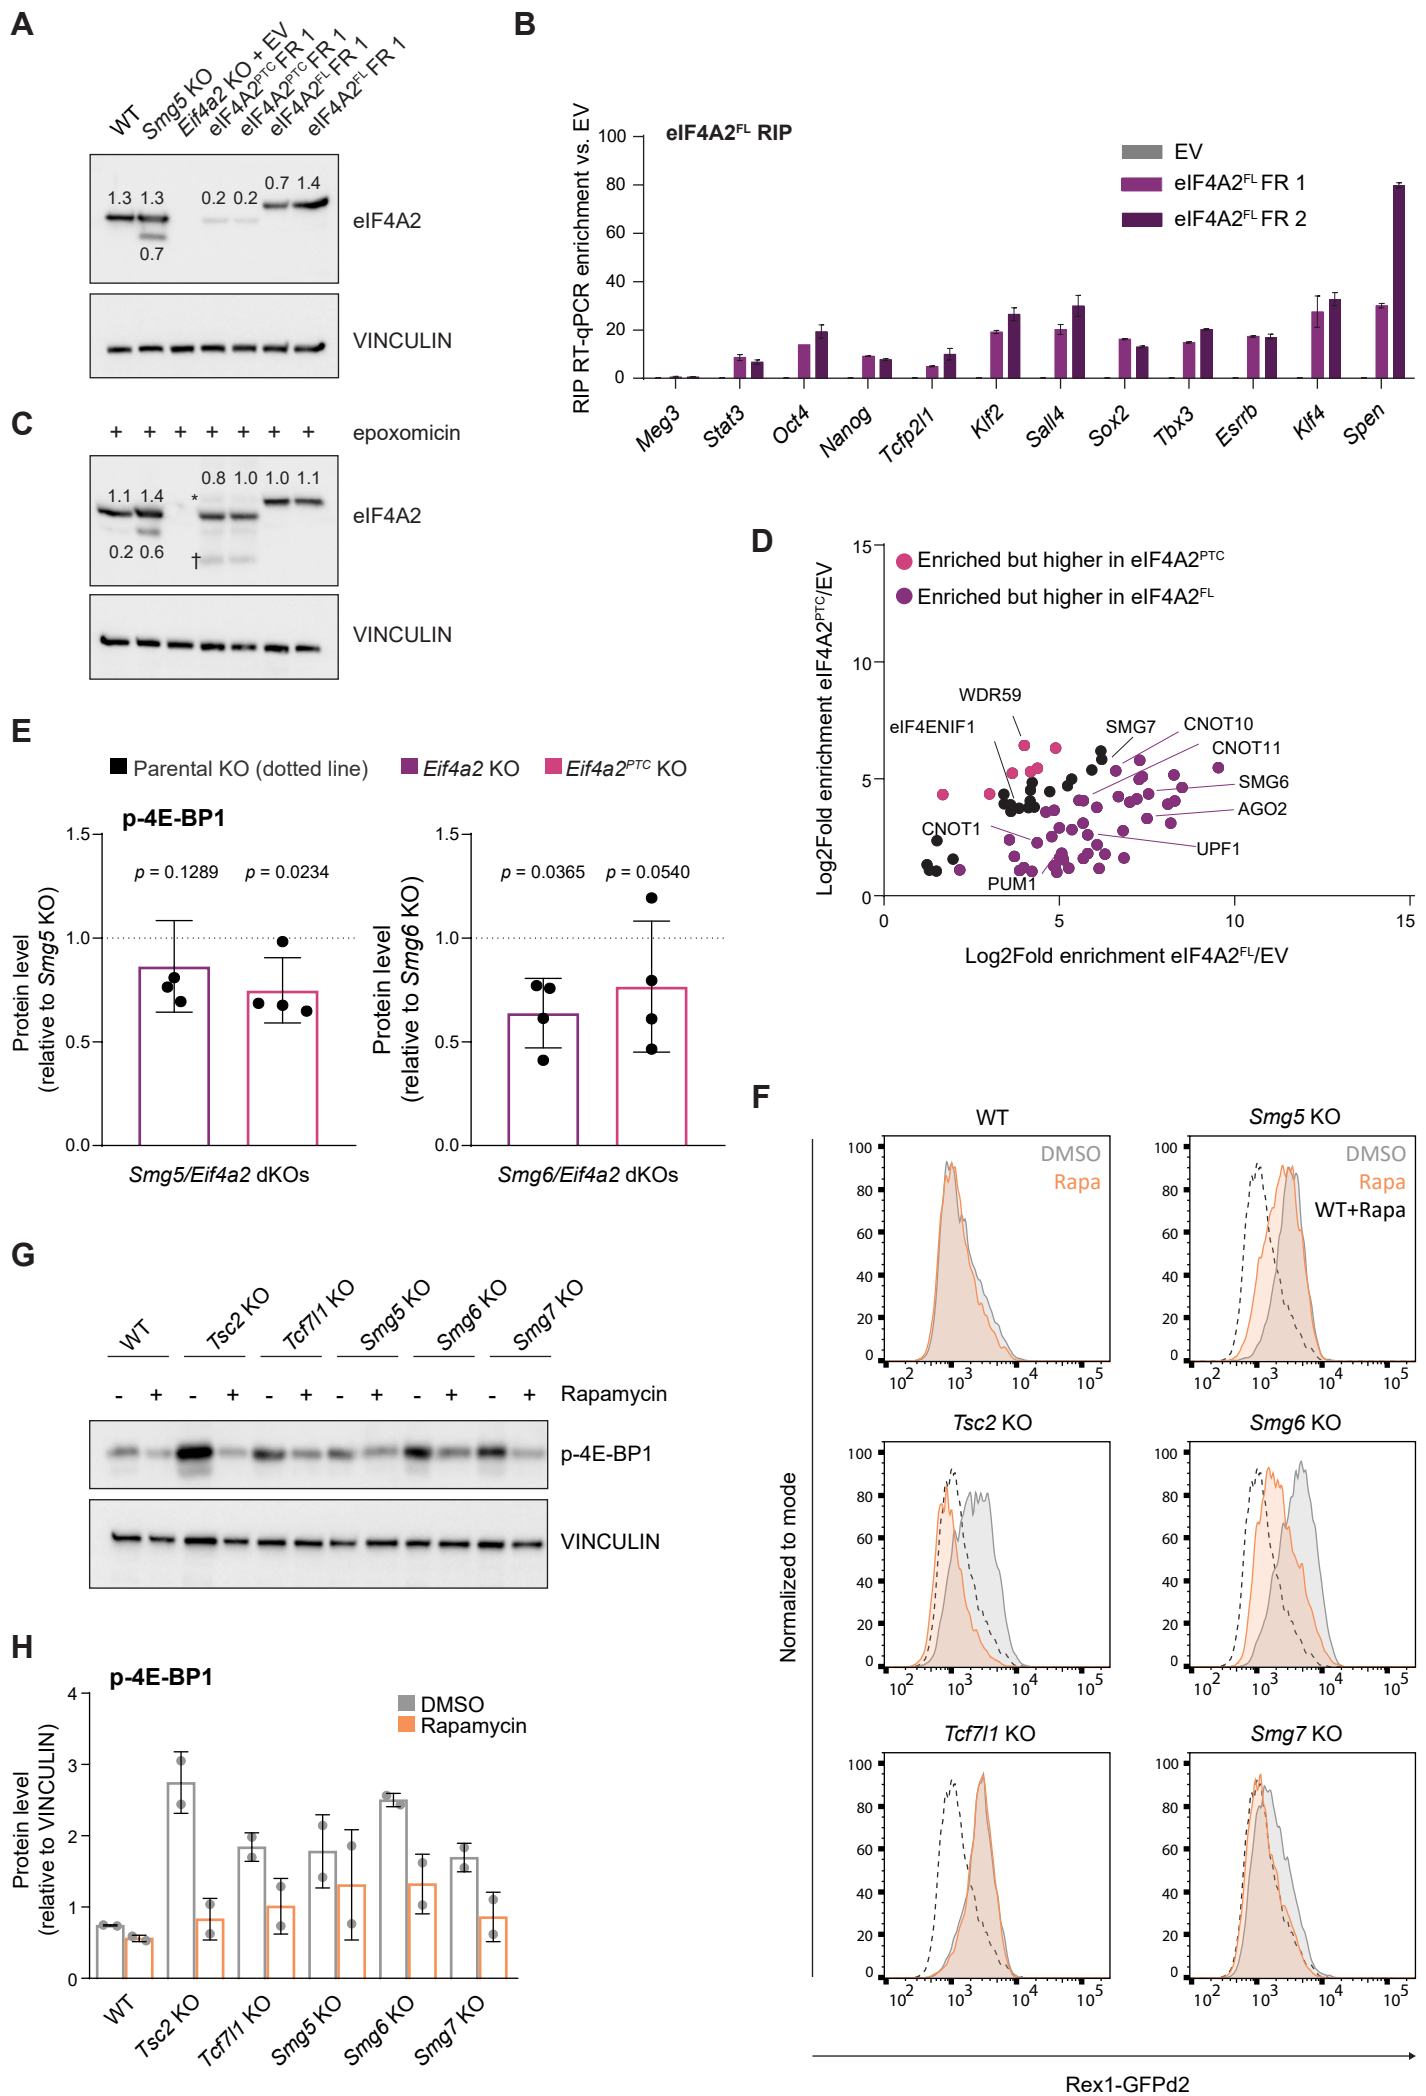

Supplemental Figure 6

**Supplemental Fig. 6 | *Eif4a2*-mediated differentiation delay is caused by PTC isoform-dependent regulation of translation**

**A**, Western blot analysis for eIF4A2 in clonal *Eif4a2* KO cells in which eIF4A2<sup>PTC</sup> or eIF4A2<sup>FL</sup> isoforms were re-expressed from transposon-based vectors (2 clones each, used as biological replicates in mass-spectrometry and RIP experiments). VINCULIN was used as loading control. Numbers in the plot indicate protein levels relative to VINCULIN. **B**, RT-qPCR validation of eIF4A2<sup>FL</sup> RIP-Seq experiments. The non-protein-coding *Meg3* gene was used as negative control. Values were normalized to empty vector (EV)-RIP and to input. Mean and SD are plotted. Biological duplicates of eIF4A2<sup>FL</sup> RIP-samples are shown separately in shades of purple. RIP-Seq results were confirmed utilizing primers detecting a set of pluripotency marker genes. 

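The pluripotency genes of the RT-qPCR panel were *Stat3*, *Pou5f1*, *Nanog*, *Tfcp2l1*, *Klf2*, *Sall4*, *Sox2*, *Tbx3*, *Esrrb*, and *Klf4*. In the RIP-seq counts, 7 of these 10 genes were higher in RIP eIF4A2 FL than in RIP EV after TMM normalization, 8 were higher on library size alone, and 3 of them passed the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Esrrb* was at 599 ± 5.49 CPM (SD, n = 2) in RIP eIF4A2 FL and 113 ± 47.4 CPM (SD, n = 2) in RIP EV (log2 fold change 2.14, standard error 0.359, adjusted p = 0.00689 from the edgeR test). *Klf2* was at 652 ± 160 CPM (SD, n = 2) and 197 ± 69.2 CPM (SD, n = 2) (log2 fold change 1.44, standard error 0.376, adjusted p = 0.0288 from the edgeR test); without RIP eIF4A2 FL replicate 1 the adjusted p of *Klf2* from the edgeR test was 0.125. Over the alternatives the adjusted p ran from 1.55e-06 to 0.209 for *Esrrb*, from 0.00350 to 0.356 for *Klf2*, and from 5.24e-05 to 0.247 for *Pou5f1*. *Pou5f1* had 0 counts in both RIP EV libraries and 9.82 and 31.4 CPM in the RIP eIF4A2 FL libraries (adjusted p = 0.0135 from the edgeR test). That is 35.9-fold above the floor of 3 counts, a limit for counting error alone. This limit was 22.3-fold and 13.6-fold without RIP EV replicates 1 and 2, and 56.4-fold and 17.6-fold without RIP eIF4A2 FL replicates 1 and 2. Its level is uncertain if near-identical copies of the gene share its reads, because reads that align to more than 1 place were set aside. *Sall4*, *Tbx3*, *Klf4*, and *Tfcp2l1* were higher without passing the threshold (adjusted p from 0.121 to 0.827 by the edgeR test). *Stat3*, *Sox2*, and *Nanog* were lower or level, with log2 fold changes of −1.22, −0.43, and −0.01 (adjusted p = 0.0768, 0.421, and 0.994 from the edgeR test), and *Nanog* was higher by 0.26 on library size alone. The RT-qPCR values are relative to both EV and input. On that scale, the RIP over input ratio was higher in eIF4A2 FL than in EV cells for 7 of the 10 genes, with 1 past the threshold, *Pou5f1*. The lower ones were *Stat3* (−0.53), *Tfcp2l1* (−0.40), and *Nanog* (−0.09), while *Sox2* was at 0.04. RT-qPCR measures recovered amounts and sequencing measures shares of a library. Taken relative to *Meg3* in the same library, a scale chosen after seeing the data, all 10 genes were higher in every pair of a RIP eIF4A2 FL and a RIP EV library, by 3.51 (*Stat3*) to 8.59 (*Pou5f1*) on the log2 scale. This scale carries the depletion of *Meg3* itself, so that any transcript less depleted than *Meg3* is higher on it.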

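*Spen* lies on chromosome 4 of mm10 (141467890 to 141538597, minus strand). It was at 377 ± 160 CPM (SD, n = 2) in the RIP eIF4A2 FL libraries, 35.3 ± 7.64 CPM (SD, n = 2) in their inputs, and 0 and 30.8 CPM in RIP EV replicates 1 and 2. By the size of its change from input to RIP it was at rank 3 of the 10754 expressed transcripts, with a log2 fold change of 3.12 (standard error 1.48, adjusted p = 0.635 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on 8 libraries). The edgeR fit of the 4 libraries compared gave an adjusted p of 0.00241, and DESeq2 gave 0.343 on 8 libraries and 2.99e-13 on these 4; the range over the alternatives with 8 or 4 libraries was 2.99e-13 to 0.836. Against RIP EV, *Spen* had a log2 fold change of 4.34 (standard error 1.57, adjusted p = 0.0853 from the same edgeR test). Over the alternatives with all RIP EV libraries kept, its adjusted p ran from 0.00166 to 0.287. The value rested on single RIP EV libraries. Without replicate 1 it was 3.37 (adjusted p = 2.75e-04 from edgeR's test), and without replicate 2, where the lone RIP EV library had 0 counts, the adjusted p was 3.65e-06 from edgeR's test.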

*Spen* serves as positive control and was one of the most enriched transcripts in RIP-Seq analysis. **C**, Western blot analysis as in A, but after treatment with epoxomicin. Numbers in the plot indicate protein levels relative to VINCULIN. † indicates potential degradation products, and \* refers to potential post-translational modifications. **D**, Dot-plot showing mass-spectrometry enrichment in eIF4A2<sup>PTC</sup> and eIF4A2<sup>FL</sup> co-IP in ESCs. Only proteins that were detected as interactors of both eIF4A2 isoforms are plotted. Proteins more strongly bound to eIF4A2<sup>PTC</sup> are depicted as pink dots. Proteins more strongly bound to eIF4A2<sup>FL</sup> are depicted as purple dots. **E**, Quantification of p-4E-BP1 protein levels in 2i in *Smg5* KO (left) and *Smg6* KO (right) ESCs depleted for *Eif4a2* or *Eif4a2*<sup>PTC</sup>, measured by Western blot analysis. Expression levels were normalized to GAPDH; results are shown as expression levels relative to the respective parental cell line (dotted line). Mean and SD for n=4 independent experiments are shown. Paired, one-tailed t-tests were performed to compare Smg-factor KO ESCs deficient for *Eif4a2* or *Eif4a2*<sup>PTC</sup> with their parental Smg-factor KO. *p* values are indicated in the plot. **F**, Rex1-GFPd2 flow cytometry analysis of the indicated cell lines treated with DMSO (grey) or with 20 nM Rapamycin (Rapa, orange). Rex1-GFPd2 levels of Rapamycin-treated WT cells are shown as black dashed line. One representative of n=5 independent experiments is shown. **G**, Western blot analysis for p-4E-BP1 expression in the indicated cell lines, upon treatment with DMSO (-) or 20 nM Rapamycin (+). VINCULIN was used as loading control. One of n=2 independent experiments is shown. **H**, Bar graph showing quantification of p-4E-BP1 protein expression measured by Western blot analysis (normalized to VINCULIN) in n=2 independent experiments. SEM is shown.

How the deposited data were processed for this re-analysis (not part of the article)

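RNA from anti-Flag immunoprecipitates (RIP) and from their inputs was sequenced in *Eif4a2* KO ESCs that carried the empty vector (EV) or re-expressed Flag-eIF4A2 FL. There were 8 libraries in 4 groups of 2: input EV, input eIF4A2 FL, RIP EV, and RIP eIF4A2 FL. The other data of the paper, and RIP-seq of Flag-eIF4A2 PTC, were not analysed here.

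According to the paper, the authors prepared QuantSeq libraries, trimmed the reads with bbduk, mapped them to mm10 with STAR (version 2.5.3a), indexed the alignments with SAMtools, and counted reads per gene with HTSeq-count (version 0.11.2). The deposited values are these raw counts, 1 column per library, and they are whole numbers without normalization. The table holds 52550 genes and 5 summary lines of HTSeq-count. Of the gene identifiers, 52403 matched the GENCODE annotation of GRCm38 used here for names, positions, classes, and transcript lengths. The annotation release that the authors counted on and the strand setting are not given in the sources used here. Antisense and overlapping genes, and genes with near-identical copies such as ribosomal protein genes and their pseudogenes, are therefore uncertain.

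Reads on genes came to between 2044853 (RIP EV replicate 1) and 11206420 (RIP eIF4A2 FL replicate 1) per library. The summary lines stayed out of library totals and tests. Reads with more than 1 alignment made up 27.0% to 52.1% of the reads in the table, reads outside annotated exons 3.30% to 45.8%, and ambiguous reads 0.366% to 0.759%. The 10 most abundant genes of a library took 5.74% to 21.0% of its gene reads. An abundant gene with uneven levels was *Gm42418* (chromosome 17, 39846958 to 39848788), named after its values were seen, with 104900 and 18333 CPM in input EV, 94432 and 701 CPM in input eIF4A2 FL, 136204 and 93553 CPM in RIP EV, and 2862 and 13941 CPM in RIP eIF4A2 FL. For a transcript with 0 counts in RIP EV, the floor of 3 counts over both libraries is 0.557 CPM. The floor covers counting error only, since the reads carry no molecular identifiers. It leaves out the spread between the RIP EV libraries, so higher levels are not excluded.

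Transcripts with a CPM of at least 1 in all 4 inputs were kept. The paper asks for this in all its input samples, which may include inputs that are not among these 4, and it reports 9812 transcripts, against 10754 here. One edgeR model (version 4.0.16, R version 4.3.3) was fitted to the counts of all 8 libraries with TMM factors and quasi-likelihood tests, so that the groups shared an estimate of the spread. Comparisons were RIP eIF4A2 FL against RIP EV, RIP against input in each cell line, input against input, and the difference between the RIP over input changes of the cell lines. P-values were adjusted by the Benjamini-Hochberg method and the threshold was 0.05. With 2 libraries per group, a call rests on the spread that edgeR shares between genes. CPM values in the text are on the total of gene reads. The relation of expression and RIP level used the mean log2(CPM + 1) of each group. TMM and library size alone placed the median log2 fold change of all transcripts at 0.64 and 0.91 against RIP EV, and at 0.02 and 0.32 against input, so changes of single genes are to be read against these shifts.

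The 6 gene sets (cytosolic ribosomal protein mRNAs, mitochondrially encoded mRNAs, nuclear non-protein-coding RNAs, eIF4F and eIF3 subunits, mTOR pathway genes, and the pluripotency genes of the RT-qPCR panel) were tested with camera, at a preset correlation of 0.01 and at an estimated one, and with fry (limma version 3.58.1), with 12 tests in 1 family. Rank correlations of fold changes with the longest annotated transcript and with GC content were computed as descriptions across transcripts.

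Named transcripts are those that the paper names for the RIP-seq and its RT-qPCR, *Eif4a2* and *Eif4a1*, and the 3 largest rises and 3 largest falls among transcripts past the threshold in RIP eIF4A2 FL against input and against RIP EV, where both RIP eIF4A2 FL libraries lay on the called side of both others. The copy of Supplemental Table S5 at hand holds 1998 of its 10004 transcripts (names from A to C), and those values could be read before the rule was written. Other names were chosen after their values were seen, as said beside each. The groups, comparisons, tests, filter, gene sets, naming rule, and first list of alternatives were set before the data were examined.

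The alternatives were scaling by library size alone or by DESeq2 size factors, DESeq2 (version 1.42.0) on 8 libraries or on the 4 of a comparison, edgeR on these 4, filterByExpr or no filter on low counts, counts thinned to the smallest library, the replicate number as a block, leaving out each library, other pseudocounts (0.1 and 5), and other rules for the counts of transcripts. Alternatives added after seeing the data were limma voom with 1 quality weight per group, CPM on other totals, levels relative to *Meg3*, the conditions of the rules put on the lists of DESeq2 and of edgeR on 4 libraries, and leaving out each EV library for RIP eIF4A2 FL against input, where the EV libraries only share the spread.

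The fits were tested on simulated data with 200 changed transcripts among 10754. With 1 spread for all groups, the edgeR fit of 8 libraries found 99% of 4-fold and 27% of 2-fold changes between the RIPs, with 1 false call. The counts were also simulated with the spread of each group as measured, taken as its trend over abundance, in 3 draws without change. The common spread of a group, which summarizes this trend, was 30.0% for input EV and 28.0% for input eIF4A2 FL. It was 159% for RIP EV and 23.0% for RIP eIF4A2 FL (biological coefficient of variation).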

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

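In this part, the fit with a quality weight per group was chosen after the results were seen, and the simulation was chosen after the counts of calls were known but before any simulated count was.

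The change from input to RIP differed between eIF4A2 FL and EV cells for 2068 transcripts that were higher and 226 that were lower in eIF4A2 FL cells, by the test of the difference itself (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 10754 transcripts). A difference between groups brought these up. A biological reading is binding of these RNAs by Flag-eIF4A2 FL, which only 1 of the cell lines holds. Technical explanations are not excluded. The test takes the same spread for all groups, whereas the RIP EV libraries varied by 159% between replicates and the others by 23.0% to 30.0%. Counts were simulated without change and with the spread of each group as a trend over abundance. In them the same fit made 2001 to 2172 calls between the RIPs. The difference of changes was not simulated. A shared spread that is too small for RIP EV may therefore account for many of the calls. The count of higher transcripts was 0 without input EV replicate 1, without either eIF4A2 FL input, and without either RIP eIF4A2 FL library in edgeR's fit (2372 to 2487 at an unadjusted p under 0.05). It was 3858 without RIP EV replicate 1 and 5806 without RIP EV replicate 2. With a weight per group, limma voom called 0 higher and 0 lower (1901 and 243 at an unadjusted p under 0.05), while DESeq2 on 8 libraries gave 2631 higher and 608 lower.

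Olfactory and vomeronasal receptor genes (1398 genes, a list set before their counts were read) held 158 CPM in RIP EV replicate 1 (95% counting interval 141 to 176) and 49.0 CPM in RIP EV replicate 2 (41.8 to 57.1). The inputs held 9.80 to 22.8 CPM and the RIP eIF4A2 FL libraries 6.87 and 5.31 CPM. This is a signal in genes that the paper does not discuss, above that of the inputs in both libraries. Genomic DNA carried through the immunoprecipitation would bring such reads, and the RIP EV libraries also had the highest shares of reads outside annotated exons (45.8% and 29.7%). The prediction was a level of at least 5 times the highest input in both RIP EV libraries; it was 6.93 times in replicate 1 and 2.15 times in replicate 2. Genomic DNA and other sources of reads outside exons, such as unspliced RNA, cannot be told apart on these values, since replicate 2 lay between the bounds that were set. No biological explanation was tested.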

How the results depend on the processing

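The fit with a quality weight per group, CPM on other totals, levels relative to *Meg3*, further conditions on the lists of DESeq2 and of edgeR on 4 libraries, and leaving out an EV library for RIP eIF4A2 FL against input were chosen after seeing the data. Over the other alternatives that kept all libraries, 134 values of counts, relations, and gene sets kept their direction and side of the threshold or stayed within 1.5 times or 1 SD; 39 moved further, and 6 lost the threshold. Of the 134, 3 are conditions put on the empty list of transcripts enriched over input, which could only give 0. Of the values of single transcripts, 406 kept both, 26 passed the threshold anew, 25 lost it, and 11 changed sign. Unless a reason is given, the cause was not tested.

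The tool and the libraries that share a spread moved the counts most. DESeq2 on 8 libraries called 1128 transcripts lower against RIP EV (587 in edgeR's fit of 8 libraries). It called 274 higher and 430 lower in RIP eIF4A2 FL against input (0 and 6 in edgeR), 1075 higher in RIP EV against input (484 in edgeR), 608 lower for the difference of changes (226 in edgeR), and 1573 under the CPM rule (904 in edgeR). Between the inputs it called 11 higher and 2 lower; edgeR called 0 and 0 there, with 75 and 59 at an unadjusted p under 0.05. Of its transcripts enriched over input, 213 had the CPM minimum of 30, 242 a log2 fold change of at least 1, 175 a call over RIP EV, and 109 all of these. DESeq2 on the 4 libraries of a comparison called 806 higher against RIP EV (2664 in edgeR's fit of 8), 997 higher and 1098 lower against input, 305 higher and 487 lower in RIP EV against input (2828 lower in edgeR's fit of 8), 12 higher and 5 lower between the inputs, and 1575 under the CPM rule. The same conditions left 751, 868, 191, and 125 of its transcripts enriched over input.

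With the 4 libraries of a comparison, edgeR called 0 higher and 0 lower against RIP EV (2578 and 571 at an unadjusted p under 0.05). It called 908 higher (682 with the CPM minimum of 30 and 834 with a log2 fold change of at least 1) and 910 lower in RIP eIF4A2 FL against input, and 0 higher and 0 lower in RIP EV against input (460 and 2715 at an unadjusted p under 0.05). The group weights of limma voom, which gave RIP EV a weight of 0.112 and RIP eIF4A2 FL 2.55, moved the counts the same way. That fit called 0 higher and 9 lower against RIP EV (2134 and 307 at an unadjusted p under 0.05), 957 higher and 1038 lower against input, 0 and 0 in RIP EV against input (235 and 1879 at an unadjusted p under 0.05), and 0 and 0 for the difference of changes (1901 and 243 at an unadjusted p under 0.05). A spread shared by groups that vary unequally is a candidate cause, since unchanged simulated counts gave at least 2001 calls between the RIPs in the fit of 8 libraries and 0 in these fits.

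Filters mattered where few counts are. Without a filter on low counts, 22515 genes were tested, with 1155 lower against RIP EV, 7 higher and 81 lower against input, 937 higher in RIP EV against input, and 373 lower for the difference of changes. The relation of expression and RIP level was then 0.967 (Pearson) and 0.927 (Spearman) in eIF4A2 FL cells and 0.838 (Pearson) in EV cells, as genes near 0 in both measures were added. A pseudocount of 0.1 gave a Pearson r of 0.896 in eIF4A2 FL cells, and 5 gave 0.919. The filter filterByExpr called 3 lower against input. A CPM of at least 1 in all 8 libraries, which asks for reads in the RIP EV libraries too, left 4989 expressed transcripts.

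Scaling moved few counts of calls: against input, library size alone called 3 lower and DESeq2 size factors in edgeR called 3 lower. The balance of rises and falls against input did turn, from 331 higher and 632 lower at an unadjusted p under 0.05 with TMM to 620 and 382 on library size alone, and both RIP libraries lay above both inputs for 3412 transcripts and below for 3216 with TMM, against 4920 and 2007 by CPM on library totals. On library size alone, which raises all changes against RIP EV and input, *Nanog* was at 0.26 against RIP EV, and against input *Klf2* was at 0.17, *Sox2* at 0.24, *Esrrb* at 0.00751, and *Gdf15* at 0.27, each below 0 with TMM. *Gdf15* was at 0.0124 without a filter. *Nanog* lay next to 0 and changed sign against RIP EV in edgeR on 4 libraries (0.0102), with filterByExpr (0.0591), without a filter (0.15), on thinned counts (0.0225), and with group weights (0.13). Relative to *Meg3*, *Stat3* (3.51), *Nanog* (4.84), and *Sox2* (4.26) changed sign, which follows from the depletion of *Meg3*.

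In the gene sets, an estimated correlation between members in place of the preset one moved these sets out of the threshold: cytosolic ribosomal protein mRNAs against RIP EV (−2.09, camera adjusted p = 0.166), eIF4F and eIF3 subunits against input (−0.69, camera adjusted p = 0.340) and against RIP EV (−1.94, camera adjusted p = 0.487), and mitochondrially encoded mRNAs against input (−5.98, camera adjusted p = 0.0714) and against RIP EV (−7.86, camera adjusted p = 0.0787). These are medians of the set minus that of all transcripts on the voom scale, which the setting does not touch. The set of eIF4F and eIF3 subunits against RIP EV also lost the threshold on library size alone (−1.94, camera adjusted p = 0.0638).

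The legend of Supplemental Fig. S6A gives 2 clones as replicates, but the sources used here tie no replicate number to a clone, day, or lysate. Differences between replicates 1 and 2 correlated between groups at −0.07 to 0.13, with −0.00749 between the eIF4A2 FL input and RIP, so that the counts do not show that the numbers pair the libraries. With the replicate number as a block, edgeR called 2 lower against input, 318 higher in RIP EV against input, and 134 lower for the difference of changes, and *Nanog* against RIP EV was at 0.0301. If they mark the same clones, the block is the better fit, and under it *mt-Nd4* and *mt-Rnr1* against input and *Gm9625* and *Gm21056* against RIP EV were not past the threshold. The block moved no other count of calls beyond 1.5 times and changed no other call of a named transcript.

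Where a library is left out, the lone one is assumed to vary like the other groups. The counts against RIP EV then ran from 2050 to 6248 higher and from 136 to 1955 lower. The highest counts came without RIP EV replicate 2 (6248 higher, 1741 lower) and replicate 1 (4467 and 1955), and the lowest without RIP eIF4A2 FL replicate 1 (2050 and 136) and replicate 2 (2180 and 177). Against input, edgeR called 0 higher and 0 lower without any 1 of the 4 libraries compared, where DESeq2 on all 8 libraries called 274 and 430 and edgeR's full fit gave 331 and 632 at an unadjusted p under 0.05. The EV libraries only share the spread there. Without RIP EV replicate 1 edgeR called 780 higher and 845 lower, and without replicate 2 it called 868 and 777, so that the range was 0 to 868 higher and 0 to 845 lower over all libraries left out; without either input EV library it was 0 and 0 (235 and 236 higher, 517 and 515 lower at an unadjusted p under 0.05). Without either RIP EV library *Mtor*, *Spen*, *Meg3*, *Rian*, *Malat1*, *Gm9625*, and *Gm21056* passed the threshold against input, as did *Gm17300* without replicate 2. *mt-Cytb*, *mt-Nd4*, and *mt-Rnr1* lost it without any 1 of the 4 libraries compared and without either input EV library. In RIP EV against input the range was 90 to 1904 higher and 2136 to 6482 lower, with the fewest without input EV replicate 2 (90 and 2136) or replicate 1 (129 and 2138), and more without RIP EV replicate 1 (1904 and 4553) or replicate 2 (1787 and 6482). The difference of changes ran from 0 to 5806 higher and from 0 to 1337 lower; without input EV replicate 2 it was 1311 and 70, and without input EV replicate 1 it was 0 and 0 in edgeR, with 2428 and 364 at an unadjusted p under 0.05. The CPM rule gave 432 to 3072. Against RIP EV, *Gm9625* and *Gm21056* were not past the threshold without either RIP eIF4A2 FL library, nor was *Klf2* without RIP eIF4A2 FL replicate 1. *Spen* and *Klf4* passed it without either RIP EV library, *Eif4a2* without RIP EV replicate 1, and *Stat3*, *Nanog*, *Tfcp2l1*, and *Eif4a1* without RIP EV replicate 2.

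The relation of expression and RIP level stayed between 0.897 and 0.908 (Pearson) and between 0.901 and 0.914 (Spearman) in eIF4A2 FL cells. In EV cells it stayed between 0.652 and 0.771 (Pearson) and between 0.635 and 0.751 (Spearman). Among the sets, eIF4F and eIF3 subunits against RIP EV ran from −2.10 to −1.03 and mTOR pathway genes against RIP EV from −0.80 to 0.0759. Cytosolic ribosomal protein mRNAs against RIP EV ran from −2.30 to −1.19. The RT-qPCR panel ran from −1.52 to −0.15 against RIP EV and from −0.17 to 0.24 against input. Against RIP EV, *Nanog* ran from −0.61 to 1.17, *Tfcp2l1* from −0.38 to 1.28, and *Sox2* from −0.66 to 0.0396. Against input, *Pou5f1* ran from −0.42 to 1.56, *Klf2* from −0.35 to 0.11, *Sox2* from −0.19 to 0.12, *Tbx3* from −0.10 to 0.76, *Eif4a1* from −0.26 to 0.68, *Gdf15* from −0.19 to 0.14 (0.00574 without RIP EV replicate 2), and *Malat1* from −4.87 to −2.67 (without input eIF4A2 FL replicate 1).

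The library totals limit the counts little next to the RIP EV libraries themselves. Thinned to 2044853 reads each, the libraries gave 2459 higher and 551 lower against RIP EV in edgeR's fit of 8 libraries. The RIP EV libraries detected 6086 and 8200 of 10754 transcripts and varied by 159% between replicates. Which of these limits the counts more was not compared.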

Differences from the paper's values

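The fit with a quality weight per group, the levels relative to *Meg3*, further conditions on the lists of DESeq2 and of edgeR on 4 libraries, and the leaving out of EV libraries in the comparison of RIP eIF4A2 FL and input were chosen after seeing the values.

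The paper reports 31 transcripts enriched in the eIF4A2 FL RIP above their abundance. Its text does not give the rule behind this count, which was taken here as the change from input to RIP. The counts below may therefore measure something else. In the counts, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on 8 libraries called 0, with 331 higher at an unadjusted p under 0.05. That fit found 0% of 4-fold changes against input in counts simulated with the spread of each group, so its 0 is little evidence. None of the alternatives set before the data were examined came within 1.5 times of the paper's count. The count was 0 on library size alone, with DESeq2 size factors in edgeR, with filterByExpr, on thinned counts, with the replicate number as a block, and without any 1 of the 4 libraries compared. Conditions of a CPM of at least 30, a log2 fold change of at least 1, or a call over RIP EV could only give 0 on the empty list of edgeR's fit of 8 libraries and test nothing there. It was 7 without a filter on low counts, 274 in DESeq2 on 8 libraries, 908 in edgeR on 4 libraries, and 997 in DESeq2 on 4 libraries. Of the alternatives chosen after seeing the values, limma voom with group weights called 957, edgeR called 780 without RIP EV replicate 1, 868 without RIP EV replicate 2, and 0 without either input EV library (235 and 236 at an unadjusted p under 0.05), and DESeq2 on 8 libraries left 213 with a CPM of at least 30 in both RIP eIF4A2 FL libraries, 242 with a log2 fold change of at least 1, 175 with a call over RIP EV, and 109 with all of these. DESeq2 on 4 libraries left 751, 868, 191, and 125 in the same order. For edgeR on 4 libraries the CPM and fold conditions left 682 and 834, and the call over RIP EV could only leave 0, because that fit called 0 transcripts over RIP EV (2578 at an unadjusted p under 0.05). Which of the paper's 31 transcripts these settings call is not known here beyond *Mtor*. The copy of Supplemental Table S5 at hand holds only names from A to C, and its calls against input were not compared with these settings.

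The paper lists *Mtor* among the transcripts enriched above abundance. Its log2 fold change against input was 1.15 and did not pass the threshold in edgeR's fit of 8 libraries with Benjamini-Hochberg adjustment (adjusted p = 0.636). *Mtor* passed it in DESeq2 on 8 libraries (adjusted p = 0.00556), in DESeq2 on 4 libraries (adjusted p = 0.00653), in edgeR on 4 libraries (adjusted p = 0.0234), in limma voom with group weights (adjusted p = 0.0155), and in edgeR without RIP EV replicate 1 (adjusted p = 0.0201) or 2 (adjusted p = 0.0175), and the range over all alternatives was 0.00556 to 1.

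In Supplemental Fig. S6B the paper shows all transcripts of the pluripotency panel as enriched over EV by RT-qPCR. In the counts, 7 of 10 were higher in RIP eIF4A2 FL than in RIP EV, as the paper shows, while *Stat3* (−1.22), *Sox2* (−0.43), and *Nanog* (−0.01) were lower on the log2 scale with TMM. On library size alone 8 of 10 were higher, with *Nanog* at 0.26. Relative to input in both cell lines, the measure closest to that of the figure, 7 of 10 were higher. The lower ones there were *Stat3* (−0.53), *Tfcp2l1* (−0.40), and *Nanog* (−0.09), while *Sox2* was at 0.04. Relative to *Meg3*, a scale chosen after seeing the values, all 10 were higher.

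The paper chose *Spen* as a positive control that is among the most enriched transcripts. Over input, *Spen* stood at rank 3 of 10754 by its log2 fold change of 3.12. Over RIP EV its log2 fold change of 4.34 did not pass the threshold in edgeR's fit of 8 libraries with Benjamini-Hochberg adjustment (adjusted p = 0.0853). It passed in DESeq2 on 8 libraries (adjusted p = 0.0201) and in edgeR without a filter on low counts (adjusted p = 0.00166); the range over the alternatives was 0.00166 to 0.287. Over input it passed in DESeq2 on 4 libraries (adjusted p = 2.99e-13), in edgeR on 4 libraries (adjusted p = 0.00241), and in limma voom with group weights (adjusted p = 3.97e-04), with a range of 2.99e-13 to 0.836 over the alternatives with 8 or 4 libraries. It also passed in edgeR without RIP EV replicate 1 (adjusted p = 6.32e-04) or 2 (adjusted p = 4.81e-04).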

Other observations

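The snoRNAs, *mt-Nd6*, *mt-Nd5*, the fit with a quality weight per group, the condition on RIP EV in the test of ribosomal protein mRNAs, the test of a loss of mitochondria shared by both RIPs, the simulated counts of separated libraries, and the comparisons with matched transcripts were chosen after results were seen; the bounds for the matched transcripts were set before their medians were computed.

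Transcripts missing from the RIP EV libraries do not follow from lower depth. Thinned to the same 2044853 reads, the inputs and the RIP eIF4A2 FL libraries detected 10618 to 10749 of the expressed transcripts, at least 1.74 times the 6086 of RIP EV replicate 1; replicate 2 detected 8058. Among 7556 transcripts with an input CPM of at least 10, 23.1% had 0 counts in 1 RIP EV library and at least 10 in the other, against 0.0265% in input EV, 0% in input eIF4A2 FL, and 0.0132% in RIP eIF4A2 FL. On thinned counts the share in RIP EV was 22.5%. A candidate explanation is that few RNA molecules were recovered without a tagged protein and then amplified, so that each transcript was present or missing by chance. Without molecular identifiers the number of molecules cannot be counted. An effect of the cell line on background binding was not tested.

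Which counts of calls can be trusted depends on the spread. In counts simulated without change and with the spread of each group as measured (10754 transcripts, 3 draws), edgeR's fit of 8 libraries made 2001, 2172, and 2088 calls between the RIPs, against 2664 higher and 587 lower in the data. DESeq2 on 8 libraries made 3839 to 3893, and edgeR on 4 libraries and limma voom with group weights made 0 (edgeR on 4 libraries had 1988 to 2040 higher and 184 to 230 lower at an unadjusted p under 0.05). With 200 changed transcripts, edgeR's fit of 8 libraries found 0% of 4-fold changes between RIP eIF4A2 FL and input, DESeq2 on 8 libraries 32%, limma voom with group weights 83%, and edgeR on 4 libraries 85%. Between the RIPs, edgeR on 4 libraries and limma voom found 0% of 4-fold changes. A single spread for quiet and noisy groups may thus give false calls against RIP EV and miss changes against input. Transcripts that are truly bound would add to the calls between the RIPs, and the simulation does not say which of the calls are false.

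Mitochondrially encoded mRNAs were low in the eIF4A2 FL RIP. The list held 13 mRNAs, of which 7 passed the filter, and all 7 were lower than in the input, with a median log2 fold change of −5.97 (set minus all transcripts −5.98, camera adjusted p = 7.76e-12 at the preset correlation, 0.0714 at the estimated one). They made up 0.00558% and 0.0108% of gene reads in the RIP eIF4A2 FL libraries, 0.627% to 2.06% in the inputs, and 0.615% and 0.486% in RIP EV. Short length does not account for it: nuclear protein-coding transcripts matched on length and input level (30 transcripts) had a median of −0.83, which leaves a difference of −5.14. Recovery of cytosolic RNA with the protein, which leaves mRNAs inside mitochondria behind, is a candidate explanation that met its prediction. A loss of mitochondria in lysis or washing that both RIPs share would lower the set in RIP EV as well. There its median was −1.19 against input with 5 of 7 members below 0, and the difference between the changes of the cell lines had a median of −5.23 (−6.17 to −3.70), with all 7 members below 0. These values argue against a shared loss as the whole cause, if the reads in RIP EV come from RNA. Reads from DNA in RIP EV, which the receptor genes did not settle, stay open. In RIP EV, *mt-Nd5* (log2 fold change 0.40, adjusted p = 0.601 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *mt-Nd6* went the other way, the latter with 2823 and 611 CPM against 98.5 and 136 CPM in input EV (log2 fold change 3.89, adjusted p = 0.0270 from the same edgeR test).

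Cytosolic ribosomal protein mRNAs were also lower in the eIF4A2 FL RIP than in the input, with a median of −1.38 and 73 of 75 members below 0 (set minus all transcripts −1.45, camera adjusted p = 1.07e-32 at the preset correlation, 0.0315 at the estimated one). Transcripts matched on length and input level (263 transcripts) had a median of −0.31, a difference of −1.08, so short length alone does not explain it, although the matched transcripts were less abundant (6.02 against 7.53 on the log2 scale). In RIP EV the set was lower than input by a median of −0.83, next to −0.64 for all transcripts, and against RIP EV its median was −0.45. The difference between the changes of the cell lines had a median of −0.61, or −1.25 minus that of all transcripts. For this difference 46 of 75 members lay below 0, with a range from −5.79 to 8.75. Lower binding by eIF4A2 and losses shared by any RIP cannot be told apart here, since the spread of RIP EV is wide and the set went both ways against it. Reads shared with ribosomal protein pseudogenes stay open too.

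Among the other sets, nuclear non-protein-coding RNAs (8 of 12 tested) lay −1.95 below all transcripts against input and −6.38 against RIP EV (camera adjusted p = 6.00e-07 and 3.78e-06 at the preset correlation, 0.0315 for each at the estimated one). In edgeR's fit all 8 members lay below 0 against input. Against RIP EV 6 of 8 did, with members from −5.71 to 6.78. The eIF4F and eIF3 subunits (23 tested) lay at −0.69 against input and −1.94 against RIP EV (camera adjusted p = 1.28e-04 and 0.0147 at the preset correlation, 0.340 and 0.487 at the estimated one); against RIP EV the threshold was also lost without RIP EV replicate 2 (camera adjusted p = 0.454) and without RIP eIF4A2 FL replicate 2 (camera adjusted p = 0.243). The mTOR pathway genes (42 tested) lay at 0.31 against input and −0.70 against RIP EV (camera adjusted p = 0.401 and 0.906). The RT-qPCR panel (10 tested) lay at 0.12 and −1.38 (camera adjusted p = 0.964 and 0.964). For the last sets against RIP EV the tests of their own levels went up (fry adjusted p = 2.77e-04 for mTOR pathway genes and 0.0186 for the panel), because the median of all transcripts lies above 0 there. That median was 1.88 on the voom scale of these tests and 0.64 in edgeR's fit. On edgeR's scale the sets against RIP EV lay at −0.13 for the panel, −0.15 for mTOR pathway genes, −0.76 for eIF4F and eIF3 subunits, −1.09 for cytosolic ribosomal protein mRNAs, −5.11 for nuclear non-protein-coding RNAs, and −6.57 for mitochondrially encoded mRNAs, each minus the median of all transcripts.

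Enrichment over input followed transcript length. The Spearman rho between the log2 fold change of RIP eIF4A2 FL over input and the longest annotated transcript was 0.361 over 10751 transcripts, 0.246 and 0.403 in replicates 1 and 2, and 0.316 among protein-coding transcripts. From the shortest to the longest of 5 equal bins the median log2 fold change was −0.36, −0.13, 0.00, 0.15, and 0.49. In EV cells the rho was 0.132, with medians in the same bins of −1.31, −0.68, −0.50, −0.37, and −0.26, a rise at least as wide. The rho between the inputs was 0.120, and that of RIP eIF4A2 FL against RIP EV was 0.0243. Longer mRNAs may thus be recovered more in either RIP, and the trend is not specific to cells with Flag-eIF4A2 FL. GC content was related to the same fold change with a rho of 0.175 in eIF4A2 FL cells and −0.0619 in EV cells.

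By annotated class, the median log2 fold change of RIP eIF4A2 FL over input was 0.06 for 10087 protein-coding transcripts, −0.26 for processed transcripts, −0.48 for antisense transcripts, and −0.59 for 120 lincRNAs. It was −1.38 for 231 processed pseudogenes, −3.88 for 43 transcripts of the TEC class, and −4.46 for 41 snoRNAs. In RIP EV over input the medians in the same order were −0.59, −1.58, −4.53, −1.25, −2.82, −4.11, and −1.48. Among these classes, only the snoRNAs lay lower in eIF4A2 FL cells than in EV cells. The 3′ kit reads polyadenylated RNA, and many snoRNA genes lie inside introns of other genes, whose reads they share, so that this class is uncertain.

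The open copy of Supplemental Table S5 shares 1960 transcripts with those expressed here. Its log2 fold changes and those of DESeq2 on 8 libraries differed by a median of 0.02 against RIP EV and 0.01 against input, with a Pearson r of 1.00 for each.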
